# miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking

**DOI:** 10.15252/embj.201899016

**Published:** 2018-06-06

**Authors:** Katherine A Pillman, Caroline A Phillips, Suraya Roslan, John Toubia, B Kate Dredge, Andrew G Bert, Rachael Lumb, Daniel P Neumann, Xiaochun Li, Simon J Conn, Dawei Liu, Cameron P Bracken, David M Lawrence, Nataly Stylianou, Andreas W Schreiber, Wayne D Tilley, Brett G Hollier, Yeesim Khew‐Goodall, Luke A Selth, Gregory J Goodall, Philip A Gregory

**Keywords:** alternative splicing, epithelial–mesenchymal transition, miR‐200, miR‐375, Quaking, Cancer, Cell Adhesion, Polarity & Cytoskeleton, RNA Biology

## Abstract

Members of the miR‐200 family are critical gatekeepers of the epithelial state, restraining expression of pro‐mesenchymal genes that drive epithelial–mesenchymal transition (EMT) and contribute to metastatic cancer progression. Here, we show that miR‐200c and another epithelial‐enriched miRNA, miR‐375, exert widespread control of alternative splicing in cancer cells by suppressing the RNA‐binding protein Quaking (QKI). During EMT, QKI‐5 directly binds to and regulates hundreds of alternative splicing targets and exerts pleiotropic effects, such as increasing cell migration and invasion and restraining tumour growth, without appreciably affecting mRNA levels. QKI‐5 is both necessary and sufficient to direct EMT‐associated alternative splicing changes, and this splicing signature is broadly conserved across many epithelial‐derived cancer types. Importantly, several actin cytoskeleton‐associated genes are directly targeted by both QKI and miR‐200c, revealing coordinated control of alternative splicing and mRNA abundance during EMT. These findings demonstrate the existence of a miR‐200/miR‐375/QKI axis that impacts cancer‐associated epithelial cell plasticity through widespread control of alternative splicing.

## Introduction

The ability of cells to reversibly transition between epithelial and mesenchymal states (epithelial‐to‐mesenchymal transition, EMT) is exploited by tumours to drive malignant progression. EMT is governed by networks of transcriptional and post‐transcriptional mechanisms. A reciprocal feedback loop between the miR‐200 family and ZEB1/2 transcription factors plays a central role in epithelial cell plasticity (Bracken *et al*, 2008; Burk *et al*, 2008; Gregory *et al*, 2011), and by virtue of its potency functions widely in controlling cell invasiveness, stemness and tumour metastasis (Gibbons *et al*, 2009; Wellner *et al*, 2009; Brabletz & Brabletz, 2010). However, in addition to ZEB1/2, miR‐200 can regulate many other target genes that contribute to these functions (Bracken *et al*, 2014, 2016; Perdigao‐Henriques *et al*, 2016), although for most of these interactions the implications for cancer progression are not well understood.

Alternative splicing is an additional layer of post‐transcriptional control that exhibits widespread changes during EMT and has causal effects on epithelial cell function (Warzecha *et al*, 2010; Shapiro *et al*, 2011). The epithelial spliced regulatory proteins (ESRP1 and ESRP2) play prominent roles in maintaining epithelial alternative splicing patterns, and loss of ESRP expression in the mesenchymal state results in alterations to the these patterns (Warzecha *et al*, 2009; Brown *et al*, 2011). Several other RNA‐binding proteins including RBFOX2, MBNL1/2, RBM47 and Quaking (QKI) have also been reported to directly influence mesenchymal associated alternative splicing (Shapiro *et al*, 2011; Venables *et al*, 2013a,b; Braeutigam *et al*, 2014; Yang *et al*, 2016); however, the direct contribution of these factors to alternative splicing and the mechanisms controlling their expression during EMT remain largely uncharacterised.

We find here that miR‐200 exerts a widespread influence on alternative splicing during EMT, through its strong regulation of QKI. QKI is a member of the STAR family of RBPs and has been reported to have diverse functions in mRNA stability (Larocque *et al*, 2005; Zhao *et al*, 2006) and translation (Saccomanno *et al*, 1999; de Bruin *et al*, 2016b), miRNA processing (Wang *et al*, 2013, 2017) and alternative splicing (Hall *et al*, 2013; van der Veer *et al*, 2013; Zong *et al*, 2014; de Bruin *et al*, 2016a; Darbelli *et al*, 2017; Fagg *et al*, 2017; Hayakawa‐Yano *et al*, 2017). We have recently shown that QKI can promote circular RNA formation during EMT (Conn *et al*, 2015), although the functional consequences of QKI in EMT remain unclear. While seeking to identify the miR‐200 targets most biologically relevant to cancer progression, we surprisingly found that QKI is one of the most consistent clinical correlates of miR‐200 activity. QKI is strongly regulated by miR‐200 and miR‐375, directly binds to and mediates hundreds of alternative splicing events, and regulates multiple facets of mesenchymal cell plasticity without significantly perturbing gene expression. Our findings implicate alternative splicing as an important regulator of cell plasticity and broaden the network of post‐transcriptional changes orchestrated by miR‐200. Given the important roles of miR‐200, miR‐375 and QKI in cell differentiation, we propose this pathway may define transcript selection in a broad range of biological contexts.

## Results

### QKI is inversely correlated with miR‐200c in cancer

To identify miR‐200c targets that may be especially relevant to cancer progression, we created a ranking method that merges microRNA–mRNA correlations from cancer and cell line data sets, EMT data sets and Ago‐HITS‐CLIP data (Figs 1A and EV1A). The first and third highest ranked genes were ZEB1 and ZEB2, but surprisingly, the second highest ranked gene was the RNA‐binding protein QKI (Fig 1B), which has not been described to be a target of miR‐200, but was recently shown to regulate circRNA production in human mammary epithelial cells (HMLE) that have undergone EMT (Conn *et al*, 2015). To assess whether the negative correlation holds at the protein level, we measured QKI protein in a panel of breast cancer cell lines, which showed an even stronger negative correlation with miR‐200c (Fig 1C).

**Figure 1:**
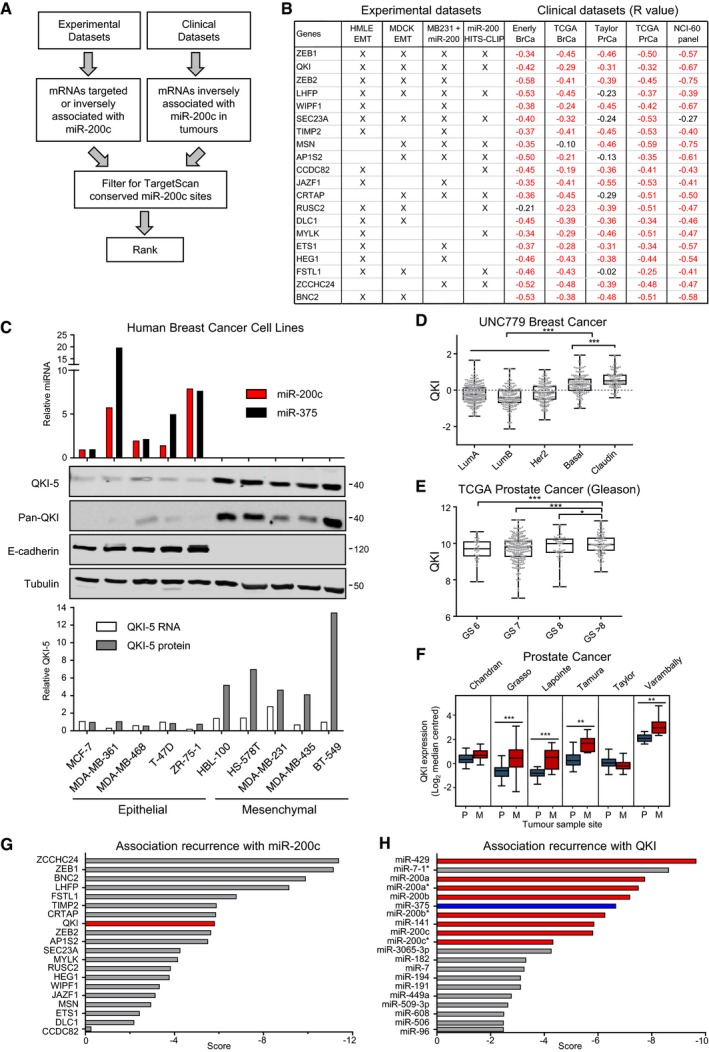
Quaking is a direct target and inversely correlates with miR‐200c and miR‐375 in cancer AFlow chart of pipeline used to discover miR‐200c targets relevant to cancer.BComparison of the top 20 miR‐200c targets in listed experimental and clinical data sets ranked in order of consistency. An “X” in experimental data sets indicates evidence of miR‐200 targeting. For clinical data sets (Liu *et al*, 2010; Taylor *et al*, 2010; Enerly *et al*, 2011), Pearson correlation coefficients between miR‐200c and target genes are shown with significant values indicated in red.CRelative expression of QKI, E‐cadherin and miRNAs in a human breast cancer panel of epithelial and mesenchymal cell lines.D–FRelative expression of QKI in tumour subtypes of the University of North Carolina 779 breast cancer set (Harrell *et al*, 2012), Gleason grades of the TCGA prostate cancers, and primary (P) versus metastases (M) from prostate cancer data sets listed by the first author (Lapointe *et al*, 2004; Varambally *et al*, 2005; Chandran *et al*, 2007; Tamura *et al*, 2007; Taylor *et al*, 2010; Grasso *et al*, 2012) shown as box‐and‐whisker plots. Box limits represent the 25^th^–75^th^ percentiles with a median central line. For (D) and (E), whiskers extend to the minimum and maximum values with all data points shown. For (F), whiskers represent the 10^th^–90^th^ percentiles. Expression differences were assessed by two‐sample equal variance *t*‐tests ***P < 0.001, **P < 0.01, *P < 0.05.G, HRecurrence scores of the top 20 target genes from (B), and the top 20 miRNAs that inversely correlate with QKI in the panTCGA cancer data set as calculated using CancerMiner (Jacobsen *et al*, 2013). Asterisks refer to minor form mature miRNA derived from the pre‐miRNA (in this case miR‐7‐1‐3p, miR‐200b‐5p and miR‐200c‐5p). Source data are available online for this figure.

**Figure EV1:**
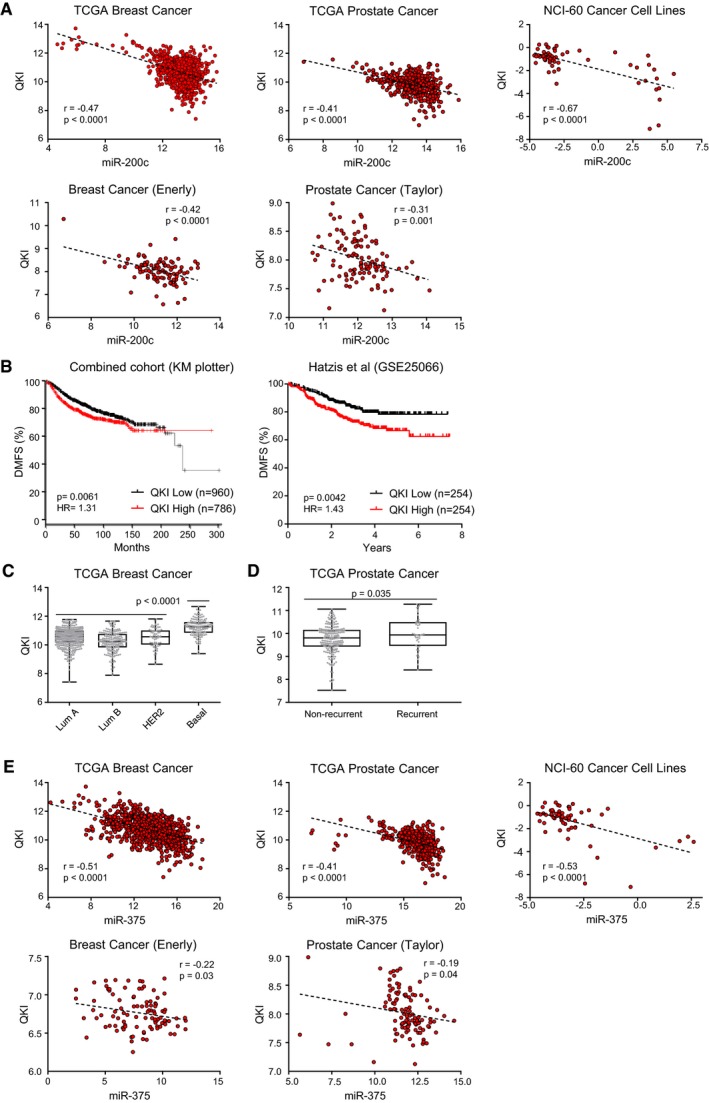
QKI expression in clinical data sets Scatterplot of QKI versus miR‐200c expression in cancer data sets with Pearson correlation coefficients and associated *P*‐values indicated.Kaplan–Meier survival analysis showing distant metastasis‐free survival (DMFS) from breast cancer in unsegregated combined cohort data from KM plotter (Gyorffy *et al*, 2010) and the Hatzis *et al* (GSE25066) (Hatzis *et al*, 2011) data sets. Hazard ratios (HR) and *P*‐values are indicated.Relative expression of QKI in tumour subtypes of the TCGA breast cancer data set displayed as a minimum‐to‐maximum box‐and‐whisker plot. Box limits represent the 25^th^–75^th^ percentiles with a median central line. Whiskers extend to the minimum and maximum values with all data points shown. Significance between each subtype was calculated by two‐tailed unpaired *t*‐tests.Relative expression of QKI in prostate cancers exhibiting biochemical recurrence compared with non‐recurrence in the TCGA prostate cancer data set displayed as a minimum‐to‐maximum box‐and‐whisker plot. Significance was calculated by a two‐tailed unpaired *t*‐test.Scatterplot of QKI versus miR‐375 expression in cancer data sets with Pearson correlation coefficients and associated *P*‐values indicated.

Examination of QKI expression in breast cancer cohorts showed it was upregulated in basal‐like and claudin‐low subtypes, which display enhanced EMT‐like features, and is indicative of poor distant metastasis‐free survival (Figs 1D and EV1B and C). Moreover, in prostate cancer, Q*KI* was elevated with increasing Gleason grade, in recurrent prostate cancers, and in metastases in several cohorts (Figs 1E and F, and EV1D). These data are consistent with QKI‐mediating properties that promote tumour progression, such as cell migration and invasion, which are potently repressed by the miR‐200 family (Bracken *et al*, 2014).

To assess whether the miR‐200c–QKI inverse relationship is observed more broadly across other cancers, we examined the pan TCGA panel, which demonstrated QKI displays a strong negative recurrence score with miR‐200c across the 10 represented tumour types (Fig 1G). Furthermore, when we examined all miRNAs for an inverse relationship with QKI across the 10 cancer types, we found the miRNAs with strongest negative recurrence with QKI are the members of the miR‐200 family, along with miR‐7 and miR‐375 (Fig 1H). Together, these data demonstrate a consistent relationship between miR‐200c and QKI in diverse experimental and clinical data sets, suggesting miR‐200c may directly target QKI, with consequences for cancer progression.

### QKI‐5 is directly targeted by miR‐200c and miR‐375

The QKI locus encodes three major isoforms, QKI‐5, QKI‐6, and QKI‐7, named as such because the mRNAs were estimated to be 5, 6 and 7 kb, respectively (Ebersole *et al*, 1996). These isoforms differ in their carboxyl‐termini and their 3′UTRs, but the 3′UTR polyadenylation sites were poorly characterised, with their RefSeq entries being discordant with the published sizes of the mRNAs. Consequently, to enable assessment of whether the negative correlation between miR‐200c and QKI was due to direct regulation of QKI by miR‐200c, we first characterised the 3′UTRs of each major isoform, using short‐ and long‐read RNA‐seq, and by RT–PCR using specific reverse transcription primers tiled across the annotated 3′UTRs (Fig EV2). This analysis showed that QKI‐6 and QKI‐7 have a similar 3′UTR, differentiated only by an additional segment at the beginning of the QKI‐7 3′UTR, whereas QKI‐5 has a completely distinct 3′UTR of 2.3 kb in length. Isoform‐specific qRT–PCR showed that QKI‐5 mRNA is expressed at a much higher level than QKI‐6 and QKI‐7 in breast cancer and TGF‐β‐treated mammary epithelial cells (Fig EV3A–D), and immunoblotting confirmed QKI‐5 protein is much more abundant than the other isoforms (Fig 2A). The QKI‐5 3′UTR has two predicted 8‐mer binding sites for miR‐200b/c that correspond to miR‐200b peaks in our previous HITS‐CLIP analysis of miR‐200 binding sites (Bracken *et al*, 2014). In addition, we noticed the QKI‐5 3′UTR also has multiple potential 7‐mer sites for miR‐375, which the association analysis had indicated is negatively correlated with QKI in multiple cancer types (Figs 1H and EV1E).

**Figure EV2:**
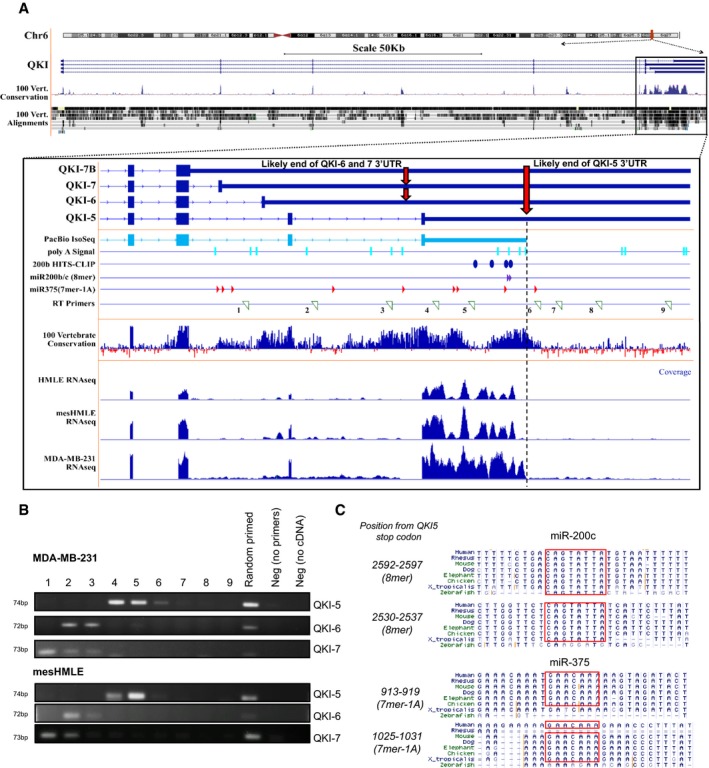
Mapping of the QKI locus 3′UTRs The full QKI gene locus is shown in the upper panel, with the divergent C‐terminal end and 3′UTRs for each isoform magnified below. Track names for each major isoform are indicated. Annotation of a full‐length read from a PacBio IsoSeq experiment (Pacific Biosciences), and sequencing coverage reads from in‐house HMLE, mesHMLE and MDA‐MB‐231 cells are shown, which terminate in close proximity to the decline of high sequence conservation. Putative locations of polyA signal sequences, miR‐200b/c (8mer) and miR‐375 (7mer‐1A) sites are shown. The locations of miR‐200b HITS‐CLIP peaks (Bracken *et al*, 2014) and RT primers used for priming cDNA synthesis are indicated.QKI‐5, QKI‐6 or QKI‐7 isoform PCR on cDNA synthesised using the specific RT primers numbered in (A) using MDA‐MB‐231 and mesHMLE RNA.Location of functional miR‐200c and miR‐375 binding sites showing their cross‐species conservation. The red box indicates the miRNA binding site complementary to the seed sequence. Source data are available online for this figure.

**Figure EV3:**
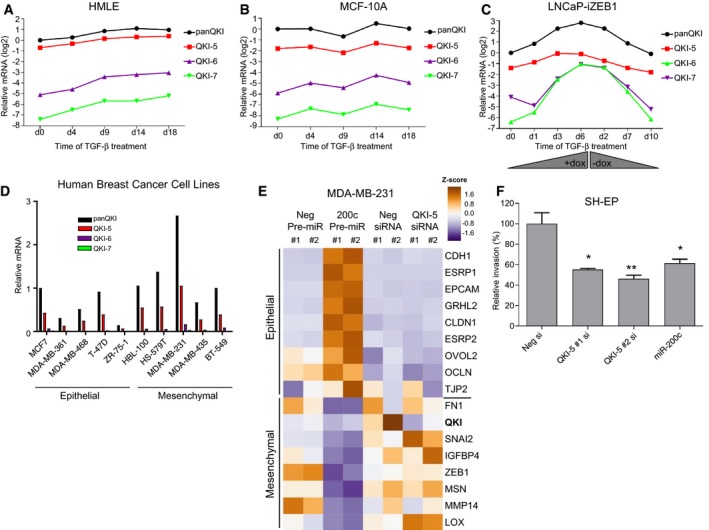
Expression and function of QKI in cancer cell lines A–DQuantitative PCR showing QKI‐5, QKI‐6 and QKI‐7 or total QKI levels (panQKI) across the EMT timecourses and breast cancer cell lines described in Fig 2.EHeat map of microarray data showing a subset of EMT genes following transfection of MDA‐MB‐231 cells with miR‐200c, QKI‐5 siRNA or negative controls.FInvasion assay following QKI‐5‐specific siRNA knockdown or miR‐200c transfection in SH‐EP cells. Experiments were performed with three biological replicates and are shown as mean ± SEM. Significance was measured by two‐tailed unpaired *t*‐tests. *P < 0.05 and **P < 0.01.

**Figure 2:**
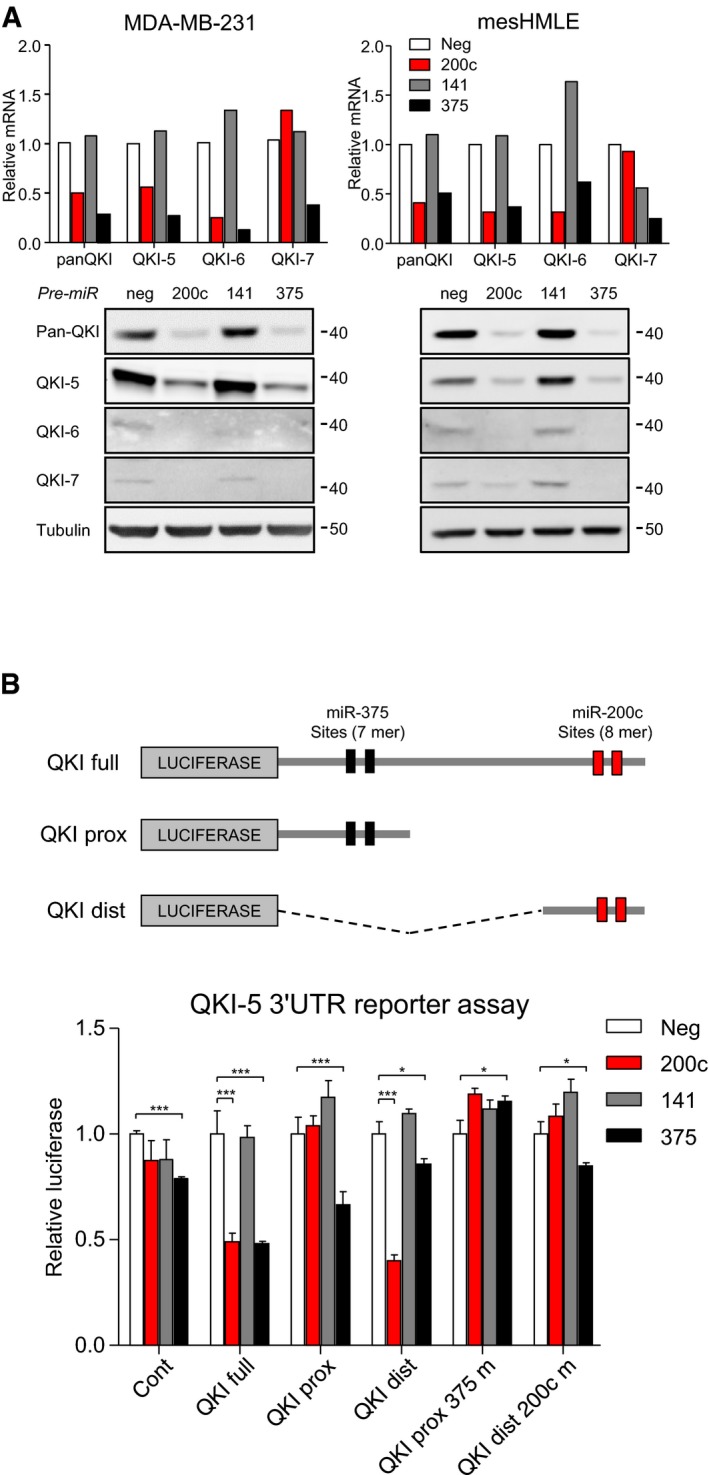
Quaking is directly targeted and repressed by miR‐200c and miR‐375 Real‐time PCR and Western blot of total QKI (panQKI) and individual QKI isoforms following transfection of MDA‐MB‐231 and TGF‐β‐treated mammary epithelial cells (mesHMLE) with miRNA precursors (Pre‐miRs).Schematic of the luciferase QKI‐5 3′UTR reporter constructs indicating the miR‐200c and miR‐375 binding sites (top) and reporter assays of indicated QKI‐5 3′UTR constructs with co‐transfection of Pre‐miRs into MDA‐MB‐231 cells (bottom). Constructs with mutations in the miR‐375 or miR‐200c sites are suffixed with “m”. Data are represented as mean ± SD (*n* = 3). Significance was measured by two‐tailed unpaired *t*‐tests. *P < 0.05 and ***P < 0.001. Source data are available online for this figure.

To verify that miR‐200c and miR‐375 regulate QKI levels, we examined the effect of overexpression of these miRNAs on QKI mRNA and protein, and on luciferase reporters bearing the QKI‐5 3′UTR (Fig 2). Overexpression of miR‐200c and miR‐375 each reduced the level of QKI‐5 and QKI‐6 mRNAs and decreased all three QKI isoform proteins (Fig 2A). In contrast, miR‐141, which differs from miR‐200c by one nucleotide in its seed region, did not reduce QKI levels. Since QKI‐5 is the major isoform in the breast cancer cells, we used the QKI‐5 3′UTR to test for direct miRNA targeting. Both miR‐200c and miR‐375, but not miR‐141, strongly repressed the full‐length QKI‐5 3′UTR reporter, replicating their effects on QKI expression (Fig 2B). Analysing the QKI‐5 3′UTR proximal and distal regions in isolation revealed direct targeting of the distal region by the conserved miR‐200c sites and the proximal region by two miR‐375 sites, with repression of each abrogated by mutation of these sites (Fig 2B). These data demonstrate that miR‐200c and miR‐375 directly target the major QKI isoform by binding its 3′UTR and also directly or indirectly reduce the levels of the QKI‐6 and QKI‐7 isoforms.

### QKI‐5 is dynamically regulated during EMT

Having confirmed QKI is regulated by miR‐200 and miR‐375, we assessed whether the expression of QKI is physiologically regulated during EMT, and in a reciprocal manner to these miRNAs. Consistent with its reciprocal relationship with miR‐200 and miR‐375 in cancer, QKI expression increased during TGF‐β‐induced EMT of human breast and canine kidney epithelial cells (Fig 3A) and during ZEB1‐induced EMT of LNCaP human prostate cancer cells (Fig 3B). In each of these systems, QKI‐5 protein was more responsive to the changes in miR‐200c and miR‐375 than was QKI‐5 mRNA, consistent with the stronger effect on protein seen in Fig 2A. Examining this further, we observed that short‐term inhibition of miR‐200c or miR‐375 increased QKI‐5 protein in a dose‐dependent manner with little effect on QKI‐5 mRNA, suggesting these miRNAs especially affect translation of the QKI‐5 mRNA (Fig 3C). Together, these findings show QKI‐5 is robustly and dynamically regulated as cells transition between epithelial and mesenchymal states in a manner consistent with its control by miR‐200 and miR‐375.

**Figure 3:**
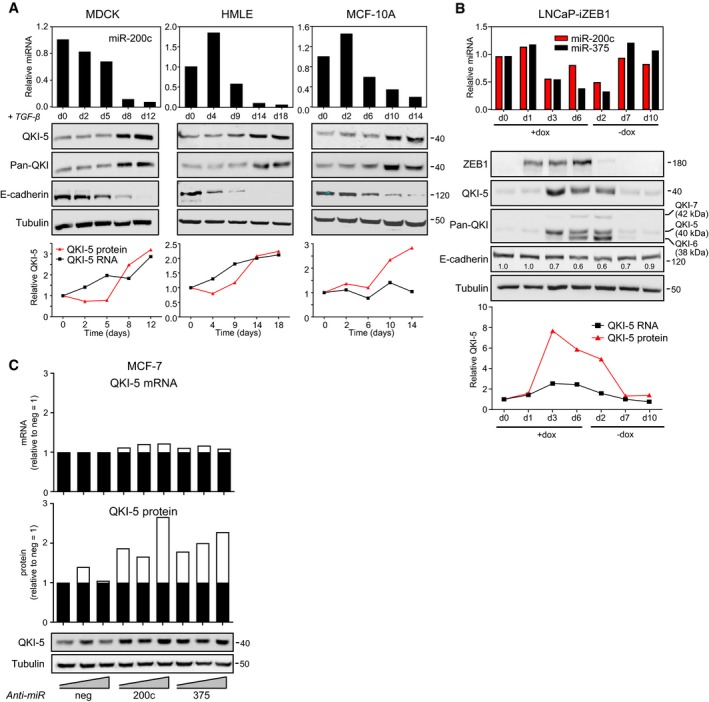
Quaking is dynamically regulated during EMT/MET and is translationally repressed by miR‐200c and miR‐375 Epithelial cell lines were treated with TGF‐β for the indicated time periods. Changes in expression of proteins were measured by Western blot, miR‐200c by qPCR, with relative changes in QKI‐5 mRNA and protein represented in graphs below.LNCaP cells with inducible ZEB1 were treated with doxycycline for 6 days followed by its withdrawal for 10d. Changes in expression of proteins were measured by Western blot, miR‐200c and miR‐375 by qPCR, with relative changes in QKI‐5 mRNA and protein represented in graphs below.MCF‐7 cells were transfected with increasing doses (20, 50 or 100 nM) of control (neg), miR‐200c or miR‐375 LNA inhibitors (anti‐miR) for 3 days. Western blot of QKI‐5 protein levels is shown and quantitated, along with QKI‐5 mRNA by qPCR. White bars represent change in expression relative to the negative control at 20 nM. Source data are available online for this figure.

### QKI‐5 regulates epithelial cell plasticity and exerts pleiotropic effects on cell migration, invasion and tumour growth

Several studies have indicated QKI plays tumour suppressive roles in cancer (Chen *et al*, 2012; Zong *et al*, 2014; Bandopadhayay *et al*, 2016), but its ability to regulate EMT remains unclear. To establish whether the regulation of QKI‐5 during EMT has consequences for EMT‐related cell properties, we examined the effect of modulating QKI‐5 on cell shape, and on migratory and invasive ability. Knockdown of QKI‐5 caused MDA‐MB‐231 cells to change from a spindle‐shaped to a cuboidal morphology, with reduced length‐to‐width ratio and increased cell area, while QKI‐5 overexpression had the opposite effect, promoting an even more spindle‐shaped morphology with increased length‐to‐width ratio (Fig 4A and B). Moreover, reduction of QKI‐5 phenocopied overexpression of miR‐200c in increasing focal adhesions, most clearly demonstrated in SH‐EP neuroblastoma cells where changes in number and length were readily quantifiable (Fig 4A and C). However, QKI‐5 knockdown was not sufficient to drive a full return to epithelial form, as evidenced by the lack of change in levels of multiple epithelial and mesenchymal markers (Fig EV3E) and the failure to form E‐cadherin and β‐catenin‐containing cell–cell junctions, which is in contrast to the effect of miR‐200 (Fig 4A).

**Figure 4:**
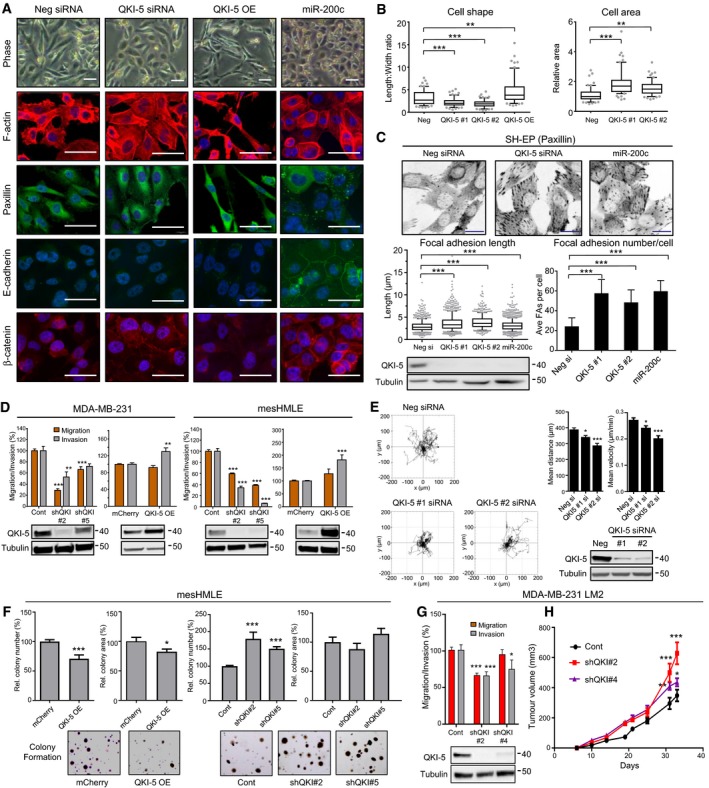
QKI‐5 regulates epithelial cell plasticity and associated phenotypic properties Phase contrast and fluorescent microscopy of F‐actin, paxillin, E‐cadherin and β‐catenin in MDA‐MB‐231 cells transfected with control (neg), QKI‐5 siRNA or miR‐200c for 3 days. QKI‐5‐overexpressing (OE) MDA‐MB‐231 cells are also included in this panel. Cells are counterstained with DAPI (blue). Scale bars represent 50 μm.Cell shape specified by length‐to‐width ratio and cell area were measured in 60 F‐actin‐stained cells from (A). Data are displayed as box‐and‐whisker plots. Box limits represent the 25^th^–75^th^ percentiles with a median central line. Whiskers represent the 10^th^–90^th^ percentiles. Points below and above the whiskers are shown. Significance between indicated groups was measured by a two‐tailed Mann–Whitney test.Paxillin staining of SH‐EP cells transfected with control (neg), QKI‐5 siRNA or miR‐200c for 3 days. Focal adhesion lengths (min 500 counted) were calculated using at least 20 cells per treatment. Exact cell numbers and focal adhesion measured for each group are as follows: neg si (35, 698), QKI‐5 #1 si (23, 766), QKI‐5 #2 (24, 553) and miR‐200c (31, 1,067). For focal adhesion length, data are displayed as a box‐and‐whisker plot and significance between indicated groups was measured by a two‐tailed Mann–Whitney test. Box limits represent the 25^th^ to 75^th^ percentiles with a median central line. Whiskers represent the 10^th^–90^th^ percentiles. Points below and above the whiskers are shown. Focal adhesion numbers were counted in individual discrete cells and graphed as focal adhesion numbers per cell (mean ± SD). Exact cell numbers for each group are as follows: neg si (22), QKI‐5 #1 si (23), QKI‐5 #2 (21) and miR‐200c (24). Western blot with changes in QKI‐5 levels is shown below.Migration and invasion assays following shRNA‐mediated knockdown (kd) or cDNA overexpression (OE) of QKI‐5. Western blot with changes in QKI‐5 levels is shown below. mCherry‐expressing cell lines are shown as a control. Experiments were performed using at least three biological replicates and shown as mean ± SEM. Exact numbers for each group for both migration and invasion are as follows: MDA‐MB‐231 Control (10), shQKI#2 (7), shQKI#5 (3), mCherry (18) and QKI‐5 OE (18); and mesHMLE Control (3), shQKI#2 (3), shQKI#5 (3), mCherry (6) and QKI‐5 OE (3).Non‐directional migration of MDA‐MB‐231 cells following QKI‐5‐specific siRNA kd. Cell tracking of 25 cells per group was measured for 24 h and is depicted in windrose plots. Relative mean distance and velocity are shown as mean ± SD. Western blot with changes in QKI‐5 levels is shown below.Soft agar colony formation of mesHMLE cells with QKI kd or OE after 14 days (*n* = 9, mean ± SEM). Representative pictures of colonies are shown.Migration and invasion assays of MDA‐MB‐231‐LM2 cells following QKI kd (*n* = 3, mean ± SEM).Growth of mammary tumours from MDA‐MB‐231‐LM2 cells with QKI kd. Exact mouse numbers for each group are as follows: Cont (10), shQKI#2 (10) and shQKI#5 (9, one tumour did not grow). Data are graphed as mean ± SEM, and significance was calculated by two‐way ANOVA with Dunnett's multiple comparisons test performed at each time point.Data information: Unless otherwise indicated, significance was measured by two‐tailed unpaired *t*‐tests. *P*‐values for all tests are indicated as *P < 0.05, **P < 0.01 and ***P < 0.001.Source data are available online for this figure.

To examine the effect of QKI‐5 on cell migration and invasion, we knocked down and overexpressed QKI‐5 in MDA‐MB‐231 and mesHMLE cells and monitored the effect by transwell assay and by single‐cell tracking. Mesenchymal cell migration and invasion were strongly reduced by QKI‐5 knockdown, roughly in proportion to the effectiveness of the knockdown, while cell invasiveness was increased by QKI‐5 overexpression (Fig 4D and E). SH‐EP cell invasion was also reduced by QKI‐5 knockdown (Fig EV3F), consistent with the stabilising effect seen on focal adhesions. Together, these data demonstrate QKI‐5 stimulates changes in cell migration, invasion, focal adhesions and morphology, but unlike miR‐200c, knockdown of QKI‐5 does so without reverting cells to a fully epithelial phenotype.

As QKI has previously been implicated to have tumour suppressive roles, we tested its ability to regulate colony formation, a measure of anchorage independent cell growth. We found that mesHMLE cells robustly formed colonies in soft agar and that QKI knockdown enhanced, while QKI overexpression inhibited, this ability (Fig 4F). Therefore, in addition to enhancing cell migration and invasion (Fig 4D and E), QKI appears to concurrently reduce tumour formation capacity in mesHMLE cells. We further tested this in the tumorigenic MDA‐MB‐231 LM2 subline which also showed that while QKI‐5 kd decreases cell migration and invasion, it significantly increased tumour growth (Fig 4G and H). These data indicate that QKI can exert multiple influences in cancer, potentially through regulating different target genes.

### QKI‐5 has little effect on gene transcription during EMT, but has broad effects on alternative splicing

QKI plays diverse functions in RNA metabolism and therefore may conceivably regulate epithelial cell plasticity through several mechanisms. To assess the relevance of QKI‐5 as a miR‐200 target during EMT, we performed transcriptomic analysis of cells before and after initiation of EMT with TGF‐β, and also assessed the transcriptomes of the resulting mesenchymal cells in response to miR‐200c overexpression or to QKI‐5 knockdown. RNA sequencing was performed on multiple replicates and at high depth to provide reliable quantitation of expression and alternative splicing (Table EV1). The expression of many genes was changed during the EMT, and many of these changes were reversed by restoration of miR‐200c; however, most of the expression changes were not restored by knockdown of QKI‐5 (Fig 5A). TGF‐β and miR‐200c had largely opposing effects on gene expression, significantly altering 2,677 and 2,656 genes, respectively (fold change > 2, *q*‐value < 0.05), including archetypal epithelial (e.g. E‐cadherin, occludin and desmoplakin) and mesenchymal (e.g. fibronectin, ZEB1 and ZEB2) genes (Figs 5A and C, and EV4A and Table EV2). In contrast, QKI‐5 knockdown altered a much smaller subset of genes (787), and mostly to a lesser extent than either TGF‐β or miR‐200c, and did not cause significant changes in the hallmark EMT genes (Figs 5A and C, and EV4A and Table EV2). Furthermore, there was little consistency in the genes that were affected by QKI‐5 knockdown in mesHMLE cells compared to knockdown in MDA‐MB‐231 cells (Fig EV4B and Table EV3). This was in contrast to miR‐200c overexpression, which elicited similar changes in gene expression in both cell lines (Fig EV4C). Thus, the majority of transcriptomic alterations elicited by loss of miR‐200 during EMT are not a result of QKI‐5 upregulation.

**Figure 5:**
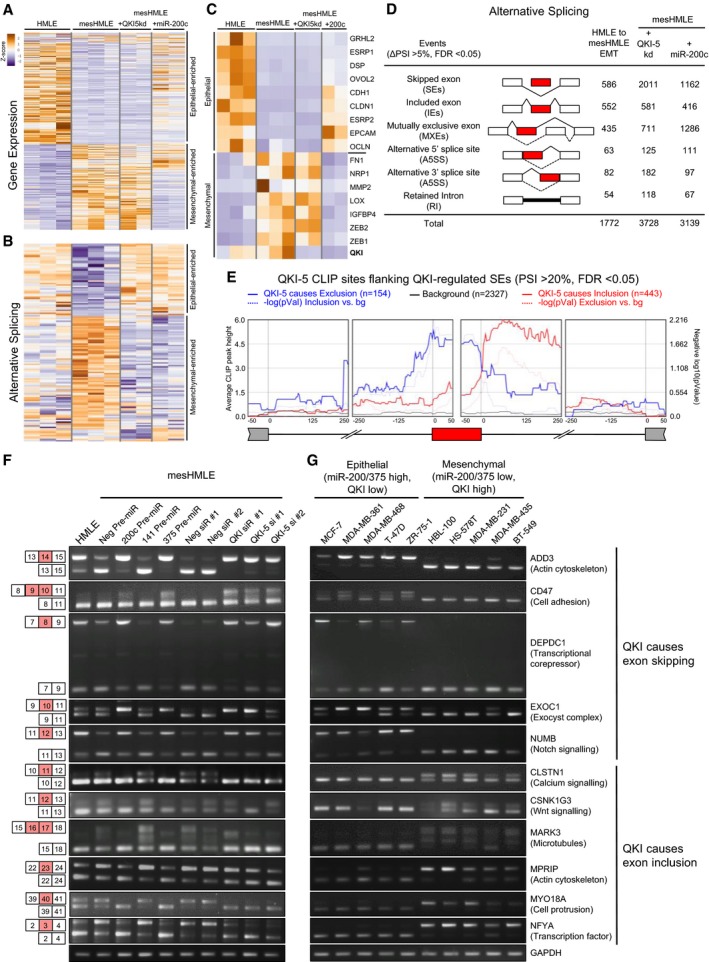
QKI‐5 directly binds to and controls alternative splicing of hundreds of EMT‐associated splice events AHeat map depicting differential expression of individual samples from the HMLE, mesHMLE, mesHMLE + QKI‐5 kd and mesHMLE + miR‐200c groups. Genes that were detectably expressed (FPKM > 1) and whose change was at least twofold and statistically significant during EMT were included.BHeat map depicting relative changes in skipped and included exon events of individual samples from the HMLE, mesHMLE, mesHMLE + QKI‐5 kd and mesHMLE + miR‐200c groups. Events that are detected in all samples were utilised.CHeat map depicting differential expression of hallmark epithelial and mesenchymal genes in the HMLE, mesHMLE, mesHMLE + QKI‐5 kd and mesHMLE + miR‐200c groups.DTabulation of alternatively spliced events altered during EMT (HMLE to mesHMLE) and with QKI‐5 kd or miR‐200c overexpression in mesHMLE cells.EQKI‐CLIP map showing regional binding of QKI‐5 in the flanking introns of skipped and included exon events regulated by QKI‐5 knockdown with change in PSI > 20%, FDR < 0.05. The significance of enrichment versus background (−log10(*P*‐value)) is graphed as lighter shade lines. Numbers of events where QKI‐5 knockdown causes inclusion or exclusion are indicated. The background measurement is calculated using all exons that are spliced, but not differentially spliced, in both mesHMLE and mesHMLE + QKI‐5 kd.F, GPCR of QKI‐regulated splice events during EMT and (F) in mesHMLE cells transfected with miRNAs or QKI siRNAs, and (G) in epithelial (QKI‐low) versus mesenchymal (QKI‐high) breast cancer cell lines. Exon annotations are denoted by the largest transcript. Major functions of the respective genes are indicated. Source data are available online for this figure.

**Figure EV4:**
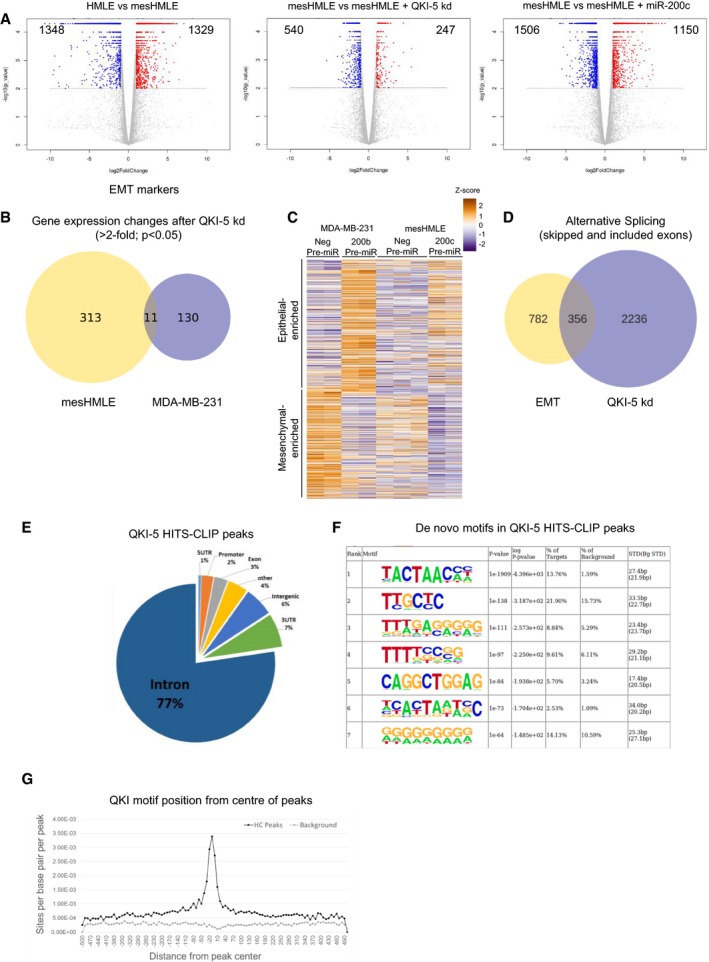
Transcriptome changes mediated by QKI‐5 during EMT Volcano plots showing differential expression during EMT (HMLE versus mesHMLE), in mesHMLE following QKI‐5 knockdown, or mesHMLE following introduction of miR‐200c. Numbers of significant genes (above dotted line with *q*‐value < 0.05) are shown, with genes having > 2‐fold differential expression highlighted in blue (downregulated) or red (upregulated).Venn diagram showing the overlap of genes in mesHMLE and MDA‐MB‐231 cells that are regulated during EMT and by knockdown of QKI‐5 (fold change > 2, *P* < 0.05).Heat map of genes that significantly change in MDA‐MB‐231 cells in response to miR‐200b (microarray data) with corresponding changes in the same genes in mesHMLE cells in response to miR‐200c (RNA‐seq) shown (*n* = 679).Venn diagram showing the overlap of skipped or included exon events during EMT or in response to knockdown of QKI‐5 in mesHMLE cells (ΔPSI > 5%, FDR < 0.05).Pie chart of the relative proportions of QKI‐5 HITS‐CLIP peaks in genomic regions.De novo motif enrichment in QKI‐5 HITS‐CLIP peaks, as reported by findMotifsGenome.pl from the Homer package (Heinz *et al*, 2010), relative to a background of introns surrounding constitutively expressed exons during EMT.Relative position of QKI motifs in QKI‐5 HITS‐CLIP peaks on the sense strand compared to anti‐sense strand (background).

In contrast, alterations to the relative levels of alternative splice isoforms that occurred during EMT were frequently counteracted by both overexpression of miR‐200c and knockdown of QKI (Fig 5B). These commonly regulated alternative splicing events were predominantly comprised of exon skipping, exon inclusion and/or mutually exclusive exon usage (Fig 5D and Table EV4). Indeed, of the 1,138 alterations to skipped or included exon events that occurred in response to TGF‐β‐mediated EMT, 356 (or 31%) were regulated by QKI‐5 (Fig EV4D and Table EV5). These data indicate that the miR‐200/QKI‐5 axis is a major regulator of alternative splicing during EMT.

### Modulation of QKI‐5 level is necessary and sufficient to alter splicing

To identify alternative splicing events in EMT that are directly regulated by QKI‐5, we performed HITS‐CLIP analysis of nuclear QKI‐5 in mesHMLE cells. This technique identified a large number of potential QKI‐5 binding sites across the transcriptome, predominantly within introns (Fig EV4E). 

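HITS‐CLIP crosslinks a protein to the RNA it touches in living cells with ultraviolet light, recovers the protein with an antibody and sequences the RNA fragments that come with it. Here the cells were mesHMLE, the mesenchymal derivative of the HMLE human mammary epithelial line. The paper states that they arose by prolonged TGF‐β1 treatment and were kept without further TGF‐β1. For inducing EMT in HMLE cells it gives 2.5 ng/ml for at least 14 days. The crosslinking dose was 600 mJ/cm2. The data set comprised 7 libraries from QKI‐5 immunoprecipitation, which are numbered as 3 technical replicates, and 2 size‐matched input libraries. Of the 7 immunoprecipitation libraries, 3 came from the gel region of monomeric QKI and 4 from that of the presumptive dimer, and 1 of the dimer libraries was made with SuperScript IV in place of AffinityScript. PCR took 17 cycles for the immunoprecipitates and 9 for the inputs, and inserts of about 30 to 70 nt were selected. The authors mapped the reads to hg19, collapsed duplicates by molecular barcode, discarded alignments of low mapping quality, pooled the immunoprecipitation libraries and called peaks on each strand against the size‐matched input with MACS2. The deposited values are a single list of those peaks, each with its start, end, strand, summit and height. Because the libraries were pooled before calling, no value has a spread between replicates, and the read depth of each library is unknown from the list. Peaks were compared here with the hg19 genome sequence (GRCh37), the GENCODE release 44 annotation placed on that build and the skipped exon events of Tables EV4, EV5 and EV7. Confidence intervals are 95% Wilson intervals and cover counting error only.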

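The list held 24037 peaks, 11925 on the plus strand and 12112 on the minus strand, of which 24019 lay on nuclear chromosomes. Peak width had a median of 61 nt, with quartiles at 48 and 79 nt. The height the authors gave each peak had a median of 23, with quartiles at 18 and 33, and ranged from 5 to 42903. By the position of its centre, each nuclear peak was placed in the first matching class in the order promoter (1000 nt before to 100 nt after a transcript start), 5′UTR, 3′UTR, exon, intron and intergenic. Introns held 16106 peaks, or 67.1% (interval 66.5 to 67.6%). Promoters held 12.6%, 3′UTRs 9.80%, other exons 8.08% and 5′UTRs 0.558%, and 1.94% of the peaks were intergenic. Introns made up 85.9% of the annotated length under the same order. The order of the classes moved the intronic share most, to 90.9% when introns were given first place. Another peak on the same strand had its centre within 100 nt for 33.3% of peaks and within 1000 nt for 62.6%. No expected share for peaks placed at random was computed, so these values do not decide whether peaks were clustered. Among the 20149 protein‐coding genes of the annotation, 4752 (23.6%) had at least 1 peak on their strand, with a median of 2 peaks.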

Highlighting the robustness of the data set, motif analysis revealed strong enrichment of the QKI target motif, ACUAAC, and this sequence generally occurred near the centre of the HITS‐CLIP peak (Fig EV4F and G). 

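The sequence of each nuclear peak was read on its own strand and compared with windows of the same length 500 nt to its 5′ and 3′ sides. ACTAAC, the DNA form of the motif, occurred in 2415 of 24019 peaks (10.1%, interval 9.68 to 10.4%), in 1.56% of the 5′ windows and in 1.83% of the 3′ windows. Against the 3′ windows, 2378 peaks had the motif where their window did not and 337 windows had it where their peak did not, which gives a log10 p of -376 in an exact McNemar test (two‐sided). The ratio of these counts, 7.05, fell furthest with windows 200 nt away, to 4.47. Windows were not screened for other peaks, and 62.6% of peaks had another on the same strand within 1000 nt. Some windows may therefore overlap peaks, and whether this lowered the ratio was not tested. On the opposite strand of the same peaks ACTAAC occurred in 0.687%. The wider form ACTAAY, where Y is C or T, occurred in 13.7% of peaks, and TACTAAC in 4.67%. Among all hexamers, ACTAAC had the highest ratio of its share in peaks to its share in windows, at 5.94, followed by CTAACC at 4.15 and CTAACA at 3.70, which overlap it. Within 250 nt of the peak centres there were 7339 pairs of a peak and an ACTAAC site on its strand. In 2171 of them (29.6%, interval 28.5 to 30.6%) the site started within 25 nt of the centre, where an even spread would put 10.2% (log10 p of -461, two‐sided binomial test). A site near several peaks was counted for each of them. The pairs were therefore not independent, and the interval and p-value overstate the certainty. The densest 10 nt ran from -10 to -1 nt relative to the centre. On the opposite strand, the site started within 25 nt in 131 of 1779 pairs (7.36%). Peaks with ACTAAC were taller, with a median height of 27 against 23 without it, a log2 difference of 0.23 (p = 1e-05, the smallest that 100000 permutations can give, two‐sided, across peaks, which are not replicates). The share of peaks with the motif rose from 4.62% among the lowest 10% of peaks by height to 18.3% among the highest 10%. Taller peaks were also wider, with a median of 66 nt at or above the median height and 56 nt below it. Before width was considered, 12.6% and 7.12% of these peaks had the motif, and with log2 width in a logistic regression, chosen after seeing the data, the odds ratio was 1.45 (p = 5.1e-15, n = 12827 and n = 11192 peaks).

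**Figure D1:**
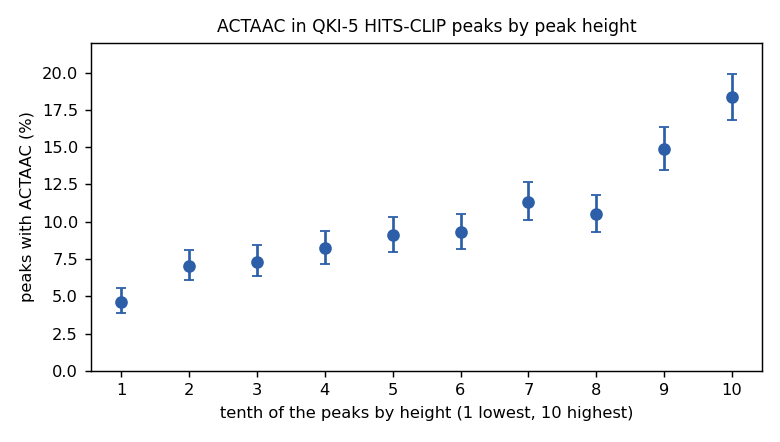
Share of QKI‐5 HITS‐CLIP peaks with ACTAAC (vertical axis, percent) in 10 groups of peaks ordered by height (horizontal axis, lowest to highest); bars are 95% Wilson intervals. The share was 4.62% in the lowest group and 18.3% in the highest.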

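Peaks were set against the skipped exon events of Table EV5, which lists the 356 EMT events that QKI‐5 knockdown also altered. In mesHMLE cells, PSI fell after knockdown at 210 of these events (exons whose inclusion QKI‐5 promotes) and rose at 146 (exons whose skipping it promotes). A change in PSI over 20% was met by 129 events, 82 included and 47 skipped exons. The background was the 765 other skipped exon events of EMT in Table EV4, which responded to EMT and whose exons are not in Table EV5. All 356 exons were flanked in the genome sequence by AG on the 5′ side and by GT (349 events) or GC (7 events) on the 3′ side. For each event, a peak on the gene's strand was looked for in the exon, in the 250 nt of intron on either side of it, and in the 250 nt at the far end of each intron.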

To explore how QKI‐5 may function to promote skipping of some exons but inclusion of others, we plotted the average QKI‐5 HITS‐CLIP peak heights in the introns flanking the 597 exons whose exclusion or inclusion was strongly regulated by QKI‐5 (change in percentage spliced in (ΔPSI) > 20%). This showed that exon skipping events were typically accompanied by QKI binding either within the skipped exon or within 100 nt upstream of the skipped 3′ splice site, whereas QKI‐mediated exon inclusion involved binding of QKI within the downstream intron (Fig 5E).

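A peak lay in the downstream intron beside the exon at 24 of 82 included exons (29.3%, interval 20.5 to 39.9%) and at 18 of 765 background exons (2.35%), an odds ratio of 16.9 (adjusted p = 2.2e-14, Fisher's exact test, two‐sided). Adjustment was by the Benjamini-Hochberg method over the 15 comparisons of 5 regions. In the upstream intron beside the exon, 14 of 47 skipped exons (29.8%, interval 18.7 to 44.0%) had a peak, against 2.88% of background exons (odds ratio 14.3, adjusted p = 3.7e-09, exact test). A peak overlapped the exon itself at 17 skipped exons (36.2%) and 1.96% of background exons (odds ratio 27.8, adjusted p = 9.8e-14, exact test). Each group also had peaks in the other regions. Included exons had a peak in the exon at 14.6% (odds ratio 8.58 against background, adjusted p = 4.1e-06, exact test) and skipped exons had one in the downstream intron at 21.3% (odds ratio 11.3, adjusted p = 2.9e-06, exact test). In the upstream intron, 12.2% of included exons had a peak (odds ratio 4.79, adjusted p = 0.00099, exact test), a difference that no longer passed the threshold with all 356 events (adjusted p = 0.076) or with 1 event per gene (adjusted p = 0.084). The setting that moved the odds ratio of included exons in the downstream intron most was the use of all 356 events, which lowered it to 7.63. When the groups were compared with each other, included exons had a peak less often than skipped exons in the upstream intron (odds ratio 0.335, adjusted p = 0.028, exact test) and in the exon (odds ratio 0.309, adjusted p = 0.013), whereas the downstream intron beside the exon did not separate them (odds ratio 1.50, adjusted p = 0.44). At the far end of the downstream intron, 16 of 82 included exons had a peak (19.5%, odds ratio 15.0 against background, adjusted p = 8.6e-10, exact test) and 3 of 47 skipped exons did (6.38%, odds ratio 4.74, adjusted p = 0.069; 4 of 7 alternatives passed, with adjusted p from 0.028 to 0.72). The difference between included and skipped exons there did not pass the threshold (odds ratio 3.15, adjusted p = 0.079, exact test), and of 7 alternatives chosen after seeing the data it passed in 4 (all 356 events, 500 nt, the peak centre, and peaks at or above the median height) and not in 3 (100 nt, 1 event per gene, and the logistic regression), with adjusted p from 0.0061 to 0.75. At the far end of the upstream intron, 10.6% of skipped exons (odds ratio 5.23 against background, adjusted p = 0.013, exact test) and 6.10% of included exons (odds ratio 2.87, adjusted p = 0.078) had a peak, and the 2 groups did not differ (odds ratio 0.548, adjusted p = 0.50). The value for skipped exons no longer passed in 3 of 7 alternatives (adjusted p from 0.00075 to 0.15, exact tests and the regression), and that for included exons passed in 1 of 7 (adjusted p from 0.038 to 0.67). Of the differences between included and skipped exons that passed, the upstream intron beside the exon no longer did when 100 nt were searched (adjusted p = 0.063, exact test) or with the peak centre in place of overlap (adjusted p = 0.078), and the exon no longer passed with peaks at or above the median height (adjusted p = 0.075). Regions in the wording of the text were added after these values had been seen. A peak in the exon or within 100 nt upstream of it was found at 17 of 47 skipped exons (36.2%), 13 of 82 included exons (15.9%) and 16 of 765 background exons (2.09%). The skipped and included exons differed there (odds ratio 2.95, adjusted p = 0.019 over 6 comparisons, exact test), but not with peaks at or above the median height (odds ratio 2.44, adjusted p = 0.080). Anywhere in the downstream intron, a peak was found at 45.1% of included, 31.9% of skipped and 11.6% of background exons, and skipped and included exons did not differ (odds ratio 0.579, adjusted p = 0.19, exact test). On the opposite strand, 0 of 82 included and 0 of 47 skipped exons had a peak in any of the 5 regions. From the average peak heights in the introns around a larger set of exons that QKI‐5 strongly regulated, the paper concludes that skipping was typically accompanied by binding in the skipped exon or within 100 nt upstream of its 3′ splice site, and that inclusion involved binding in the downstream intron.

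**Figure D2:**
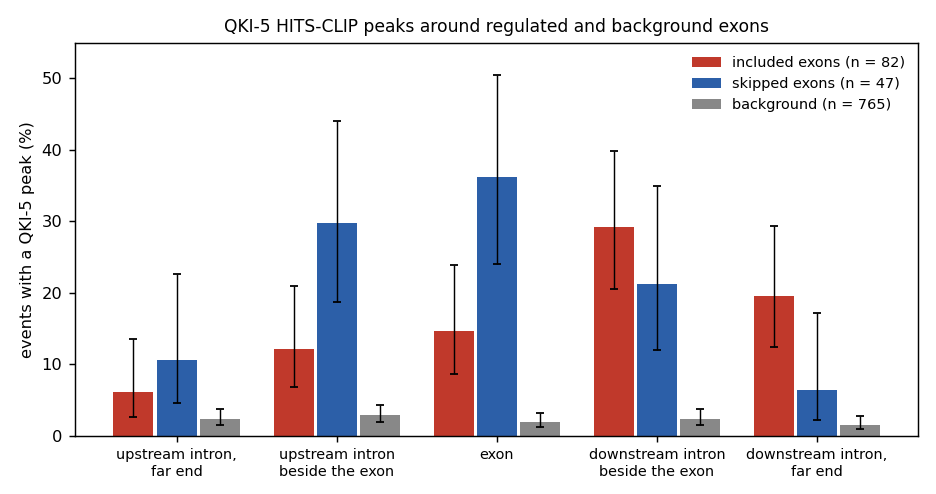
Share of events with a QKI‐5 HITS‐CLIP peak (vertical axis, percent) in 5 regions around the alternative exon (horizontal axis), for 82 included, 47 skipped and 765 background exons; lines are 95% Wilson intervals. Skipped exons were highest in the exon, at 36.2%, and included exons in the downstream intron beside the exon, at 29.3%.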

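Peaks were looked up at the alternative exons of ADD3, CD47, DEPDC1, EXOC1, NUMB, CLSTN1, CSNK1G3, MARK3, MPRIP, MYO18A and NFYA and in the introns on both sides, with positions in hg19. Exons were identified by the lengths that the PCR products of Table EV8 imply, in Table EV5 for 9 genes and in the gene annotation for CD47 and EXOC1. Of these 11 genes, 9 had at least 1 peak at the exon or in an adjacent intron, and 3 had a peak with ACTAAC. The exon of MYO18A (exon 40, 45 nt, chromosome 17, 27412622 to 27412666, minus strand), whose PSI fell by 77.0 points after QKI‐5 knockdown according to Table EV5, had 23 peaks. All of them lay in the downstream intron or ran across the exon's 5′ splice site, with heights up to 214. At MPRIP (exon 23, 63 nt, chromosome 17, 17083921 to 17083983, plus strand) all 7 peaks were in the downstream intron, the nearest 558 nt from the exon. The tallest of them, of height 113, contained ACTAAC. At CLSTN1 (exon 3) there were 3 peaks and at CSNK1G3 (exon 13) there was 1, also in the downstream intron, with the CSNK1G3 peak 3544 nt from the exon. Among skipped exons, the peak at NUMB (exon 12, 144 nt, chromosome 14, 73745989 to 73746132, minus strand) ran from 73746043 to 73746152, across the 3′ splice site, with a height of 47. At ADD3 (exon 14, 96 nt, chromosome 10, 111892063 to 111892158, plus strand) the only peak lay 218 nt upstream of the exon, with a height of 21 and no ACTAAC. DEPDC1 (exon 8, 852 nt, chromosome 1, 68947729 to 68948580, minus strand) had 5 peaks on both sides of the exon and inside it. Its ACTAAC peak was in the downstream intron, 36 nt from the exon. Both CD47 exons (25 and 33 nt), which have no PSI in Table EV5, had peaks on both sides. In MARK3, the 27 nt and 45 nt exons are included exons (PSI higher by 30.7 and 28.1 points in mesHMLE than after knockdown) of events with the same outer limits, so both were searched over the same 8 peaks. Of these, 1 lay upstream of both exons and 7 lay between them, downstream of the 27 nt exon and upstream of the 45 nt exon, and none lay downstream of the 45 nt exon. At the EXOC1 exon (exon 12, 45 nt, chromosome 4, 56755054 to 56755098) and the NFYA exon (exon 3, 87 nt, chromosome 6, 41048550 to 41048636) the list had no peak in the exon or in either adjacent intron. For EXOC1, the introns searched reached only to the nearest neighbouring exon of any annotated transcript.

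**Figure D3:**
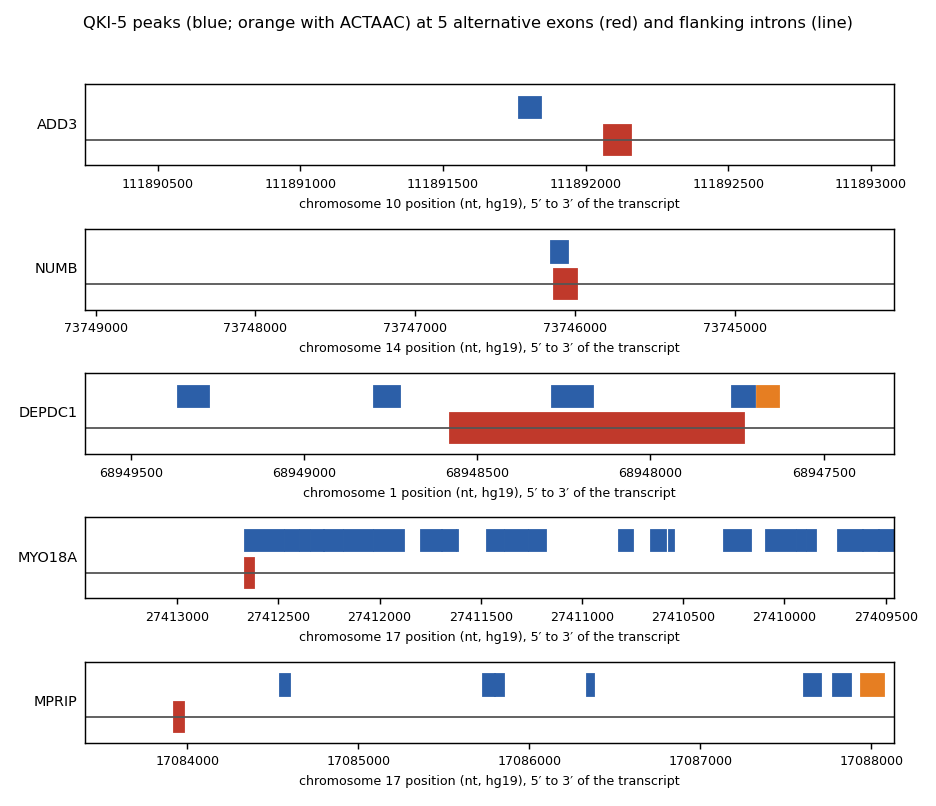
QKI‐5 HITS‐CLIP peaks (upper blocks; orange where they contain ACTAAC) at the alternative exons (red) of 5 genes, with both adjacent introns (line), to scale along the chromosome position in nt of hg19 (horizontal axis) and drawn from 5′ to 3′ of the transcript. The 7 MPRIP peaks lie downstream of the exon, and the NUMB peak lies across the 3′ splice site.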

To validate these findings, we selected eleven splicing events that were strongly regulated by QKI‐5 and by miR‐200c in the RNA‐seq data and were also predicted to involve direct binding by QKI‐5 (Fig EV5A). For each of these candidates, we used RT–PCR to monitor their splicing during EMT, and in mesHMLE and MDA‐MB‐231 cells treated with miRNAs or siRNAs targeting QKI (Figs 5F and EV5B). We also examined the effects of miR‐375, which targeted QKI‐5 to a similar extent as miR‐200c. Overexpression of miR‐200c and miR‐375 and knockdown of QKI each reversed the splicing profiles observed during EMT for all events tested (Figs 5F and EV5B). By contrast, overexpression of miR‐141, which does not target QKI‐5, had no effect on the splicing events. Furthermore, in a panel of breast cancer cell lines, the reciprocal levels of both miR‐200 and miR‐375 compared to QKI effectively demarcated the splicing profile of these events (Fig 5G). Collectively, these data provide strong evidence that a miR‐200/miR‐375/QKI axis broadly influences EMT‐associated splicing patterns.

**Figure EV5:**
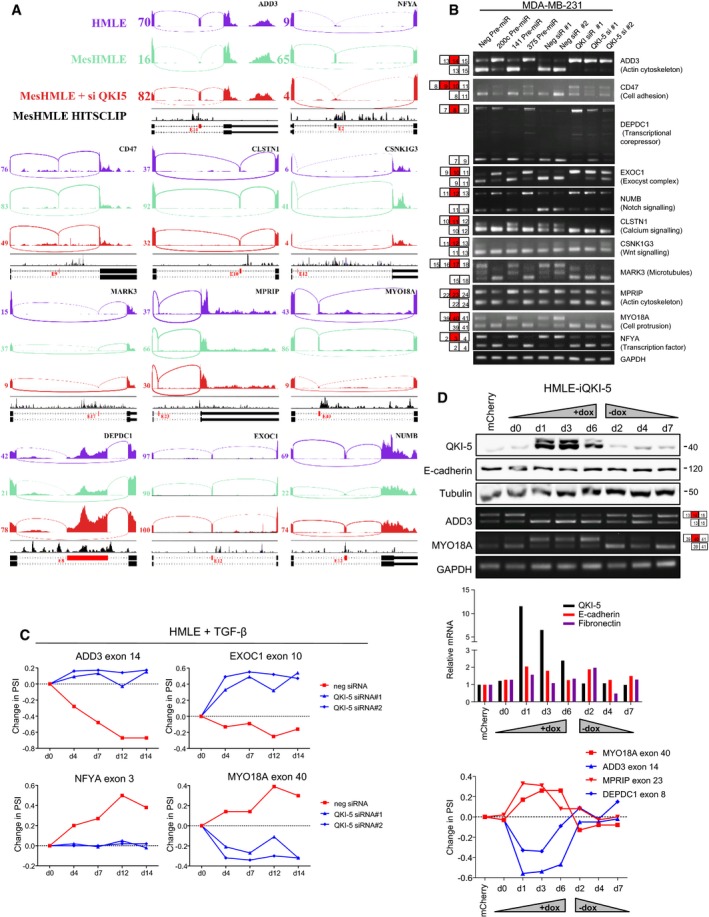
Major EMT alternative splicing events regulated by the miR‐200/375–QKI‐5 axis Sashimi plots showing percentage spliced in (PSI) of alternatively spliced events regulated by QKI‐5 in HMLE cells (purple), mesHMLE cells (green) and mesHMLE cells with QKI‐5 knocked down (red). Below in black are the coverage tracks of QKI‐5 binding from the mesHMLE QKI‐5 HITS‐CLIP analysis, with the alternative exon shown in red.PCR of skipped exon events from (A) following transfection of MDA‐MB‐231 cells with miRNAs or QKI‐5 siRNAs.Change in PSI as measured by qPCR is shown for representative splice events following TGF‐β induction of EMT in HMLE cells transfected with control or QKI‐5 siRNAs.Western blot of EMT markers and PCR of QKI‐regulated alternative splicing events are shown following doxycycline induction of QKI‐5 and subsequent withdrawal in HMLE‐iQKI‐5 cells. mCherry‐expressing cell lines shown as an additional control. In the middle panel, quantitation of mRNAs by qPCR in this timecourse is shown. In the lower panel, change in PSI as measured by qPCR is shown for representative splice events in this timecourse. Source data are available online for this figure.

To assess the extent to which QKI is necessary or sufficient to regulate these splicing events, we treated HMLE cells with TGF‐β while simultaneously knocking down QKI‐5 levels and examined specific EMT‐associated splicing events by PCR. Knockdown of QKI robustly blocked the dynamic splicing changes that occured during EMT, but did not alter changes in the EMT marker genes E‐cadherin and fibronectin, demonstrating that its upregulation was specifically required for EMT‐induced alternative splicing (Figs 6A and EV5C). To determine whether miR‐200c and miR‐375 could induce splicing alterations in the absence of an ability to target QKI‐5, we overexpressed a non‐targetable form of QKI‐5 (i.e. lacking its 3′UTR) in mesHMLE cells and in the presence or absence of ectopic delivery of these miRNAs. QKI‐5 overexpression augmented the degree of mesenchymal splicing and completely abrogated the ability of miR‐200c and miR‐375 to induce epithelial splicing patterns (Fig 6B). As a further control, we showed that the QKI coding region siRNA, but not the QKI‐5 3′UTR siRNA, repressed exogenous QKI‐5 and reversed these splicing changes (Fig 5B). Together, these data demonstrate that QKI‐5 is the primary target by which these miRNAs regulate EMT‐associated alternative splicing events.

**Figure 6:**
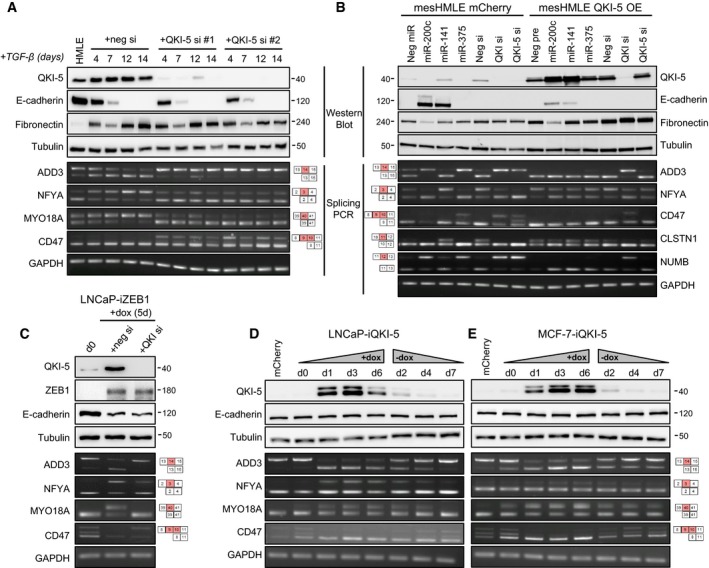
QKI is sufficient and necessary for EMT‐associated splicing A–EWestern blot of EMT markers and PCR of QKI‐regulated alternative splicing events are shown following (A) TGF‐β induction of EMT in HMLE cells transfected with control or QKI‐5 siRNAs, (B) transfection of mCherry‐ or QKI‐5‐overexpressing (OE) mesHMLE cells with miRNA or QKI siRNAs for 3 days, (C) doxycycline induction of ZEB1 in LNCaP‐iZEB1 cells transfected with control or QKI siRNA for 5 days, and (D, E) doxycycline induction of QKI‐5 and subsequent withdrawal in LNCaP‐ and MCF‐7‐iQKI‐5 cells, with mCherry‐expressing cell lines shown as an additional control. Source data are available online for this figure.

We next assessed the generalisability of these findings in other EMT contexts. Firstly, we knocked down QKI in the LNCaP‐iZEB1 model and found it was similarly essential for EMT‐induced splicing events but did not influence the level of archetypal EMT markers (Fig 6C). To test whether QKI‐5 induction is sufficient by itself to drive EMT‐associated splicing changes, we generated doxycycline‐inducible QKI‐5‐expressing prostate (LNCaP) and breast (MCF‐7 and HMLE) cell lines. In all cases, QKI‐5 induction was associated with dynamic changes in splicing of QKI‐5 target genes, which were lost upon withdrawal of doxycycline, and these changes occurred in the absence of notable effects on cell morphology and EMT marker expression (Figs 6D and E, and EV5D). Remarkably, QKI‐5‐regulated splicing occurred without EMT inducers or the accompaniment of other EMT effectors, indicating that QKI‐5 levels alone are a major determinant of splicing outcomes. Collectively, these data demonstrate that miR‐200c and miR‐375 limit mesenchymal splicing by repressing a single target, QKI‐5, which is sufficient to direct an EMT‐associated alternative splicing programme.

### *De novo* identification of QKI‐regulated alternative splicing reveals its widespread activity in cancers

To assess the relevance of QKI‐mediated alternative splicing during EMT to human cancers, we initially evaluated the relationship between *QKI* expression and specific splicing events in TCGA breast cancer RNA‐seq data. Supporting our *in vitro* findings, the splicing of all genes verified to be directly regulated by QKI was highly correlated with QKI levels (Fig 7A). We then constructed a metric to quantify the global influence of QKI on alternative splicing in breast cancer: More specifically, the PSI for every splice event in the transcriptome was calculated for the 10% of samples with the highest and lowest level of QKI. Plotting the difference in PSI (ΔPSI) versus the statistical significance of the difference revealed several hundred splice events that were highly dependent on the QKI level, including all 20 of the genes that we had identified as the 20 most regulated by QKI during EMT *in vitro* (Fig 7B and Table EV6). This demonstrates that the alternative splice events most strongly associated with QKI expression in breast cancers align closely with the QKI‐regulated events we had identified during EMT of cell lines, and more broadly provides strong evidence that QKI is a prominent driver of splicing changes in breast cancer.

**Figure 7:**
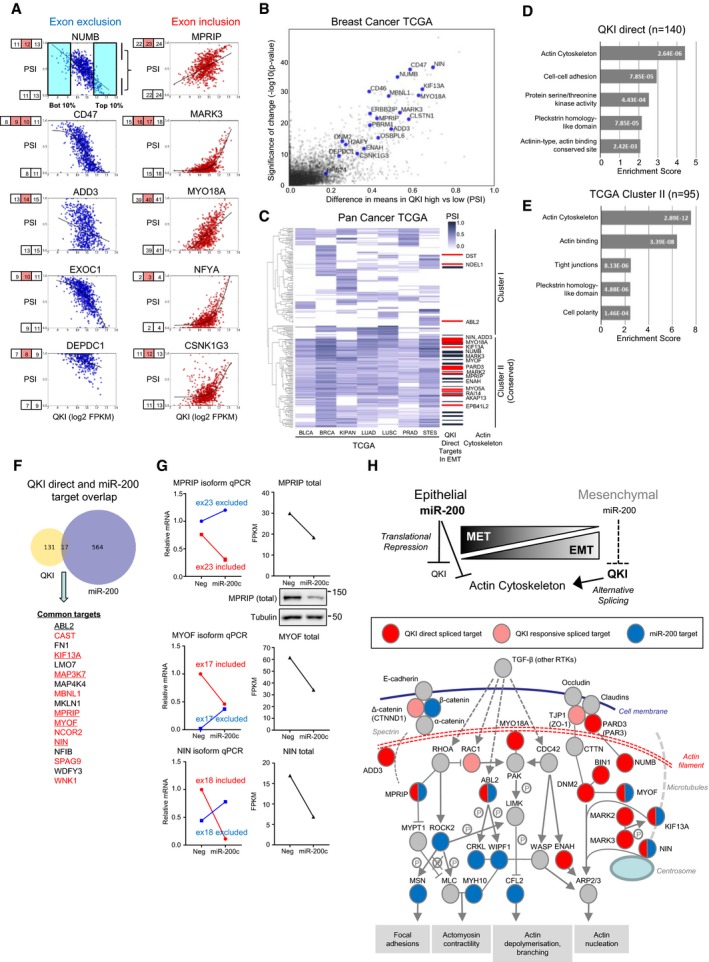
miR‐200–QKI coordinates splicing and expression changes in the actin cytoskeletal network in cancer Representative graphs of splice events identified as QKI‐responsive in breast TCGA data. The top left graph illustrates the methodology used for *de novo* identification of QKI‐regulated events where mean PSI differences between the samples with the highest and lowest deciles of QKI expression were calculated.Plot of strength of QKI‐mediated splicing changes from TCGA breast cancer data versus statistical significance of the change. The most significant alternative splicing event for each gene is plotted. The top 20 genes identified as having splicing regulated by binding of QKI during EMT (as in Fig 5B) are labelled.Heat map showing clustering of QKI‐responsive alternatively spliced events across epithelial TCGA cancers. Genes identified as having splicing regulated by binding of QKI during EMT (as in Fig 5B) are marked with black bars or, where such genes have functions related to actin cytoskeleton dynamics, are marked with red bars and are named.Gene ontology analysis of genes identified as having splicing regulated by binding of QKI during EMT.Gene ontology analysis on genes exhibiting QKI‐responsive alternative splicing changes in multiple cancers (cluster II in Fig 7C).Venn diagram of overlap between genes that exhibit QKI‐directed splicing changes during EMT and are directly bound by miR‐200a/141 or miR‐200b/200c (as identified by miR‐200 Argonaute HITS‐CLIP (Bracken *et al*, 2014)). The genes in the intersection set are named, with those having a function related to actin cytoskeleton dynamics underlined and those whose splicing is broadly conserved in carcinomas shown in red.Quantitation of alterative splicing changes (qPCR) and total transcript levels (from RNA‐seq, FPKM) following miR‐200c transfection of mesHMLE cells for 3 days. Western blot of total MPRIP levels in these samples is also shown.Actin cytoskeletal pathway adapted from Bracken *et al* (2014) with miR‐200 direct targets highlighted in blue, QKI direct targets in red and QKI‐responsive targets in pink. Major outputs on actin dynamics are indicated. Source data are available online for this figure.

To assess whether the influence of QKI on splicing in cancer extends to carcinomas more generally, we repeated the analysis on seven epithelial cancers for which there are at least 450 samples present in the TCGA. To visualise the results, we performed unsupervised clustering of the ΔPSI values (Fig 7C), which revealed a cluster of QKI‐responsive alternative splicing events that are common across all cancer types, and a cluster of other QKI‐responsive events that are cancer‐type‐specific. The genes for which we identified QKI binding sites proximal to the splice sites by QKI‐HITS‐CLIP were predominantly in the conserved cluster (Fig 7C), reinforcing the conclusion that QKI influences alternative splicing in all of these cancers.

### miR‐200c coordinately regulates gene expression and alternative splicing of actin cytoskeleton‐associated targets

The studies described above demonstrated that QKI affects the alternative splicing of numerous genes during EMT, for some genes causing a relatively small change in the balance of splice isoforms, but for some genes causing a more drastic change. We also found that QKI strongly affects the morphology of cells as well as their capacity to migrate and invade, which suggests that genes involved in these processes may be alternatively spliced in response to QKI. To assess this possibility, we performed gene ontology (GO) analysis on the set of genes whose change in splicing during EMT was reversed by knockdown of QKI (Appendix Fig S1). The most enriched functional group was genes involved in cell–cell adhesion followed by genes involved in serine/threonine kinase activity, both of which are consistent with changes that can affect cell motility. 

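Of the 356 EMT events altered by QKI‐5 knockdown, 321 changed in the opposite direction to EMT. In mesHMLE cells a HITS‐CLIP peak lay in the exon or in an adjacent intron at 109 of these 321 events (34.0%, interval 29.0 to 39.3%). Over all 356 events the count was 124 (34.8%), against 157 of the 765 background events (20.5%), an odds ratio of 2.07 (p = 4.4e-07, Fisher's exact test, two‐sided). The smallest odds ratio among the alternatives was 1.82, with 1 event per gene. The 35 events that were not reversed had a peak at 15 (42.9%), and the difference from the reversed events was within counting error (odds ratio 0.682, p = 0.35, Fisher's exact test). With a change in PSI over 20% this odds ratio was 1.38 (p = 0.58, exact test).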

To apply a more stringent criterion to the gene list, we restricted it to only include genes that were confirmed to be direct QKI targets in the QKI‐5 HITS‐CLIP analysis. This filtered gene list retained cell–cell adhesion and serine/threonine kinase activity as highly enriched functional groups, but the most significantly enriched group was genes involved in regulation of the actin cytoskeleton (Fig 7D). We also performed GO analysis on the set of genes whose alternative splicing was consistently affected by QKI in different carcinomas (Fig 7C), which confirmed that regulation of the actin cytoskeleton was the function most affected by QKI (Fig 7E).

Previous work from our laboratory has demonstrated that miR‐200 directly targets multiple genes involved in the actin cytoskeleton regulatory network (Bracken *et al*, 2014). The observation that genes alternatively spliced by QKI during EMT and in cancer are also frequently members of the actin cytoskeleton network identifies a novel convergence of miR‐200 function, whereby it controls both alternative splicing of this network (indirectly, via QKI) and gene expression (directly, via 3′UTR targeting). 

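Peaks on the gene's own strand were counted for 16 genes of Fig 7F, among them MPRIP, NIN and MYOF. All 16 had peaks in the mesHMLE list, 291 in total, from 3 in MKLN1 to 51 in MPRIP. Introns held 210 of them and 3′UTRs held 6. In 12 of the genes at least 1 peak contained ACTAAC. Each of the 16 genes also had at least 1 of its peaks in Table EV7, at most 2 per gene. The paper chose the genes of Fig 7F in part as targets in its HITS‐CLIP data, the source of this list. That all 16 had a peak therefore follows from the selection and is not a test of binding. Table EV7 draws on the same peaks, so its rows for these genes are no separate evidence.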

To identify genes regulated by both mechanisms, we merged Ago‐miR‐200 HITS‐CLIP targets (Bracken *et al*, 2014) with QKI‐5 HITS‐CLIP targets, identifying 17 genes subject to both direct miR‐200 and direct QKI‐5 regulation (Fig 7F). Remarkably, 10 of these genes exhibit highly conserved QKI‐responsive splicing changes across all cancer types (Fig 7F, shown in red). 

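For MPRIP, NIN and MYOF, Table EV7 names 1 peak each, all downstream of an exon whose inclusion QKI‐5 promotes (hg19). The MPRIP peak (chromosome 17, 17084542 to 17084600, height 37) has the sequence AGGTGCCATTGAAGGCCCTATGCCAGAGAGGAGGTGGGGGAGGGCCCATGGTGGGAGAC, without ACTAAC. In NIN, the peak (chromosome 14, 51222959 to 51223053, height 63) lies 156 nt downstream of an exon that runs from 51223210 to 51225348 on the minus strand, and it also lacks ACTAAC. The MYOF peak (chromosome 10, 95149001 to 95149080, height 18) lies 3593 nt downstream of its exon, which runs from 95152674 to 95152712 on the minus strand. Its sequence, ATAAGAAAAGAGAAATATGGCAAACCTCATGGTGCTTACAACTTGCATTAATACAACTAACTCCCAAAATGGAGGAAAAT, contains 1 ACTAAC.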

We tested three actin‐associated genes (MPRIP, NIN and MYOF) from this list and found that miR‐200c caused a dramatic switch in their isoforms while simultaneously reducing their overall expression (Fig 7G). These genes form parts of actin‐associated sub‐networks (Bracken *et al*, 2014), with many being direct miR‐200 targets, QKI‐5 targets or targets of both factors (Fig 7H). Collectively, these data demonstrate the existence of a miR‐200–QKI‐5 regulatory pathway that coordinates widespread changes in gene expression and alternative splicing of actin‐associated gene networks in cancer.

## Discussion

It is well recognised that the miR‐200 family are primary enforcers of the epithelial phenotype through restraining expression of the ZEB1/2 transcription factors (Burk *et al*, 2008; Gregory *et al*, 2008; Korpal *et al*, 2008; Park *et al*, 2008). ZEB1 in particular invokes transcriptional reprogramming that drives EMT, and associated influences on tumour cell invasion, stemness and metastatic potential (Wellner *et al*, 2009; Chaffer *et al*, 2013; Lehmann *et al*, 2016; Krebs *et al*, 2017). Despite the potency of this double‐negative feedback loop leading to mutually exclusive expression of miR‐200 and ZEB1 (Gregory *et al*, 2008; Brabletz & Brabletz, 2010), miR‐200 targets many other transcripts with potential relevance to cancer progression (Bracken *et al*, 2014, 2016; Perdigao‐Henriques *et al*, 2016). Here, we demonstrate that miR‐200 constrains widespread EMT‐associated alternative splicing changes through translational repression of a single RNA‐binding protein QKI‐5. QKI‐5 is sufficient to mediate plasticity between epithelial and mesenchymal states by directing mesenchymal splicing alterations, especially within actin cytoskeleton‐associated genes, in the absence of major changes to total mRNA levels. Thus, by targeting ZEB1 and QKI‐5, miR‐200 maintains epithelial cell identity by coordinately limiting transcriptional and alternative splicing programmes that would otherwise promote epithelial–mesenchymal plasticity.

We found QKI‐5 is also suppressed by a second miRNA, miR‐375, which is known to be enriched in certain epithelial cells and can maintain epithelial features (Ward *et al*, 2013; Selth *et al*, 2017), but also plays prominent roles in regulating pancreatic cell function and endocrine signalling (Poy *et al*, 2004, 2009). Interestingly, miR‐375 is also subject to transcriptional repression by ZEB1 (Selth *et al*, 2017). This suggests that ZEB1 acts within a feedback loop to increase QKI‐5 levels and enhance mesenchymal splicing by coordinately limiting both miR‐375 and miR‐200 expression. As both miR‐200c and miR‐375 act both on the mRNA level and on translation of QKI‐5, this ZEB1/miR‐200/miR‐375/QKI‐5 regulatory loop is particularly strong, producing the strongly mesenchymal expression pattern of QKI we observed in the panel of breast cancer cell lines that we examined, paralleling the mutually exclusive expression of miR‐200c and ZEB1 (Gregory *et al*, 2008). Since QKI has notable functions outside of EMT, including regulating neuronal (Larocque *et al*, 2005; Zhao *et al*, 2006; Hayakawa‐Yano *et al*, 2017), smooth muscle and vascular (Noveroske *et al*, 2002; Li *et al*, 2003; van der Veer *et al*, 2013; Cochrane *et al*, 2017) cell function, and alternative splicing programmes during muscle cell (Hall *et al*, 2013) and monocyte (de Bruin *et al*, 2016a) differentiation, we propose that the ZEB1/miR‐200c/miR‐375/QKI‐5 pathway may influence splicing outcomes that impact a broad range of cell differentiation contexts.

Although several studies have indicated QKI is involved in cancer‐associated splicing, its action to date has largely been inferred from motif analysis or from effects on single target genes, with the exception of a global analysis in lung cancer cells (Novikov *et al*, 2011; Zong *et al*, 2014; Danan‐Gotthold *et al*, 2015; de Miguel *et al*, 2016; Yang *et al*, 2016). By combining global QKI‐5 CLIP‐seq with RNA‐seq analysis in an EMT system, we identified 242 skipped exon events (in 140 genes) directly regulated by QKI‐5 (Table EV7), with direct and indirect alternative splicing targets constituting approximately one‐third of EMT alternative splicing events (Fig EV4D). 

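All 242 rows of Table EV7 were found in the peak list with the same start, end, height and summit. Each row pairs 1 event with 1 peak. The rows name 181 distinct events, 109 of included and 72 of skipped exons, on 174 distinct exons in 148 genes, and 207 distinct peaks with a median height of 25. The paper instead gives 242 events, which equals the number of rows, and 140 genes. By row, 87 pair an included exon with a peak in the downstream intron and 55 with a peak in the upstream intron, while 61 pair a skipped exon with a peak in the upstream intron and 39 with a peak in the downstream intron. The centre of the peak lay inside the named intron in 217 rows, and in the rest the peak reached into it from outside. Of the 174 exons, 63 are also in Table EV5.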

Importantly, QKI‐5 was both sufficient and necessary to drive EMT‐associated alternative splicing, even in the absence of EMT inducers. 

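The peaks that overlapped the 250 nt upstream of skipped exons with a change in PSI over 20% made 23 pairs of event and peak, at 14 events. This set leaves out peaks wholly inside the exon, although 17 of 47 skipped exons had a peak overlapping the exon. Its split by position therefore does not show where most binding at skipped exons lay. The summit lay inside the exon in 7 pairs, for example at NUMB and PBRM1, within 100 nt upstream of the 3′ splice site in 5 pairs and further upstream in 10 pairs. In 1 pair, at the exon of DNM2 from 10919245 to 10919256 of chromosome 19, it lay past the exon, in the downstream intron. The nearest summit upstream of a splice site was at RAI14, 18 nt from the exon at 34813679 to 34813765 of chromosome 5 (hg19). PBRM1, RAI14 and DNM2 were chosen as examples after their values were seen.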

The observation that where QKI promotes exon skipping, it is via binding at or near the skipped 3′ splice site is consistent with a model in which QKI competes with U2 snRNA for the branch point, since they have the same sequence determinants for binding.

Together, our data demonstrate that dynamic changes in QKI‐5 expression that occur during EMT and MET are a major determinant of mesenchymal splicing programmes. In contrast to QKI‐5, ESRP1 and ESRP2 are strongly downregulated during EMT and drive epithelial splicing programmes when re‐introduced into mesenchymal cells (Warzecha *et al*, 2009; Brown *et al*, 2011; Shapiro *et al*, 2011). A recent study indicated ESRP1/2 and QKI could co‐regulate and induce opposing alternative splicing in at least twelve splice events, including CLSTN1, MPRIP, EXOC1 and DEPDC1 which we describe here to be QKI‐regulated (Yang *et al*, 2016). Furthermore, ESRP1 and QKI‐5 were respectively the most up‐ and downregulated splicing factors in response to miR‐200c expression in mesenchymal cells (Appendix Fig S2), likely owing to loss of ZEB1‐mediated transcriptional repression of ESRP1/2 (Horiguchi *et al*, 2012; Preca *et al*, 2015) and direct targeting of QKI‐5. Collectively, our observations indicate that the miR‐200‐ZEB loop coordinates an opposing balance of QKI‐5 and ESRP1 expression to orchestrate widespread EMT‐associated alternative splicing programmes. However, it is likely that other splicing factors also implicated in EMT, such as RBFOX2, MBNL1/2 and RBM47, work cooperatively with QKI‐5 and ESRP1 to fine‐tune alternative splicing patterns (Shapiro *et al*, 2011; Venables *et al*, 2013a,b; Braeutigam *et al*, 2014; Yang *et al*, 2016; Neumann *et al*, 2018).

By comparing exon usage and QKI expression in tumours, we found that the QKI alternative splicing signature is conserved across a range of epithelial‐derived tumours, indicative of their direct contributions to cancer progression. QKI‐regulated alternative splicing events are enriched with functions involving control of actin cytoskeletal dynamics, with the splicing of ENAH (MENA) and NUMB directly linked to several EMT‐associated properties (Di Modugno *et al*, 2012; Lu *et al*, 2015). Other genes such as CD44 and EXOC7 exhibit profound changes in splicing that are required for actin dynamics and/or EMT, but are regulated by ESRP1 rather than QKI‐5 (Brown *et al*, 2011; Lu *et al*, 2013). Here, we show that modulation of QKI‐5 levels exerts pleiotropic effects on mesenchymal cells including changes to cell morphology, migration, invasion, focal adhesions and tumour growth. Collectively, these QKI‐5‐regulated phenotypes are consistent with clinical data where QKI‐5 is enriched in breast and prostate cancers with increased invasive and metastatic potential. Interestingly, several other studies have indicated that QKI can also play tumour suppressive roles (Chen *et al*, 2012; Zong *et al*, 2014; Bandopadhayay *et al*, 2016), and in one case, QKI‐directed alternative splicing of NUMB has been shown to reduce growth of lung cancer cells *in vivo* (Zong *et al*, 2014). Thus, QKI may play a dual role in cancer progression, limiting the initial formation of tumours but increasing their subsequent invasiveness through regulating the splicing of different target genes, such as through promotion of mesenchymal ENAH splicing. It is also important to note that although QKI‐5 knockdown produced modest and inconsistent effects on gene expression (Fig EV4), we cannot rule out that QKI‐5 may also directly or indirectly influence specific mRNA or miRNAs to regulate different aspects of cancer progression, as has been reported in other contexts (Chen *et al*, 2012; Lu *et al*, 2014; Yu *et al*, 2014; Shingu *et al*, 2017; Zhou *et al*, 2017). Similarly, QKI‐5 also regulates circRNA formation during HMLE cell EMT (Conn *et al*, 2015), and although the functions of these molecules remain poorly understood, they could contribute to epithelial–mesenchymal plasticity.

In addition to modulating alternative splicing through QKI‐5, miR‐200 directly represses expression of many genes involved in regulating actin cytoskeletal dynamics (Bracken *et al*, 2014). By intersection of direct miR‐200 and QKI bound transcripts, we provide evidence that a subset of these genes are co‐regulated by both miR‐200c and QKI‐5. This finding represents a novel mechanism of coordinate control of both the abundance and alternative splicing of specific factors, which to our knowledge has not been reported previously. Of the three genes we assessed, MPRIP and MYOF have been previously verified as miR‐200 targets and directly influence cell migration and invasion (Li *et al*, 2012; Bracken *et al*, 2014; Volakis *et al*, 2014), but the expression and function of splice variants of these proteins have not been assessed. More broadly, miR‐200 and QKI‐5 regulate the expression and/or alternative splicing of a number of genes which directly interact with each other and integrate into signalling networks that drive cytoskeletal changes influencing cell morphology, migration and invasion (Fig 7H). Several of these alternatively spliced products including ENAH (MENA), PARD3 and NIN display altered phosphorylation, protein–protein interactions and cell localisation, respectively (Gao *et al*, 2002; Balsamo *et al*, 2016; Zhang *et al*, 2016). A future challenge will be assessment of the functions of these isoforms and their impact on epithelial plasticity.

## Materials and Methods

### Cell culture, transfection and production of stable cell lines

Human breast cancer cell lines were cultured as described previously (Gregory *et al*, 2008). HMLE cells (Mani *et al*, 2008) were cultured in HuMEC Ready Media (ThermoFisher) and induced to undergo EMT by transferring to DMEM:F12 media (1:1) supplemented with 10 μg/ml insulin, 20 ng/ml EGF, 0.5 μg/ml hydrocortisone and 5% foetal calf serum (FCS) and treating with 2.5 ng/ml of TGF‐β1 (R&D) for at least 14 days. MesHMLE cells, which are derived from HMLE from prolonged treatment with TGF‐β1 (Mani *et al*, 2008), were maintained in EMT‐inducing media without additional TGF‐β1. MCF‐10A cells were cultured in DMEM:F12 media (1:1) supplemented with 10 μg/ml insulin, 20 ng/ml EGF, 0.5 μg/ml hydrocortisone, 100 ng/ml cholera toxin and 5% horse serum and induced to undergo EMT by adding 1.0 ng/ml of TGF‐β1 for 14 days. MDCK cells were cultured in DMEM + 10% FCS and induced to undergo EMT by addition of 1.0 ng/ml of TGF‐β1 for 12 days. SH‐EP cells were maintained in DMEM + 10% FCS. LNCaP cells and derivative inducible ZEB1 (provided by Brett Hollier) and QKI‐5 cells were maintained in RPMI + 10% FCS. For doxycycline induction experiments, 1 μg/ml was added to the media for 6 days followed by its removal for up to 10 days.

For transfection experiments, cells were transfected with 20 nM miRNA precursors (mirVana miRNA mimics; Ambion), 20 nM siRNA (ON‐TARGETplus siRNA**;** Dharmacon) or 20–100 nM anti‐miRNA (miRCURY LNA Power microRNA inhibitor; Exiqon) using Lipofectamine RNAiMAX (ThermoFisher) for 72 h unless otherwise specified prior to downstream functional assays. Details of miRNA precursors, anti‐miRs and siRNA are provided in Table EV8. For the HMLE EMT timecourse, siRNAs were re‐transfected upon passaging at each indicated time point.

Cell lines with stable overexpression or knockdown of QKI‐5 were generated using vectors and methodology as previously described (Conn *et al*, 2015) and are listed in Table EV8. To generate cell lines with inducible QKI‐5 expression, pENTR2B‐QKI‐5 were recombined with pInducer20 (Meerbrey *et al*, 2011) using LR Clonase to produce pInducer20‐QKI‐5. Lentivirus was produced from pInducer20‐ZEB1 and pInducer20‐QKI‐5 following Lipofectamine 2000 (ThermoFisher)‐mediated co‐transfection of HEK293T cells with each vector along with pCMV‐VSVG and pCMV‐dR8.2. A 1:4 dilution of viral supernatant was used to transduce LNCaP and MCF‐7 cell lines, after which pools of cells were selected for using 1.0 mg/ml of G418, respectively.

### RNA extraction and PCR

RNA was extracted using TRIzol (ThermoFisher) as per the manufacturer's instructions. For mRNA PCR, reverse transcription was carried out using random hexamers on 1.0 μg of total RNA using the QuantiTect RT kit (Qiagen) which was diluted 1:10 or 1:20 prior to quantitative PCR (qPCR) or semi‐quantitative PCR (sqPCR). qPCR was performed in triplicate using the QuantiTect SYBR Green PCR kit (Qiagen) on a Rotor‐Gene 6000 series PCR machine (Qiagen). Analysis was performed using comparative quantitation feature of the Rotor‐Gene software with data normalised to GAPDH expression. sqPCR for alternative splicing analysis was performed using Standard Taq polymerase (NEB) or Phusion DNA Polymerase (ThermoFisher). MicroRNA qPCR was performed using 5.0 ng of RNA using TaqMan microRNA assay kits (Applied Biosystems) according to the manufacturer's instructions, with data normalised to U6 small nuclear RNA. For mapping of the QKI 3′UTRs, cDNA was synthesised using the specific reverse transcription primers (locations in Fig EV2) and sqPCR performed using Standard Taq polymerase (NEB) with QKI isoform‐specific primer sets. All primer sequences are shown in Table EV8.

### Immunoblotting and quantitation

Protein extracts were prepared from transfected cells with Triton X‐100 lysis buffer (50 mM HEPES, pH 7.5, 150 mM sodium chloride, 10 mM sodium pyrophosphate, 5 mM EDTA, 50 mM sodium fluoride, 1% Triton X‐100 and protease inhibitor cocktail) and 20 μg fractionated on a SDS polyacrylamide gel. After transfer onto a nitrocellulose membrane and blocking in 5% skim milk for 1 h at room temperature, probing was carried in 5% skim milk overnight at 4°C using antibodies and dilutions as described in Table EV8. Membranes were exposed using the ECL method on a ChemiDoc imaging system (Bio‐Rad). Quantitation relative to an α‐tubulin loading control was carried out using FIJI software (Schindelin *et al*, 2012).

### Immunofluorescence and quantitation

Cells were transfected with microRNA precursors or siRNAs as described above, plated onto fibronectin‐coated chamber slides (Nunc) and immunostained after 72 h. Cells were fixed in 4% paraformaldehyde, permeabilised in 0.1% Triton X‐100 and probed with a 1:200 dilution of anti‐E‐cadherin, paxillin or β‐catenin antibodies for 1 h at room temperature. Primary antibodies were detected with a 1:200 dilution of Alexa 488‐ and Alexa 594‐conjugated secondary antibodies for 1 h at room temperature. For F‐actin staining, fixed and permeabilised cells were incubated with 1:200 dilution of rhodamine phalloidin (Molecular Probes) for 30 min at room temperature. Sections were mounted in ProLong Gold Antifade Reagent containing DAPI (Molecular Probes). Confocal images were acquired under a confocal microscope (LSM 700; Zeiss). Antibodies are detailed in Table EV8.

For analysis of cell shape (length:width ratio) or cell area of F‐actin‐stained cells, measurements were made using the line tool on FIJI software (Schindelin *et al*, 2012). Cell length was defined by the longest distance between any two points of the cell, and cell width was measured as the longest line perpendicular to the cell‐length line. Cell area was measured as the area encompassed following demarcation of the cell circumference. Measurements were conducted in a minimum of sixty F‐actin‐stained cells per treatment. For analysis of focal adhesion number and length, focal adhesions were identified in whole paxillin‐stained cells and measured with the arbitrary line tool on the AnalySIS LS software (Olympus). A minimum of 500 focal adhesions were counted on at least 20 cells per treatment.

### Luciferase reporter assays

An ~2.3‐kb segment of the QKI‐5 3′UTR was amplified from MDA‐MB‐231 gDNA and cloned into XhoI and NotI sites of psiCheck2 (Promega). Proximal (853 bp) and distal (443 bp) regions of the QKI‐5 3′UTR containing miR‐375 and miR‐200c sites were amplified from psiCheck2‐QKI‐5 3′UTR and re‐cloned into psiCheck2. Mutations in the miR‐375 and miR‐200c sites were generated by cloning in equivalent synthesised GeneArt gene fragments (ThermoFisher) to the proximal and distal regions. Transfections were carried out by co‐transfecting 5 nM miRNA (mirVana miRNA mimics; Ambion) with psiCheck reporters in MDA‐MB‐231 cells in triplicate for 48 h. Reporter assays were performed three times using the Dual Luciferase reporter assay system (Promega) with one representative experiment shown. Primer sequences for cloning are shown in Table EV8.

### Migration and invasion assays

Migration or invasion assays were performed by plating cells in Transwells (Corning, 6.5 mm, 8.0 mm pore size) or BioCoat Matrigel chambers (BD Biosciences, 6.5 mm, 8.0 mm pore size), respectively, in serum‐free medium with 0.01% bovine serum albumin. Chemotactic migration/invasion was induced be adding 10% FCS to the lower chamber. For MDA‐MB‐231 and mesHMLE cells, 2 × 10^5^ or 8 × 10^4^ cells were utilised in 4‐h migration or 24‐h invasion assays, respectively. For SH‐EP cells, 8 × 10^4^ cells were utilised in 24‐h invasion experiments. Following experimental endpoint, membranes were fixed with 10% buffered formalin and cells stained with DAPI. Six fields of view for each membrane were counted using FIJI software (Schindelin *et al*, 2012). All experiments included at least 3–4 replicates and were performed multiple times with data pooled and shown as mean ± SEM.

For non‐directional cell migration, transfected cells were plated at low density and images were collected on the IncuCyte Zoom (Essen Bioscience) every hour for 24 h. Cell tracking was performed manually with 25 cells per group using the manual tracking and chemotaxis tools on FIJI software (Schindelin *et al*, 2012).

### Colony formation assays

Soft agar colony formation assays were set up in 6‐well plates using a base layer of 1.5 ml of 0.5% low‐melting‐point agarose (Sigma A9045) in normal growth media, with a top layer of 2.0 ml of 0.33% low‐melting‐point agarose/growth media incorporating 2 × 10^4^ mesHMLE cells. Colonies were allowed to form for 14 days and were visualised by phase imaging. Colonies were enumerated using the particle counting module on FIJI software (Schindelin *et al*, 2012).

### Mice and tumour growth assays

NOD/SCID mice were housed in the SA Pathology Animal Care Facility, and experiments were conducted under the institutional animal ethics guidelines. Mice were anaesthetised before injections of 1 × 10^6^ MDA‐MB‐231 LM2 cells (Minn *et al*, 2005) in 50 ml of 50% Matrigel (BD Biosciences) into the fourth mammary gland. Ten mice per group were used for each cell line. Tumour volume was measured using electronic callipers every 3–5 days over a 33‐day period.

### Clinical public data sets and merging with experimental data sets

To assess correlations between miR‐200c or miR‐375 and gene expression in clinical data sets, we performed linear regression analysis using R, generating Pearson correlation coefficients and *q*‐values for all annotated genes. Clinical data sets used were Enerly breast cancer (GSE19783, *n* = 101) (Enerly *et al*, 2011), Taylor prostate cancer (GSE21032, *n* = 111) (Taylor *et al*, 2010), The Cancer Genome Atlas (TCGA) breast and prostate cancer (*n* = 834 and 466, respectively) and the NCI‐60 cancer cell line panel (Liu *et al*, 2010). Experimental data sets were merged with clinical data to generate a ranked list of most consistent miR‐200c targets including: microarray data of untreated or MDCK cells treated with TGF‐β for 12 days (MDCK EMT, GeneChip Canine 2.0 arrays (Affymetrix), this study), microarray data of untreated or HMLE cells treated with TGF‐β for 15 days (HMLE EMT, GeneChip Human Gene 1.0 ST Array (Affymetrix), this study), microarray data of MDA‐MB‐231 transfected with negative control or miR‐200b for 3 days (MB‐231 + miR‐200, GeneChip Human Gene 1.0 ST Array (Affymetrix), this study), and miR‐200b targets identified by Ago‐HITS‐CLIP of miR‐200b in MDA‐MB‐231 cells (miR‐200 HITS‐CLIP (Bracken *et al*, 2014)). Differential expression in microarray data sets was assessed using the Robust Multichip Average method in the Partek Genomics Suite (v6.5). Genes upregulated by more than 1.5‐fold (MDCK EMT, *n* = 1,467) and 1.3‐fold (HMLE EMT, *n* = 2,690) and downregulated by 1.5‐fold (MB‐231 + miR‐200b, *n* = 1,064) which possessed conserved putative miR‐200c target sites (TargetScan 6.2 (Garcia *et al*, 2011), *n* = 1,057) were included in the miR‐200c target identification pipeline. Pearson correlations between miR‐375 and QKI in the above clinical data sets, and relative expression of QKI in tumour subsets and significance calculations were assessed using GraphPad Prism software. The relative expression of QKI in prostate primary versus metastasis samples was assessed in the Oncomine platform (ThermoFisher). The relative expression of QKI in tumour versus normal samples in the panTCGA cancer panel was obtained from Firebrowse Gene Expression Viewer (http://firebrowse.org). Association recurrence of miR‐200c with the 20 highest ranking miR‐200c targets in the panTCGA, as well as QKI with all miRNAs, was assessed using the CancerMiner database (Jacobsen *et al*, 2013). Gene expression profiling of MDA‐MB‐231 cells transfected with negative control or QKI‐5 siRNAs for 6 days was performed on GeneChip Human Gene 2.0 ST Array (Affymetrix). Microarray data for all data sets are provided in Table EV9.

### RNA‐seq library preparation, gene expression and alternative splicing analysis

Poly(A) RNA was isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module columns according to the manufacturer's instructions. The poly(A) fraction was size‐fractionated and concentrated using 3.53 AMPure RNAClean XP sample preparation (New England Biolabs) and eluted with water. Stranded RNA libraries were made using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs), and 100‐bp paired‐end sequencing was performed on multiplexed libraries (between 2 and 4 indexes) on an Illumina HiSeq 2500 at the ACRF Cancer Genomics Facility. Three biological replicates were prepared for HMLE or MesHMLE and two replicates for knockdown of QKI or ectopic expression of miR‐200c in MesHMLE cells. Details of read processing, mapping and statistics are provided in Table EV1 and described in detail in Appendix Supplementary Methods. Gene expression analysis was performed using the cuffdiff command from cufflinks v2.1.1 with genes having ≥ 2‐fold change in expression with a *q*‐value of ≤ 0.05 considered significant. For alternative splicing analysis, to ensure robust results we utilised three diverse algorithms: rMATS (Shen *et al*, 2014), DEXSeq (Anders *et al*, 2012) and cuffdiff. A ranking system based on the integration of results from the three programs was used to shortlist genes for validation and is described in details in Appendix Supplementary Methods and presented in Table EV6. Figures were prepared from rMATS results, with genes possessing a percentage spliced in (PSI) difference of ≥ 5% and a false discovery rate (FDR) of ≤ 0.05 considered significant unless otherwise specified. Summary outputs of gene expression and alternative splicing analysis are provided in Tables EV2 and EV4. Further details on analysis of RNA‐seq data are provided in Appendix Supplementary Methods.

### QKI‐5‐CLIP and sequencing

The QKI‐CLIP method was adapted from published methods (Jensen & Darnell, 2008), incorporating modifications from eCLIP (Van Nostrand *et al*, 2016) and iCLIP (Sutandy *et al*, 2016) (Appendix Supplementary Methods; Appendix Fig S1). A detailed protocol is included in Appendix Supplementary Methods. In short, mesHMLE cells were crosslinked and QKI‐5 bound RNA immunoprecipitated with a QKI‐5‐specific antibody (Bethyl, A300‐183A). Libraries were prepared including a size‐matched input control as per eCLIP (Van Nostrand *et al*, 2016). Peaks of reads signifying QKI‐5 binding were identified using MACS2 (Zhang *et al*, 2008), and comparison of QKI‐5 CLIP peaks and skipped exon events following QKI‐5 knockdown or during EMT was performed using rMAPS (Park *et al*, 2016). Further details of QKI‐CLIP analysis are provided in Appendix Supplementary Methods.

### Gene ontology analysis

Analysis of gene ontology was performed using the Functional Classification Tool of Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang da *et al*, 2009a,b). The most significant category from the top five most significant default annotation clusters is displayed for each analysis.

### TCGA splicing data analysis

To analyse the relationship between differential alternative splicing and QKI expression, The Cancer Genome Atlas (TCGA) gene expression and splice junction read count data were obtained from the Broad GDAC Firehose website (http://gdac.broadinstitute.org/). Full details of the methods used are provided in Appendix Supplementary Methods. Briefly, a metric similar to PSI was calculated for every represented junction (in both orientations). Mean PSIs were calculated and compared for the 10% of samples with the highest and lowest expression of QKI. This was performed for seven epithelial‐derived cancers (breast BRCA, prostate PRAD, bladder BLCA, pan‐kidney KIPAN, lung adenocarcinoma LUAD, lung squamous cell carcinoma LUSC, stomach and esophageal STES), each of which comprised a minimum of 450 samples. The consistency of QKI‐correlated changes in splicing was analysed by unsupervised clustering, where the genes represented were constitutively expressed in all cancers and possess large QKI‐correlated changes in splicing (a mean difference in PSI between QKI‐high and QKI‐low samples of at least 35% in at least one cancer). Further details are provided in Appendix Supplementary Methods.

### Statistics and reproducibility

Statistical analysis was carried out using GraphPad Prism software and data are represented as the mean ± SD unless otherwise indicated. For migration, invasion and cell tracking assays, results are shown as shown as mean ± SEM with significance measured by two‐tailed unpaired *t*‐tests. For measurement of cell shape, area and focal adhesion length, significance was measured by Mann–Whitney test. For comparison of cancer subtypes, significance was measured by two‐tailed unpaired *t*‐tests. Significance is expressed as *P < 0.05, **P < 0.01 and ***P < 0.001.

### Data availability

The RNA sequencing data from this publication have been deposited to the European Nucleotide Archive database (http://www.ebi.ac.uk/ena/data/view/PRJEB25042) with the study accession number PRJEB25042. The QKI‐5 HITS‐CLIP data from this publication have been deposited in NCBI's Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111188) and are accessible through GEO Series accession number GSE111188.

## Author contributions

PAG and GJG designed the study. KAP, JT, DML and LAS carried out bioinformatics analysis. AWS supervised bioinformatics analysis. PAG, CAP, SR, BKD, AGB, RL, DPN, XL, SJC and DL carried out experiments. CPB, BGH, NS, WDT, YK‐G and LAS provided reagents and intellectual input. PAG and GJG supervised the study and wrote the manuscript, with input from the other authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Table EV7 Click here for additional data file.

Table EV8 Click here for additional data file.

Table EV9 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016
**Supplement:** Supplementary file 1 — Appendix

## **Appendix table of contents**

Appendix Supplementary Methods

Appendix Supplementary Methods Figure S1 – QKI-5 HITS-CLIP

Appendix Figure S1. Gene ontology analysis of QKI-5 regulated spliced genes during EMT

Appendix Figure S2. Expression of splicing factors in response to miR-200c transfection

## **APPENDIX SUPPLEMENTARY METHODS**

### **QKI-5-CLIP and sequencing**

A summary of the methodology used is shown in Appendix Supplementary Methods Figure S1A

#### *UV crosslinking and preparation of lysates:*

MesHMLE cells were grown in 100mm plates to ~90% confluency, rinsed once with ice-cold PBS, and irradiated with 600 mJ/cm<sup>2</sup> in ice-cold PBS using a UV Stratalinker-1800 (Agilent). Cells were collected by scraping, washed in PBS, and stored at -80°C as one pellet per plate. Each pellet was resuspended using 200 µl of 1 X QLB (1 X PBS, 0.3% SDS, 0.5% deoxycholate, 0.5% Igepal, EDTA-free Complete protease inhibitor cocktail (PIC; Roche, 11873580001) for 15 min on ice to liberate QKI from high molecular weight complexes, followed by addition of 400 µl of 1 X QDB (1 X PBS, 0.5% deoxycholate, 0.5% Igepal, PIC) and trituration by passing through a 21G needle and syringe 5 times. DNA was digested with 20 µl RQ1 DNase (Promega, M6101) at 37°C for 10 min on a Thermomixer (750 rpm, Eppendorf). RNA was partially digested with RNase 1 (ThermoFisher, AM2295) by adding 6 µl of 1:50 diluted RNase 1 in 1 X PBS at 37°C for 5 min on a Thermomixer (750 rpm), then returned to ice. Lysates were centrifuged at 21,000 x g for 20 min at 4°C and supernatant transferred to a fresh tube.

#### *Immunoprecipitation:*

QKI-RNA complexes were immunoprecipitated using a QKI5 specific antibody (Bethyl, A300-183A) with a rabbit IgG antibody (Santa Cruz sc-2027) used as a control (Appendix Supplementary Methods Figure S1B,C). Antibodies (5 µg) were conjugated to 100 µl protein A Dynabeads (ThermoFisher, 10002D) in PBS-Tw (1 X PBS, 0.05% Tween-20) for 45 min and washed three times with 1 X PXL (1 X PBS, 0.1% SDS, 0.5% sodium deoxycholate, 0.5% Igepal) before resuspending the beads with 500 µl of prepared lysate and rotating for 2 hr at 4°C. A further 2% of IP input lysate was set aside to be used as a size-matched input (SMin) as in van Nostrand et al 2016 (Van Nostrand *et al.*, 2016). Bound QKI-5-RNA complexes were washed twice each consecutively with ice cold 1 X PXL, 5 X PXL (5 X PBS, 0.1% SDS, 0.5% sodium deoxycholate, 0.5% Igepal), and 1 X PNK (50 mM Tris-Cl pH 7.5, 10 mM MgCl<sub>2</sub>, and 0.5% Igepal).

### *3' end dephosphorylation and 3' linker ligation*

Beads were first treated with T4 PNK (NEB, M0201L; 20 U in 80 µl reaction volume) in the absence of ATP at 37°C, 850 rpm for 20 min, to dephosphorylate 3' RNA ends followed by washes with 1 X PNK, 5 X PXL, and two washes with 1 X PNK at 4°C. The 3' preadenylated linker (NEBNext 3'SR adaptor for Illumina) was ligated to the RNA fragments on bead using RNA ligase I (NEB M0437M; 75 U in a 30 µl reaction volume, 15% PEG8000, 2.5% DMSO, 0.25 µM adaptor) in the absence of ATP at 22°C, 75 min with periodic mixing. Beads were washed with 1 X PNK, 1 X PNK + EGTA (50 mM Tris-Cl pH 7.5, 20 mM EGTA, and 0.5% Igepal), 5 X PXL, and two washes with 1X PNK at 4°C. Twenty percent of beads were removed and labelled with P<sup>32</sup> γ-ATP using T4 PNK (according to Sutandy *et al* 2016 (Sutandy *et al.*, 2016)), washed then recombined with the unlabelled fraction to track the RNA in subsequent steps.

### *SDS PAGE, nitrocellulose transfer, and RNA extraction and size purification*

QKI-5-RNA complexes were eluted with 40 µl 1 X Bolt LDS sample buffer (ThermoFisher) without reducing agent at 70°C for 10 min on a Thermomixer (1200 rpm). Samples were separated through Bolt 10% Bis-tris Plus gels (ThermoFisher) using Bolt MOPS SDS running buffer at 165 V for 47 min. Complexes were then transferred to nitrocellulose (Schleicher&Schuell, BA-85) by wet transfer using 1 X Bolt transfer buffer with 10% methanol (Appendix Supplementary Methods Figure S1D). Filters were placed on a phosphor screen and exposed using a Typhoon imager (GE). Nitrocellulose was cut as marked in Appendix Supplementary Methods Figure S1E and the RNA extracted by proteinase K digestion (2 mg/mL proteinase K, 100 mM Tris-HCl pH 7.5, 50 mM NaCl, 10 mM EDTA, 0.2% SDS) at 50°C for 60 min on a Thermomixer (1200 rpm) followed by extraction with acid phenol (ThermoFisher, AM9712) and precipitation with 1:1 isopropanol:ethanol. RNA was pelleted by centrifugation then separated on a 15% denaturing polyacrylamide gel (1:19 acrylamide, 1 X TBE, 7 M urea). The wet gel was wrapped in plastic wrap and exposed to a phosphor screen and imaged using a Typhoon. Gel slices were cut as marked in Appendix Supplementary Methods Figure S1F and the RNA eluted by the “crush and soak” method as previously described (Jensen & Darnell, 2008). Size match input controls (SMin) were prepared essentially as previously described (Van Nostrand *et al.*, 2016) with the addition of RNA size selection alongside the QKI-associated RNA fragments.

## *Library Preparation*

Reverse transcription, 5' linker ligation and amplification were performed essentially as previously described (Van Nostrand *et al.*, 2016) but using a custom synthesized 5' linker (IDT, 5'SRdeg /5Phos/NN NNN NNN NNG ATC GTC GGA CTG TAG AAC TCT GAA C/3SpC3/), and SR-RT primer for reverse transcription (IDT, AGACGTGTGCTCTTCCGATCT). Products were amplified for 17 (CLIP) or 9 (SMin) cycles using a common forward primer (NEBNext SR primer for Illumina) and barcoded reverse primers for each sample (NEBNext Index primers for Illumina). PCR products were purified using Qiagen Qiaquick PCR purification kit, separated on a 10% acrylamide (29:1) TBE non-denaturing gel, stained with SYBR Gold nucleic acid gel stain (ThermoFisher) and imaged on a ChemiDoc (BioRad). Products corresponding to an insert size of ~30 – 70 nt were excised from the gel as shown in Appendix Supplementary Methods Figure S1G and extracted by the “crush and soak” method as previously described (Jensen & Darnell, 2008). Library quality and quantity was assessed by Bioanalyzer (Agilent), Qubit (ThermoFisher) and qPCR, pooled and sequenced on an Illumina NextSeq 500 (1 x 75bp).

## **Processing and analysis of RNA-seq data**

### *Sequencing read QC and mapping*

Raw reads were adapter-trimmed and filtered for short sequences using cutadapt v1.3(Martin, 2011), in paired-end mode (parameters: minimum read length: 18 nt, maximum error-rate: 0.2, minimum adapter overlap: 5 nt). The resulting FASTQ files were analyzed and quality checked using FastQC. Reads were mapped against the human reference genome (build GRChr37/hg19) using the iGenomes UCSC hg19 gene annotations with TopHat2 v2.0.10 (Kim *et al.*, 2013) using mate inner distance and standard deviation values estimated from a random subsample of 500,000 reads (optional parameters: -p 4 --GTF <gene annotation gtf file> --library-type=fr-firststrand --mate-inner-dist=<mate inner distance> --mate-std-dev=<mate standard deviation>).

### *Differential gene expression analysis*

Gene expression quantification and differential gene expression analysis was performed using cuffdiff command from cufflinks v2.1.1, providing a mask file containing

gene annotation for tRNAs, rRNAs and mitochondrial genes (parameters: --num-threads 8 --min-reps-for-js-test 2 --frag-bias-correct <genome.fa> --multi-read-correct --mask-file <mask.gtf><UCSC gene annotation.gtf>) (Trapnell *et al.*, 2013). Differential splicing (discussed below) was analysed concurrently.

### *Differential alternative splicing analysis*

Differential splicing analysis is complex and different approaches often yield different findings (Liu *et al.*, 2014). To ensure our findings were robust, we assessed differential splicing using three diverse algorithms: rMATS (Shen *et al.*, 2014), DEXSeq (Anders *et al.*, 2012) and cuffdiff. DEXSeq was used according to the author's instructions (Anders *et al.*, 2012). Gene annotation was prepared by discarding non-standard human chromosomes and mitochondrial genes and 'flattening' the gtf using the provided script, dexseq\_prepare\_annotation.py. BAM files were sorted by read name and the reads in each genomic 'bin' were counted using the provided script, dexseq\_count.py (parameters -p yes -s reverse -a 10 -f bam -r name). DEXSeq was run using a basic model (full model: ~ sample + exon + condition:exon; reduced model: ~ sample + exon). rMATS v3.0.9 (parameters: -gtf <UCSC gene annotation.gtf> -t paired -len 101 -analysis U) and the Cufflinks subprogram, cuffdiff (described above) were also used. As expected, we observed many differences for individual genes, however, globally, the findings based on any of the three algorithms were largely consistent, particularly for high confidence splicing changes. The figures presented in this work were produced using rMATS results because of the useful classification of splicing event types. However, to compare our findings to QKI-correlated splicing in TCGA samples and to choose genes for lab-validation, the results from all three algorithms were combined to produce a single splicing metric (provided in Table EV6) as follows. Firstly, for each algorithm separately, we ranked all genes according to the evidence for differential splicing. For cuffdiff, genes were ranked by the minimum p-value of any isoform for that gene. For rMATS, the top-ranked genes were required to pass cutoffs for FDR ( $FDR \leq 0.05$ ) and change in PSI ( $\Delta PSI \geq 10\%$ ), and were then ordered by FDR. Subsequent ranks were given to genes which passed the change in PSI but not the FDR cutoff, ordered by p-value; then genes which passed the p-value cutoff but not PSI cutoff, ordered by p-value; and finally, all remaining genes, ordered by p-value. For DEXSeq, genes were ranked by their gene-level p-value. To combine the ranks from the three methods, firstly, an upper limit (poorest ranking) of 3000 was applied to the rankings and the squares of the ranks were calculated. Next, to reduce the impact of minor inconsistencies between algorithms, for each gene, the value of the largest (poorest) of the three ranks was halved. Finally, the overall

ranking metric was then calculated as the square root of the sum of the resulting three values. For comparison to TCGA QKI-correlated splicing, genes were ordered by summing the ranks from the EMT and QKI knockdown experiments and filtering for direct targets of QKI in QKI HITS-CLIP.

#### *HITS-CLIP analysis of endogenous QKI-5*

QC, adapter trimming and read mapping was performed as described for RNA-seq but for single-end reads. Next, the molecular barcodes of reads which had both a) 5' ends mapping to the same position and b) identical alignment CIGAR strings, were analysed using Python code and reads with barcode sequences  $\leq 1$  edit distance apart were classified as duplicates and collapsed to a single read. Low-quality alignments were discarded using samtools (Li *et al.*, 2009) (view parameter: -bq 10) and alignments from samples prepared using the same antibody and biological input but with other technical variations in library preparation method were pooled prior to peak calling.

Peak calling was performed separately for each strand using MACS2 2.1.1.20160309 (Zhang *et al.*, 2008) (callpeak program parameters: -t <experimental bam file> -c <control bam file> -f BAM -g hs --keep-dup all --nomodel --shift -15 --extsize 50 -B --call-summits --llocal 0 --slocal 0 --fe-cutoff 3 -q 0.05). The resulting peak files from each strand were merged.

Homer (Heinz *et al.*, 2010) was used to perform motif enrichment analysis both for de novo motifs and known motifs (findMotifsGenome.pl parameters: <peaks bed file> hg19 <output directory> -mknown<motifs file.motifs> -p 6 -size given -norevopp -len 6,7,8,9,10). De novo motif analysis identified several motifs highly similar to the published QKI motif which were highly enriched (p-value:  $< 1e-100$ ) and found in a large proportion of the peaks.

### **TCGA splicing data analysis**

#### *Relationship between QKI expression and gene splicing in TCGA cancer samples*

On 28/01/2016, the Broad GDAC Firehose website (<http://gdac.broadinstitute.org/>) was used to obtain publicly available (Level 3) gene expression and splice junction read count data, derived from RNA-seq (Illumina HiSeq, 'RNASeqV2' pipeline), from The Cancer Genome Atlas (TCGA), for each of seven cancers (Breast Invasive Carcinoma: BRCA; Prostate Adenocarcinoma: PRAD; Bladder Urothelial Carcinoma: BLCA, Pan-Kidney

(Kidney Chromophobe, Kidney Renal Clear Cell Carcinoma and Kidney Renal Papillary Cell Carcinoma): KIPAN, Lung Adenocarcinoma: LUAD, Lung Squamous Cell Carcinoma: LUSC, Stomach Adenocarcinoma and Esophageal Carcinoma: STES). For example, file names matching '*unc.edu.\*rsem.genes.normalized\_results*' were used for gene expression and '*\*junction\_quantification.txt*' were used for splice junction analysis. For each of these cancers, data from at least 450 samples were available.

To analyse the relationship between differential splicing and QKI expression, the reads supporting a particular splice junction were expressed as a percentage of the total number of reads for any junction using the same 5' (or 3') splice site. This is a generalised form of PSI, a metric that is commonly used for analysis of simple splicing events. Source code for this analysis is available in the repository at [https://bitbucket.org/sacgf/2018\\_pillman\\_QKI\\_splicing\\_in\\_EMT](https://bitbucket.org/sacgf/2018_pillman_QKI_splicing_in_EMT).

The analysis was performed as follows:

1. Assign reads to genes: the number of reads supporting each junction was obtained from the resulting splice junction files and for each junction, the parent gene(s) were deduced as follows: first, if an identical junction could be identified in a UCSC transcript, the corresponding gene name was used; otherwise, the gene name(s) of overlapping transcripts on the same strand were used. The analyses were restricted to only splice junctions that were unambiguously assigned to a single gene.

2. Calculate the percentage of splicing across the junction: the total number and percentage of reads was calculated separately for 5' and 3' ends of every junction as follows: firstly, read counts were regularised by adding a pseudocount of 0.1. Then, for both 5' and 3' ends of the junction, groups of two or more junctions were identified which shared an end position. For each junction in a group, the number of reads which cross the junction was expressed as a percentage of the total number of reads across any junction in the group (e.g. if junctions A, B and C share a 5' end site and 20, 10 and 70 reads map across these junctions, respectively, then  $\text{PercentSpliced}_A = 20\%$ ,  $\text{PercentSpliced}_B = 10\%$  and  $\text{PercentSpliced}_C = 70\%$ ). This was performed separately for each sample. Loci which had a) had very low expression in all samples (<10 reads), or b) where the expression of one isoform dominated (>92% of reads in one isoform in all samples) were not included in further analysis.

3. Analyse relationship between QKI expression and alternative splicing: QKI expression was obtained from RSEM normalised gene-level expression data and samples were filtered to exclude samples without both gene expression and splicing data. To prevent spurious results from low read or sample counts, splice junctions were filtered, requiring at least moderate expression at the locus (more than 10 reads in the group) in at least 100 samples. A Welch's t-test (for independent samples of unequal variance) was used to compare the splicing percentages for the samples with highest and lowest expression of QKI, selecting for each group, either 10% of the total number of samples or 50 samples, whichever was fewer. Multiple testing correction was performed using the Benjamini/Hochberg method (Python statsmodels package, `multicomp.multipletests` function) with statistical significance level (family-wise error rate) of 0.05. The results were visualised by plotting QKI expression levels (x-axis) against the splicing for each splice junction and 5' or 3' end, marking the samples used for the statistical comparison.

#### *Pan-cancer splicing analysis*

To ensure only the highest-confidence splicing changes were included, genes were filtered by the statistical significance of the QKI-related splicing change (p-value from the Welch's t-test) with more stringent cutoffs being used for cancers with larger numbers of samples and/or large differences QKI expression between samples: BLCA and STES ( $p < 0.001$ ), PRAD, LUSC, LUAD ( $p < 0.0001$ ) and BRCA and KIPAN ( $p < 0.00001$ ). Loci with changes in splicing of less than 10% were also excluded. Where multiple loci remained for a single gene, the locus with the largest change in PSI was used as a representative. After collating this data for all cancers, further filtering was performed to require that genes had mean differences in splicing of at least 35% in at least one cancer and were constitutively expressed at a moderate level in all cancers. This was defined as a median gene expression level across samples  $> 500$  in TCGA gene expression data (Level 3 RSEM normalised gene-level data from the RNAseqv2 pipeline on Illumina Hiseq data). The heatmap was produced using the `clustermap` function from the Python seaborn package, using the 'cityblock' (Manhattan) method to calculate distance and 'weighted' linkage method for hierarchical clustering.

## Kaplan-Meier survival analysis

For meta-analysis on the combined cohort from KM plotter (Gyorffy *et al.*, 2010), the mean of three probes (212262\_at , 212263\_at and 212265\_at) corresponding to the QKI-5 specific 3'UTR were used to assess distant metastasis-free survival on the combined unsegregated patient cohort. After calculation of all percentages between the upper and lower quartiles, the best performing threshold was utilised. For the Hatzis et al dataset (GSE25066) (Hatzis *et al.*, 2011) all samples were included and distant metastasis-free survival on a mean split of QKI expression (214543\_x\_at probe) was calculated. Statistical significance and hazard ratios were calculated using GraphPad Prism software.

## qPCR and change in percentage spliced in (PSI) analysis

qPCR for splice events was performed in triplicate with primers sets that specifically amplify the exon included and excluded product using the QuantiTect SYBR green PCR kit (Qiagen) on a Rotorgene 6000 series PCR machine (Qiagen). Primer sequences are shown in Table EV8. Analysis was performed using comparative quantitation feature of the Rotorgene software with data normalised to GAPDH expression. Change in PSI was calculated by subtracting the cycle threshold of excluded product from included product, converting this to fold-difference (FD), and using the formula  $1/(1-FD)$ . Data shown are normalised to d0 (HMLE + TGF $\beta$  timecourse) or mCherry (HMLE-iQKI-5 doxycycline timecourse) at a starting point of zero.

## References for Appendix Supplementary Methods

- Anders S, Reyes A, Huber W (2012) Detecting differential usage of exons from RNA-seq data. *Genome Res* 22: 2008-17
- Gyorffy B, Lanczky A, Eklund AC, Denkert C, Budczies J, Li Q, Szallasi Z (2010) An online survival analysis tool to rapidly assess the effect of 22,277 genes on breast cancer prognosis using microarray data of 1,809 patients. *Breast cancer research and treatment* 123: 725-31
- Hatzis C, Pusztai L, Valero V, Booser DJ, Esserman L, Lluch A, Vidaurre T, Holmes F, Souchon E, Wang H, Martin M, Cotrina J, Gomez H, Hubbard R, Chacon JL, Ferrer-Lozano J, Dyer R, Buxton M, Gong Y, Wu Y et al. (2011) A genomic predictor of response and survival following taxane-anthracycline chemotherapy for invasive breast cancer. *JAMA* 305: 1873-81
- Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 38: 576-89
- Jensen KB, Darnell RB (2008) CLIP: crosslinking and immunoprecipitation of in vivo RNA targets of RNA-binding proteins. *Methods Mol Biol* 488: 85-98
- Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* 14: R36

Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, Genome Project Data Processing S (2009) The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25: 2078-9

Liu R, Loraine AE, Dickerson JA (2014) Comparisons of computational methods for differential alternative splicing detection using RNA-seq in plant systems. *BMC Bioinformatics* 15: 364

Martin M (2011) Cutadapt Removes Adapter Sequences From High-Throughput Sequencing Reads. *EMBnetjournal* 17: 10-12

Shen S, Park JW, Lu ZX, Lin L, Henry MD, Wu YN, Zhou Q, Xing Y (2014) rMATS: robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. *Proc Natl Acad Sci U S A* 111: E5593-601

Sutandy FX, Hildebrandt A, König J (2016) Profiling the Binding Sites of RNA-Binding Proteins with Nucleotide Resolution Using iCLIP. *Methods Mol Biol* 1358: 175-95

Trapnell C, Hendrickson DG, Sauvageau M, Goff L, Rinn JL, Pachter L (2013) Differential analysis of gene regulation at transcript resolution with RNA-seq. *Nat Biotechnol* 31: 46-53

Van Nostrand EL, Pratt GA, Shishkin AA, Gelboin-Burkhart C, Fang MY, Sundararaman B, Blue SM, Nguyen TB, Surka C, Elkins K, Stanton R, Rigo F, Guttman M, Yeo GW (2016) Robust transcriptome-wide discovery of RNA-binding protein binding sites with enhanced CLIP (eCLIP). *Nat Methods* 13: 508-14

Zhang Y, Liu T, Meyer CA, Eickhout J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008) Model-based analysis of ChIP-Seq (MACS). *Genome Biol* 9: R137

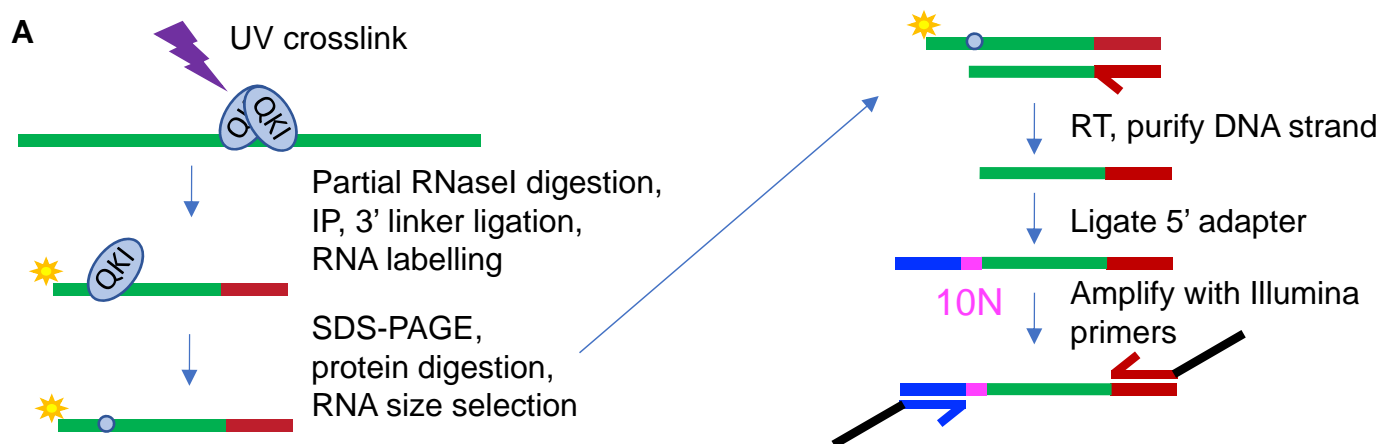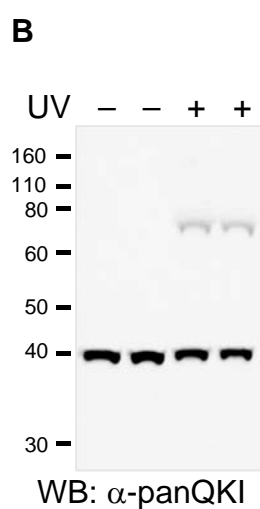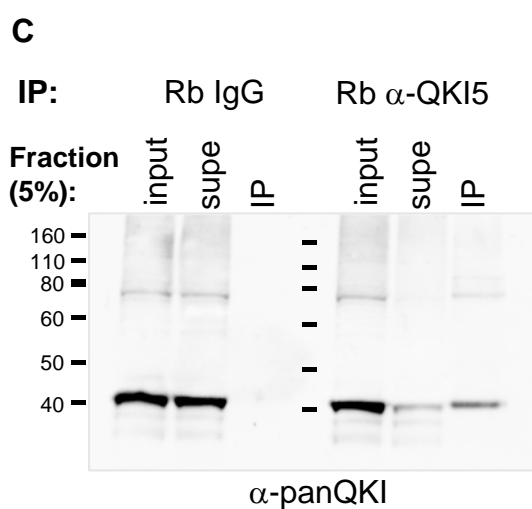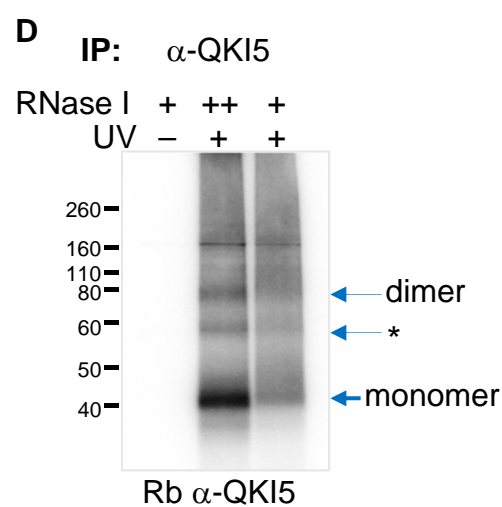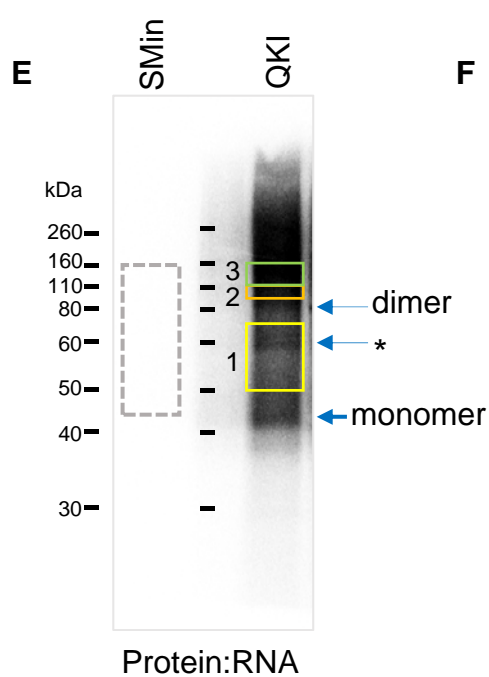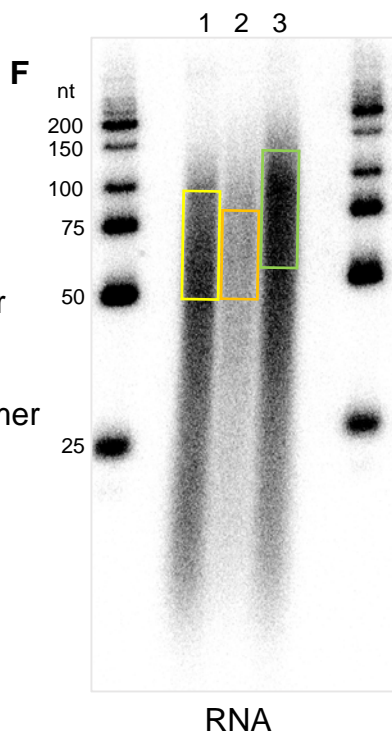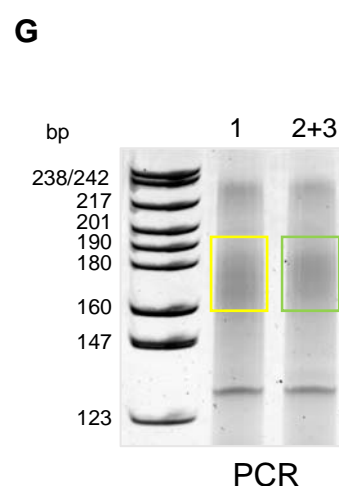

**Appendix Supplementary Methods Figure S1 – QKI-5 HITS-CLIP.** (A) Schematic representation of HITS-CLIP procedure. (B) QKI Western blot indicating the migration of QKI monomer and UV-crosslink dependent presumptive QKI dimer. (C) Western blot confirming specificity of QKI IP compared to IgG control. (D) Radiolabelled RNA:protein complexes following IP, SDS-PAGE and transfer to nitrocellulose. No signal is seen in the absence of UV crosslinking; high RNase treatment indicates the position of QKI monomer, dimer and co-purifying unknown species (\*); low RNase concentration elicits a smear up the gel of QKI plus crosslinked RNA fragments. (E) Preparative SDS-PAGE showing excision of QKI-RNA complexes. Regions were selected to capture 3'-linker-ligated, QKI-associated radiolabelled RNAs for both monomeric and dimeric quaking, whilst avoiding RNA associated with the unknown co-purifying protein. The corresponding region excised from unlabelled SMin (minus 3' adapter) is also shown. (F) Size selection of QKI-associated radiolabelled RNA fragments of the correct predicted size by denaturing polyacrylamide gel. Numbers correspond to protein:RNA complexes excised in (E). (G) Gel purification of QKI HITS-CLIP PCR-amplified libraries.

QKI responsive (n=300 genes)

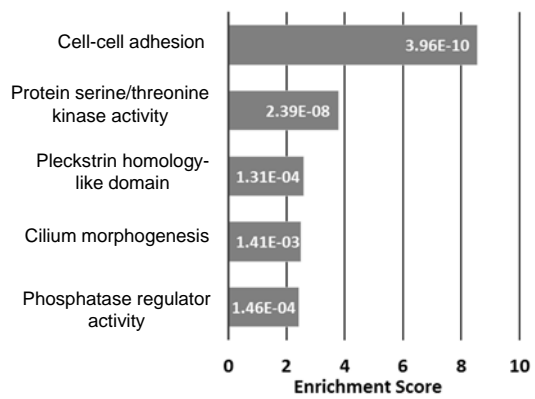

**Appendix Figure S1: Gene ontology analysis of QKI-5 regulated spliced genes during EMT** The top five functional annotations derived from GO analysis of the 300 most significant genes whose change in splicing during EMT was reversed by knockdown of QKI-5 are ranked by enrichment score with lowest p-values are indicated.

### Splicing factor expression

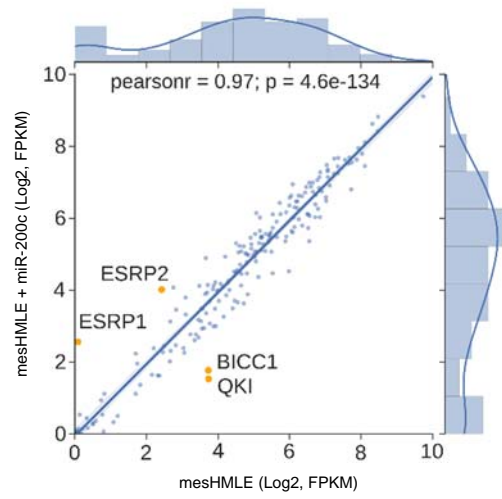

### **Appendix Figure S2: Expression of splicing factors in response to miR-200c transfection**

Differential expression of 224 known or putative splicing factors (Han *et al.*, 2013) in mesHMLE cells transfected with miR-200c compared with control. Highly up- and down-regulated genes are highlighted.

### **References for Appendix Figure S2**

Han H, Irimia M, Ross PJ, Sung HK, Alipanahi B, David L, Golipour A, Gabut M, Michael IP, Nachman EN, Wang E, Trcka D, Thompson T, O'Hanlon D, Slobodeniuc V, Barbosa-Morais NL, Burge CB, Moffat J, Frey BJ, Nagy A et al. (2013) MBNL proteins repress ES-cell-specific alternative splicing and reprogramming. *Nature* 498: 241-5

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

**Figure EV1. QKI expression in clinical data sets.**

- A Scatterplot of QKI versus miR-200c expression in cancer data sets with Pearson correlation coefficients and associated *P*-values indicated.
- B Kaplan–Meier survival analysis showing distant metastasis-free survival (DMFS) from breast cancer in unsegregated combined cohort data from KM plotter (Gyorffy *et al*, 2010) and the Hatzis *et al* (GSE25066) (Hatzis *et al*, 2011) data sets. Hazard ratios (HR) and *P*-values are indicated.
- C Relative expression of QKI in tumour subtypes of the TCGA breast cancer data set displayed as a minimum-to-maximum box-and-whisker plot. Box limits represent the 25<sup>th</sup>–75<sup>th</sup> percentiles with a median central line. Whiskers extend to the minimum and maximum values with all data points shown. Significance between each subtype was calculated by two-tailed unpaired *t*-tests.
- D Relative expression of QKI in prostate cancers exhibiting biochemical recurrence compared with non-recurrence in the TCGA prostate cancer data set displayed as a minimum-to-maximum box-and-whisker plot. Significance was calculated by a two-tailed unpaired *t*-test.
- E Scatterplot of QKI versus miR-375 expression in cancer data sets with Pearson correlation coefficients and associated *P*-values indicated.

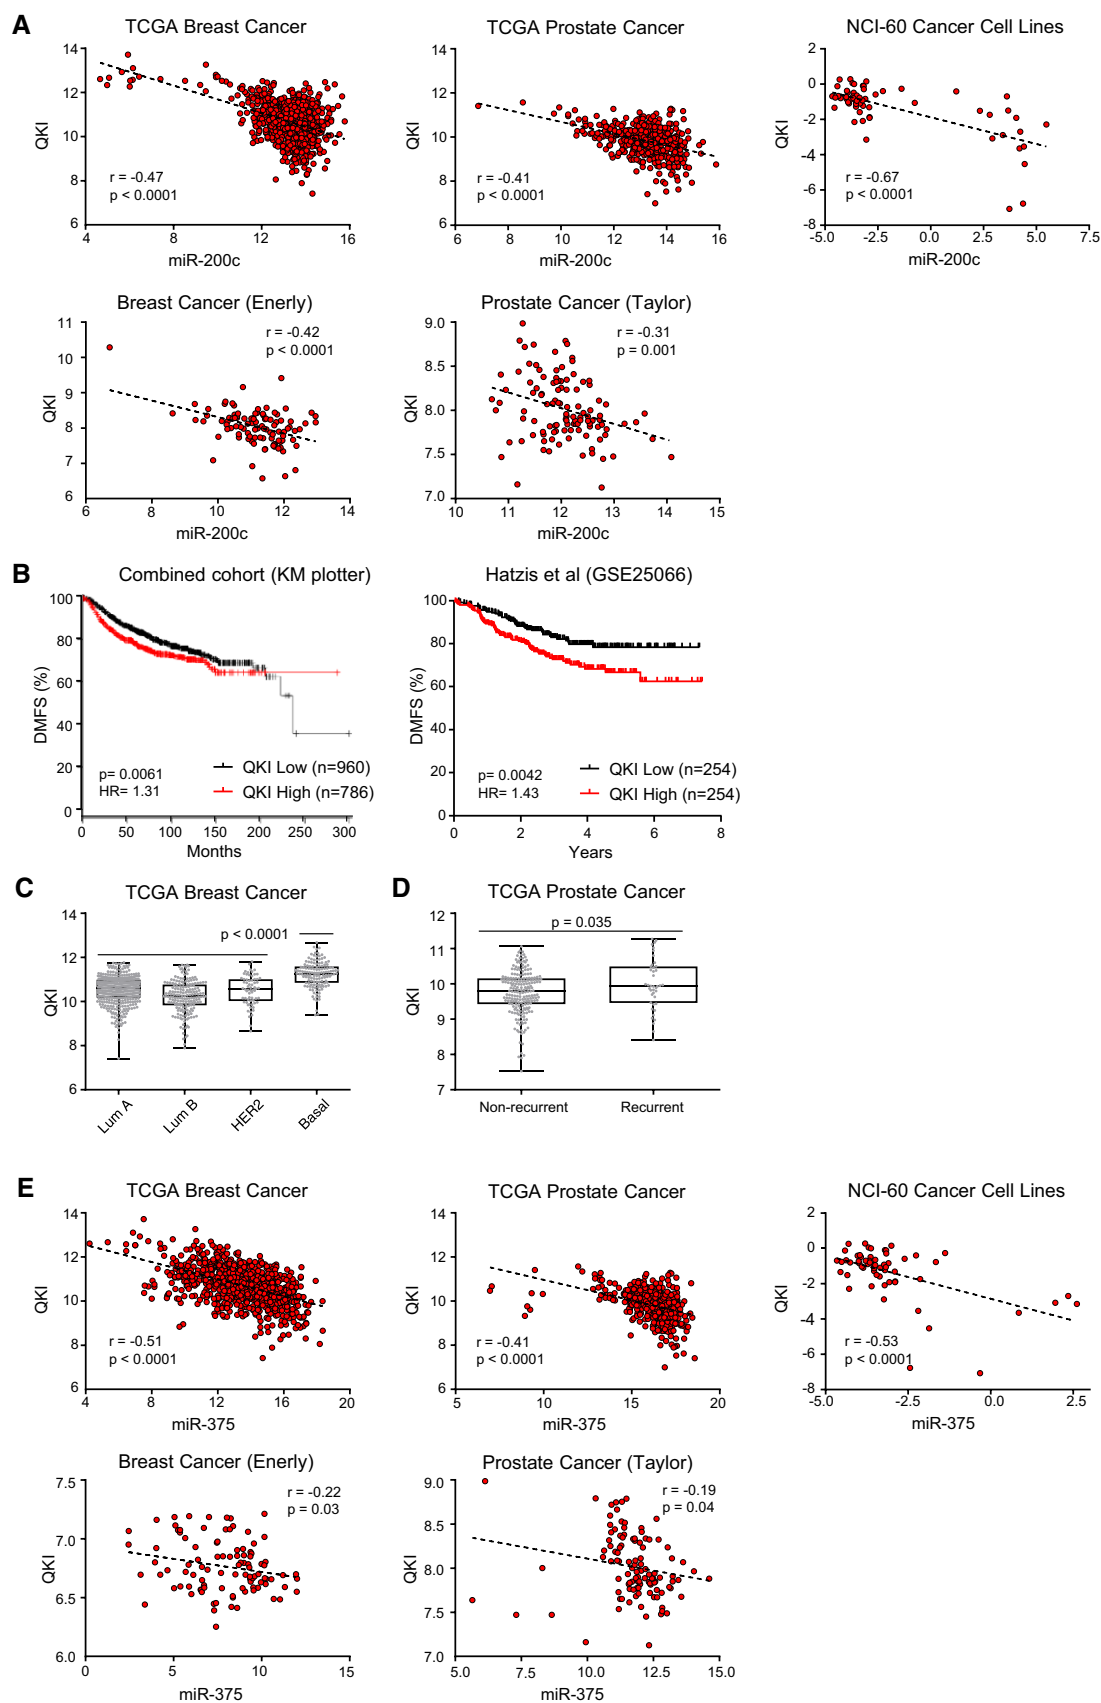

Figure EV1.

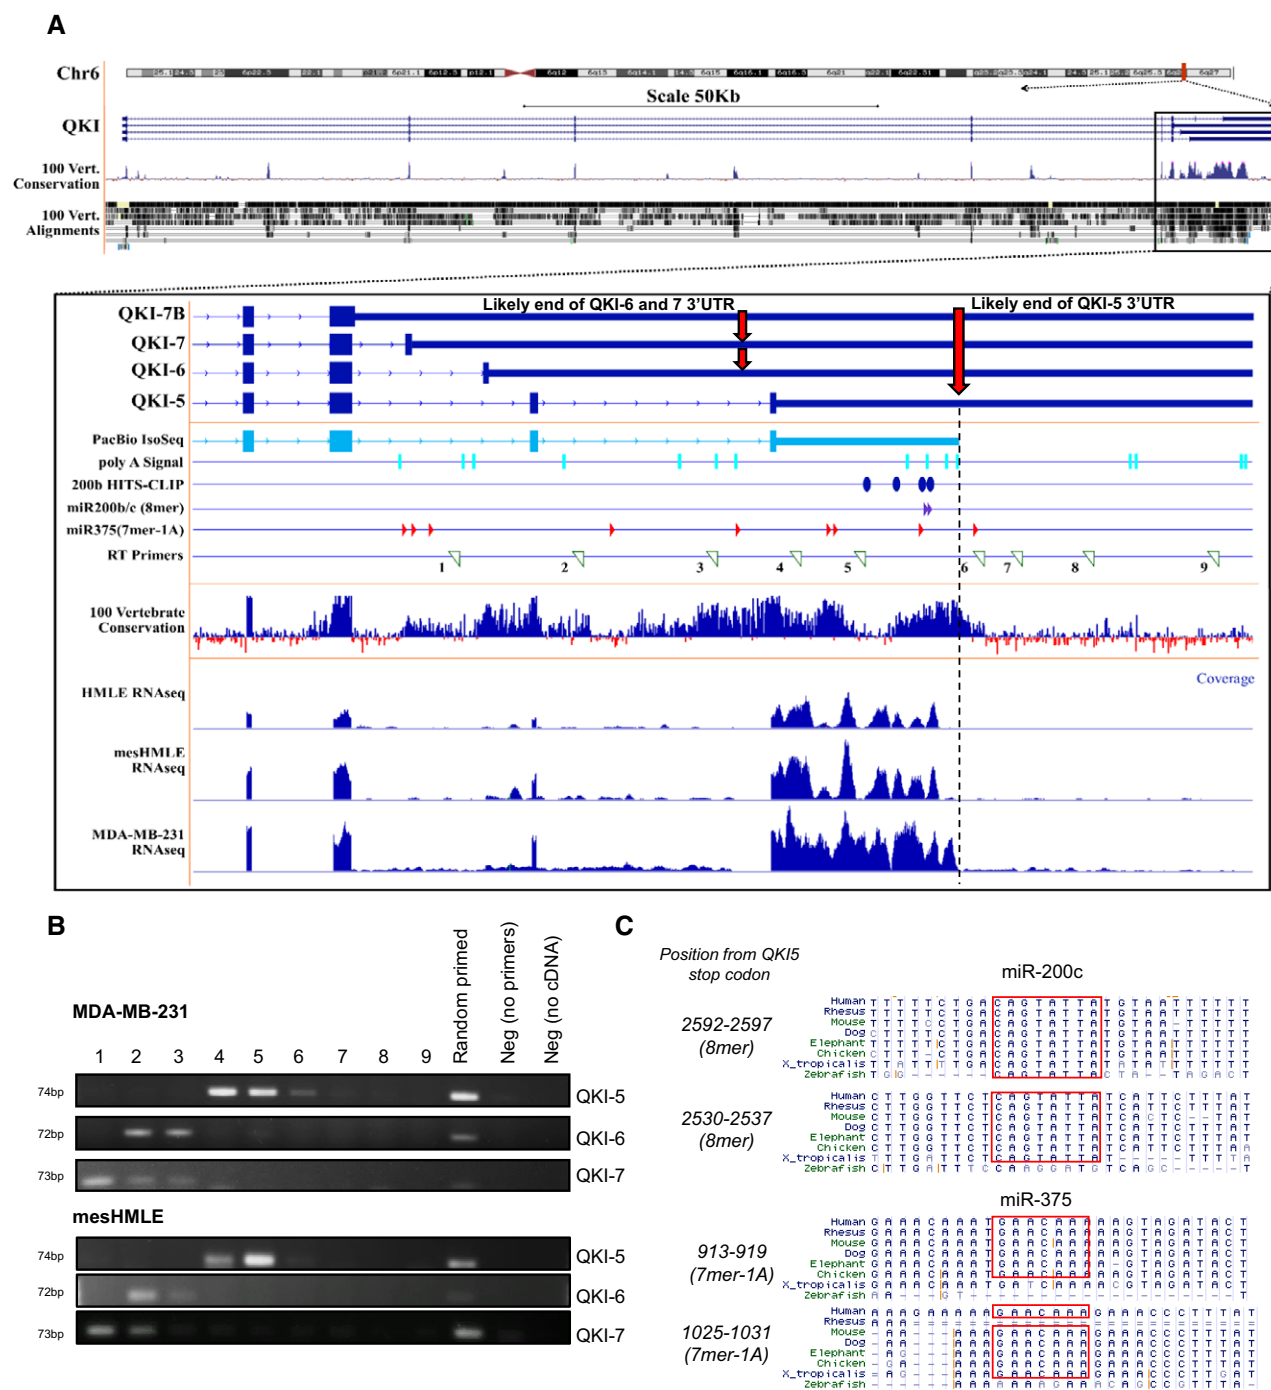

**Figure EV2. Mapping of the QKI locus 3'UTRs.**

- A** The full QKI gene locus is shown in the upper panel, with the divergent C-terminal end and 3'UTRs for each isoform magnified below. Track names for each major isoform are indicated. Annotation of a full-length read from a PacBio IsoSeq experiment (Pacific Biosciences), and sequencing coverage reads from in-house HMLE, mesHMLE and MDA-MB-231 cells are shown, which terminate in close proximity to the decline of high sequence conservation. Putative locations of polyA signal sequences, miR-200b/c (8mer) and miR-375 (7mer-1A) sites are shown. The locations of miR-200b HITS-CLIP peaks (Bracken *et al*, 2014) and RT primers used for priming cDNA synthesis are indicated.
- B** QKI-5, QKI-6 or QKI-7 isoform PCR on cDNA synthesised using the specific RT primers numbered in (A) using MDA-MB-231 and mesHMLE RNA.
- C** Location of functional miR-200c and miR-375 binding sites showing their cross-species conservation. The red box indicates the miRNA binding site complementary to the seed sequence.

Source data are available online for this figure.

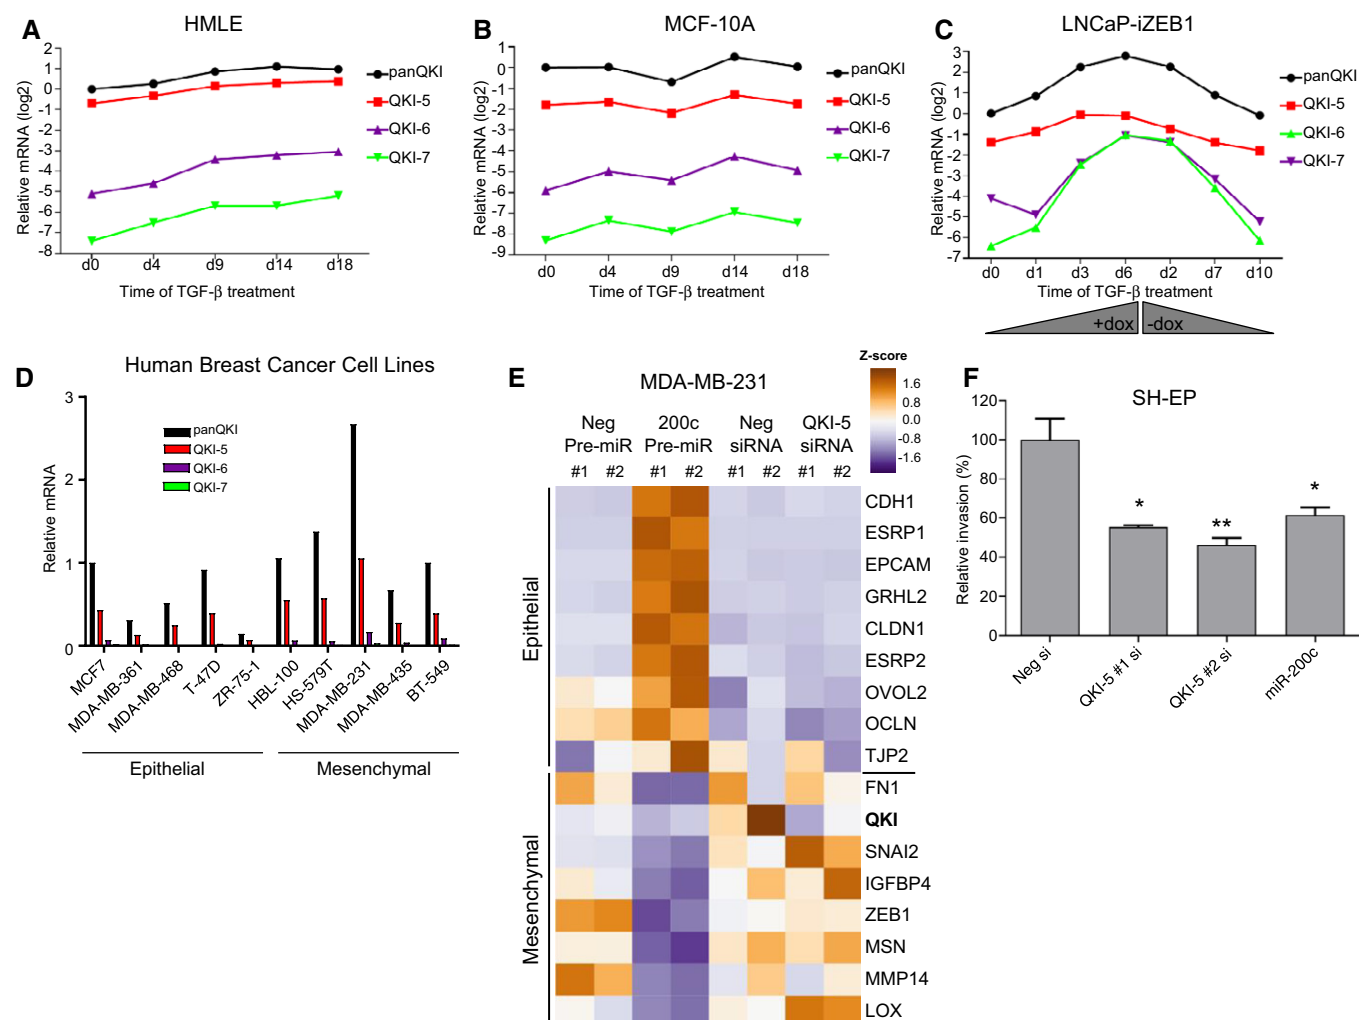

**Figure EV3. Expression and function of QKI in cancer cell lines.**

A–D Quantitative PCR showing QKI-5, QKI-6 and QKI-7 or total QKI levels (panQKI) across the EMT timecourses and breast cancer cell lines described in Fig 2.  
 E Heat map of microarray data showing a subset of EMT genes following transfection of MDA-MB-231 cells with miR-200c, QKI-5 siRNA or negative controls.  
 F Invasion assay following QKI-5-specific siRNA knockdown or miR-200c transfection in SH-EP cells. Experiments were performed with three biological replicates and are shown as mean  $\pm$  SEM. Significance was measured by two-tailed unpaired t-tests. \* $P < 0.05$  and \*\* $P < 0.01$ .

**Figure EV4. Transcriptome changes mediated by QKI-5 during EMT.**

A Volcano plots showing differential expression during EMT (HMLE versus mesHMLE), in mesHMLE following QKI-5 knockdown, or mesHMLE following introduction of miR-200c. Numbers of significant genes (above dotted line with  $q$ -value  $< 0.05$ ) are shown, with genes having  $> 2$ -fold differential expression highlighted in blue (downregulated) or red (upregulated).  
 B Venn diagram showing the overlap of genes in mesHMLE and MDA-MB-231 cells that are regulated during EMT and by knockdown of QKI-5 (fold change  $> 2$ ,  $P < 0.05$ ).  
 C Heat map of genes that significantly change in MDA-MB-231 cells in response to miR-200b (microarray data) with corresponding changes in the same genes in mesHMLE cells in response to miR-200c (RNA-seq) shown ( $n = 679$ ).  
 D Venn diagram showing the overlap of skipped or included exon events during EMT or in response to knockdown of QKI-5 in mesHMLE cells ( $\Delta$ PSI  $> 5\%$ , FDR  $< 0.05$ ).  
 E Pie chart of the relative proportions of QKI-5 HITS-CLIP peaks in genomic regions.  
 F De novo motif enrichment in QKI-5 HITS-CLIP peaks, as reported by findMotifsGenome.pl from the Homer package (Heinz et al, 2010), relative to a background of introns surrounding constitutively expressed exons during EMT.  
 G Relative position of QKI motifs in QKI-5 HITS-CLIP peaks on the sense strand compared to anti-sense strand (background).

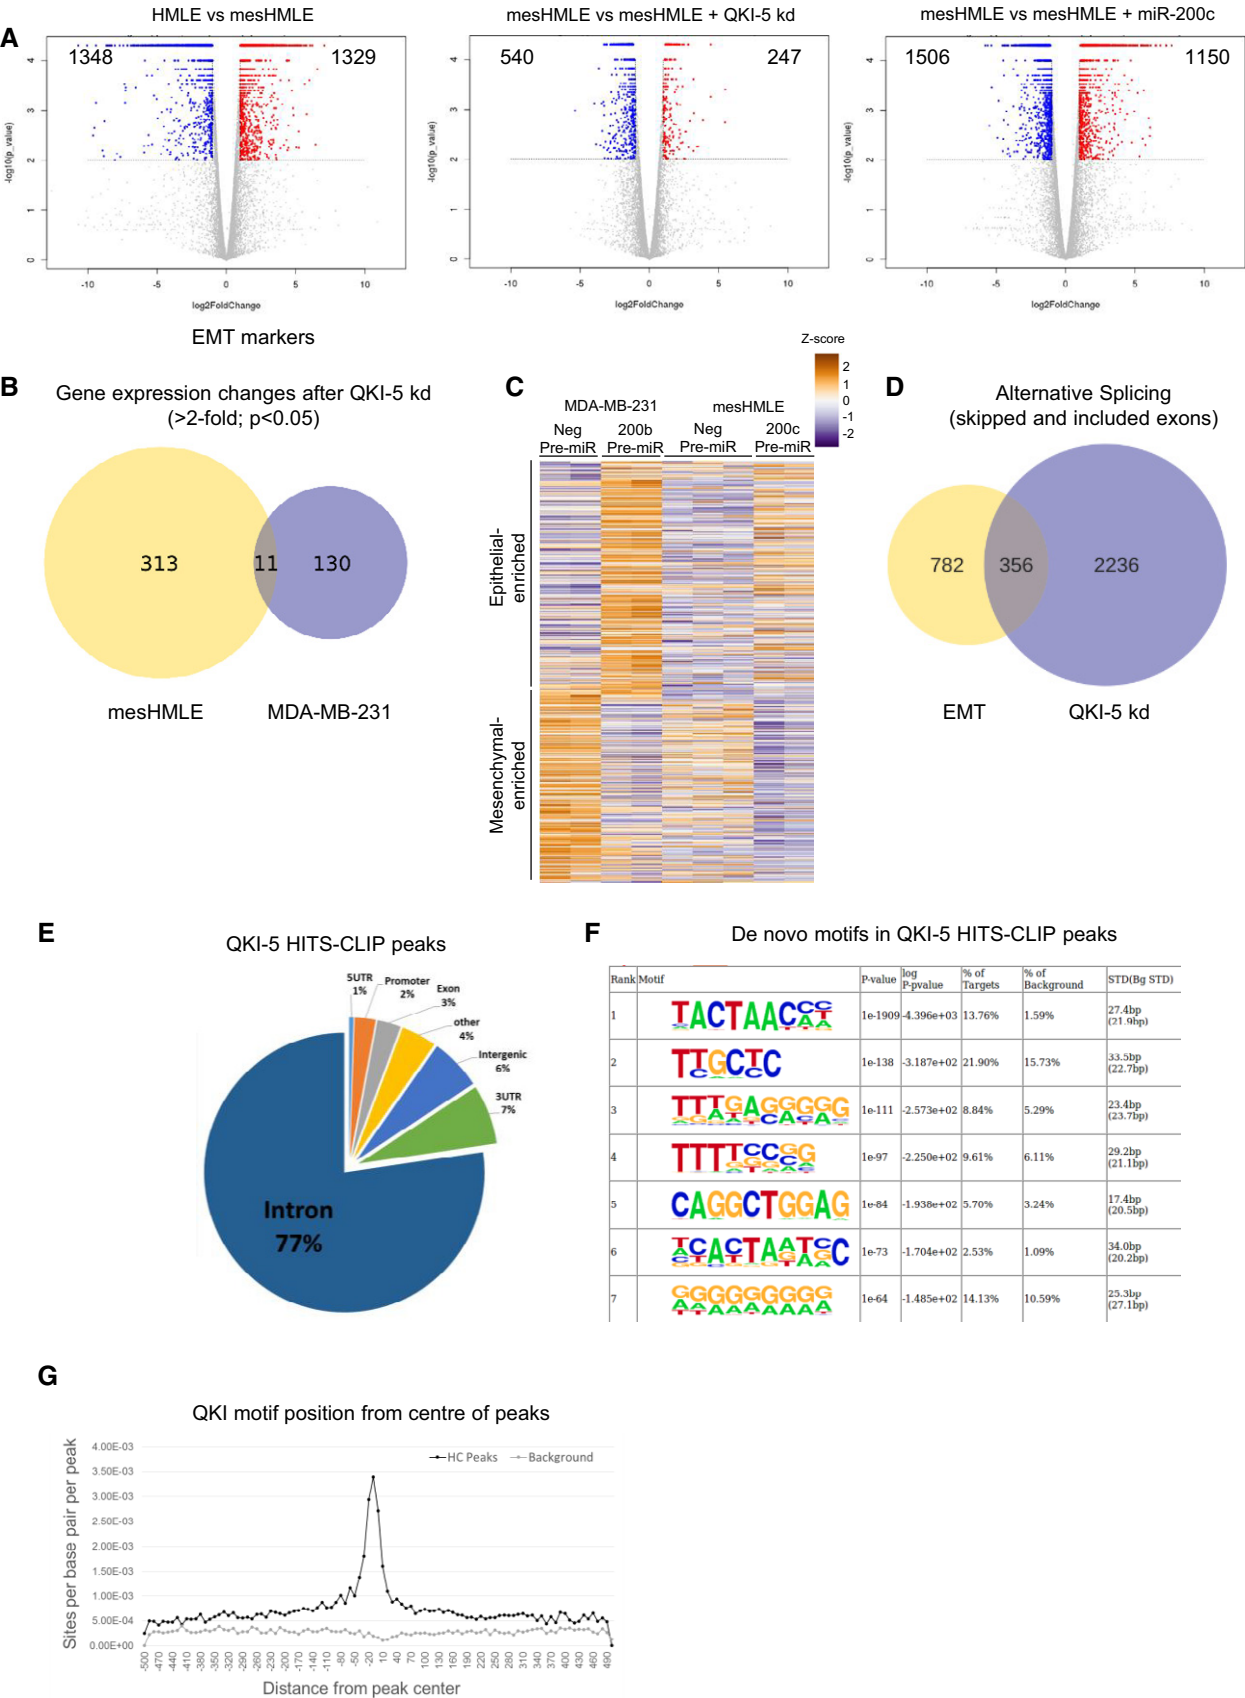

Figure EV4.

**Figure EV5. Major EMT alternative splicing events regulated by the miR-200/375–QKI-5 axis.**

- A Sashimi plots showing percentage spliced in (PSI) of alternatively spliced events regulated by QKI-5 in HMLE cells (purple), mesHMLE cells (green) and mesHMLE cells with QKI-5 knocked down (red). Below in black are the coverage tracks of QKI-5 binding from the mesHMLE QKI-5 HITS-CLIP analysis, with the alternative exon shown in red.
- B PCR of skipped exon events from (A) following transfection of MDA-MB-231 cells with miRNAs or QKI-5 siRNAs.
- C Change in PSI as measured by qPCR is shown for representative splice events following TGF- $\beta$  induction of EMT in HMLE cells transfected with control or QKI-5 siRNAs.
- D Western blot of EMT markers and PCR of QKI-regulated alternative splicing events are shown following doxycycline induction of QKI-5 and subsequent withdrawal in HMLE-iQKI-5 cells. mCherry-expressing cell lines shown as an additional control. In the middle panel, quantitation of mRNAs by qPCR in this timecourse is shown. In the lower panel, change in PSI as measured by qPCR is shown for representative splice events in this timecourse.

Source data are available online for this figure.

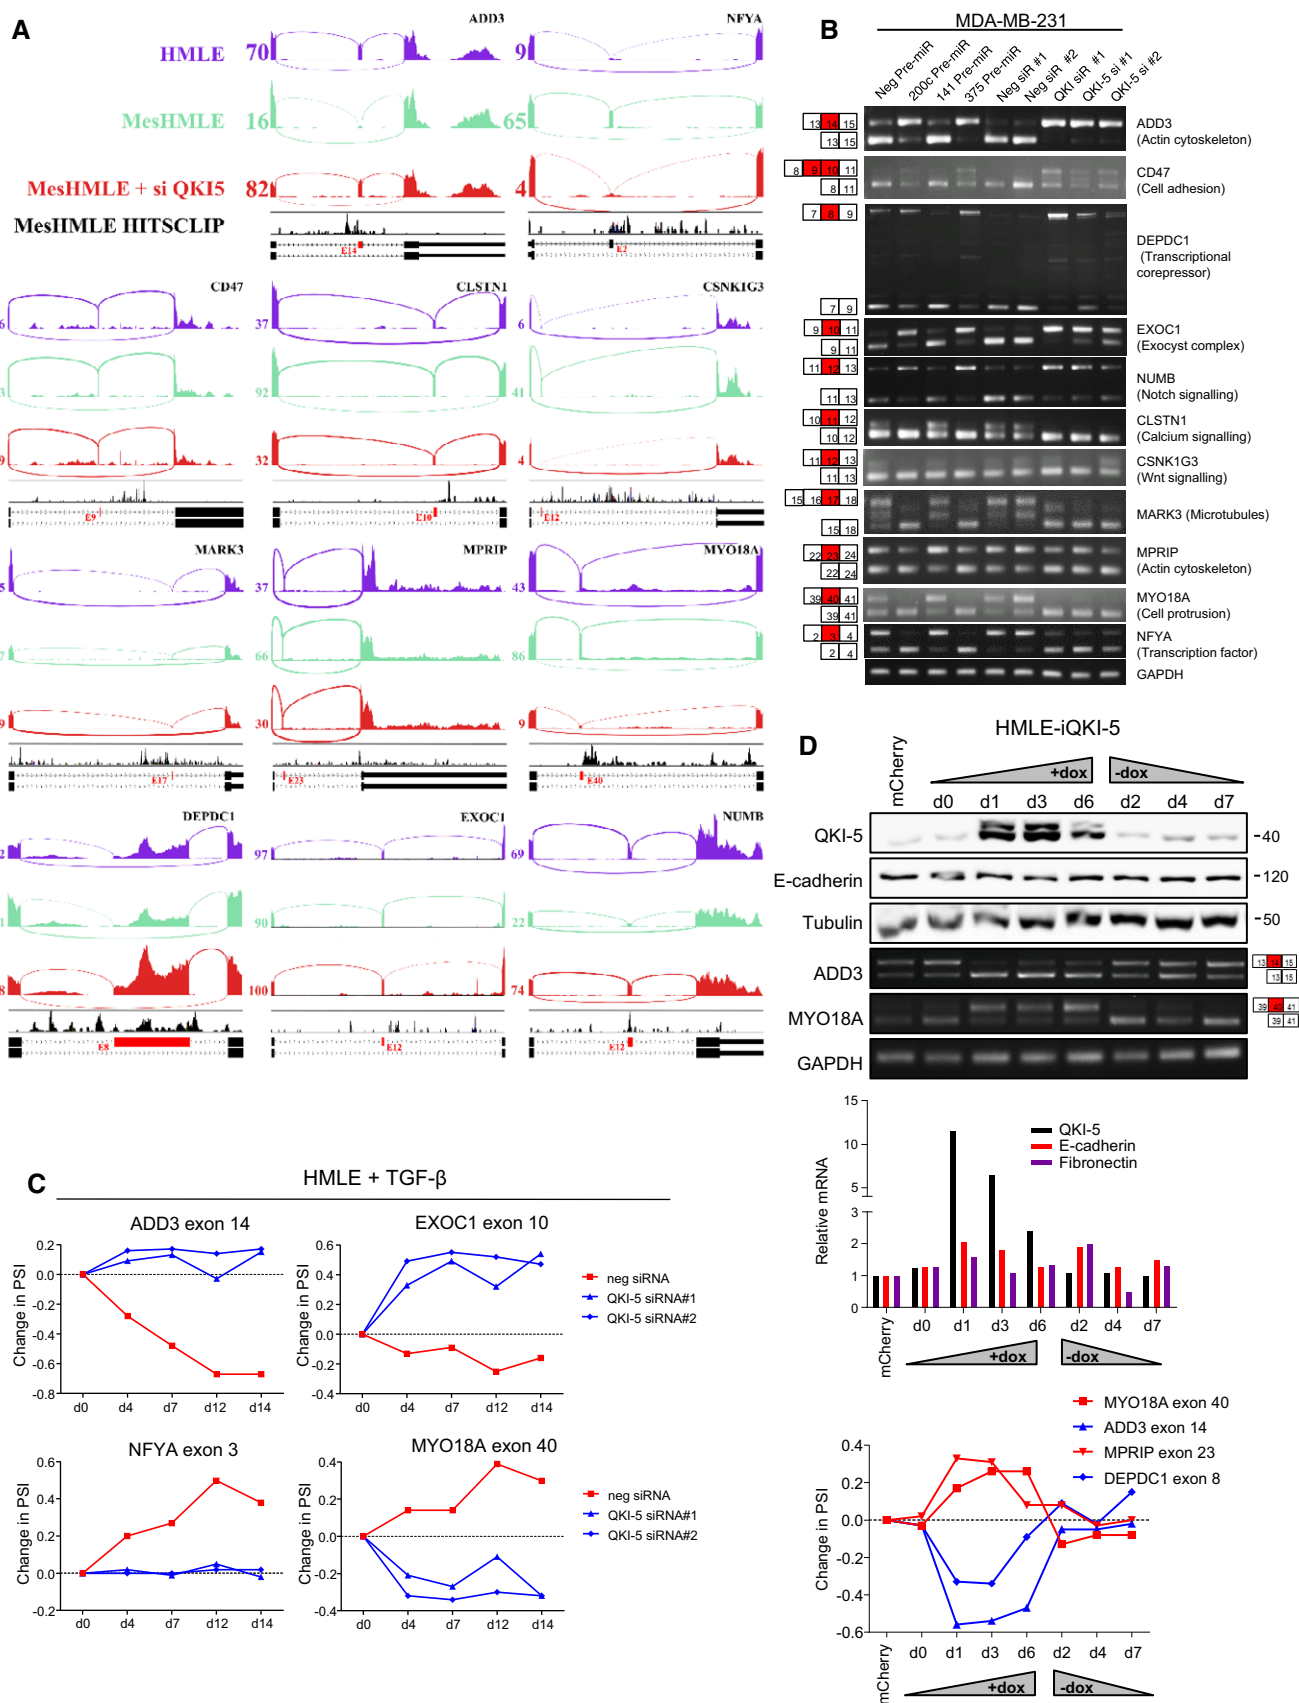

Figure EV5.

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016

Figure EV5 B – MDA-MB-231

Splicing PCR – Events for which QKI causes exclusion

ADD3

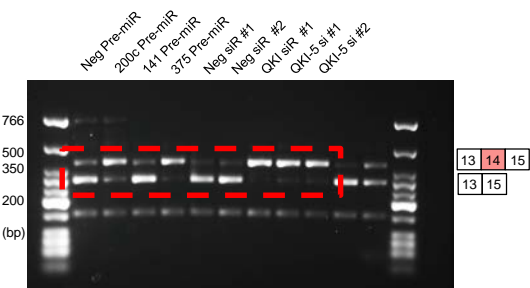

CD47

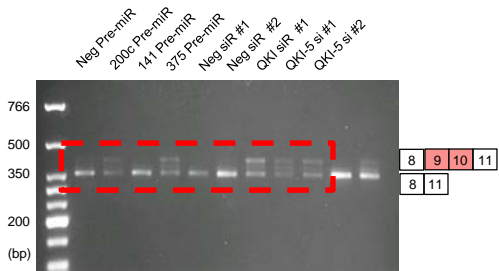

DEPDC1

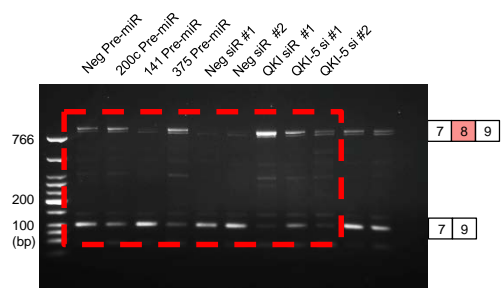

EXOC1

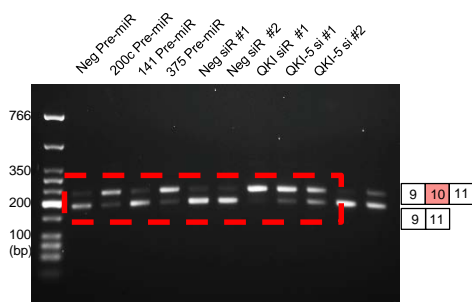

NUMB

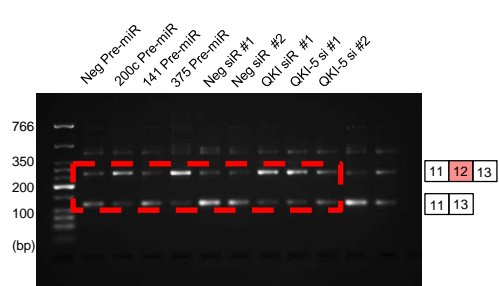

Figure EV5 B – MDA-MB-231

Splicing PCR – Events for which QKI causes inclusion

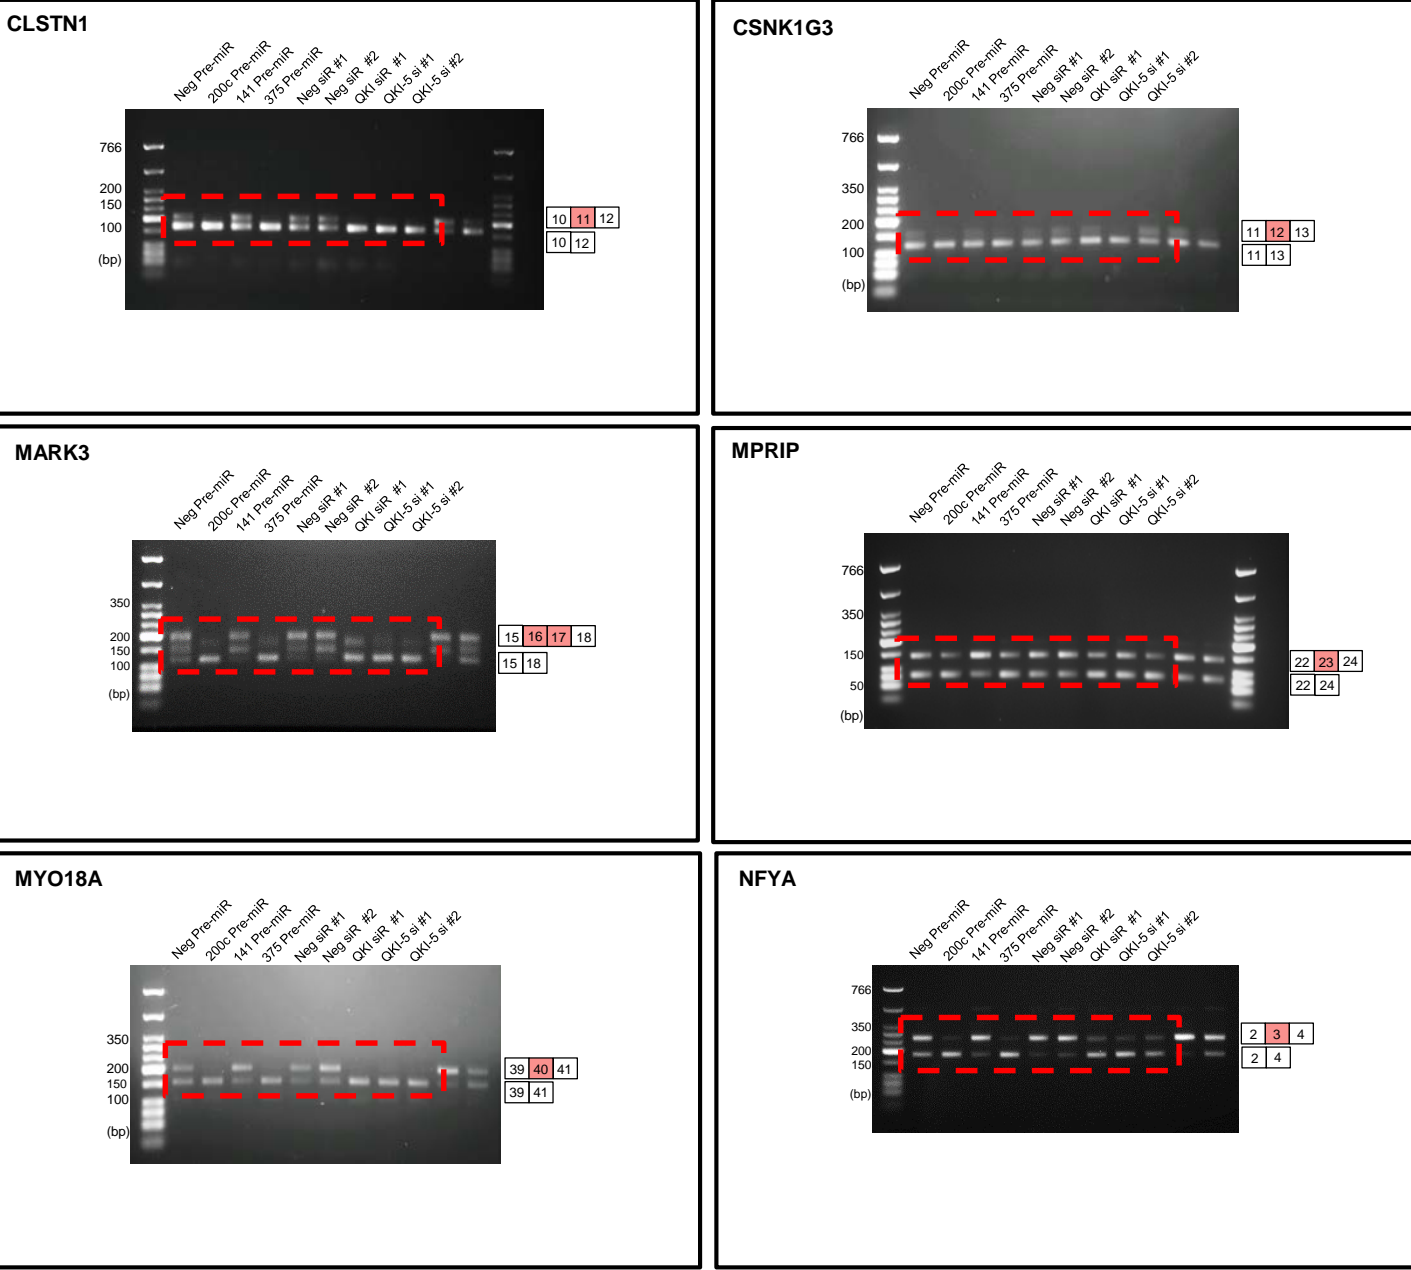

Figure EV5 B – MDA-MB-231

PCR – Normaliser

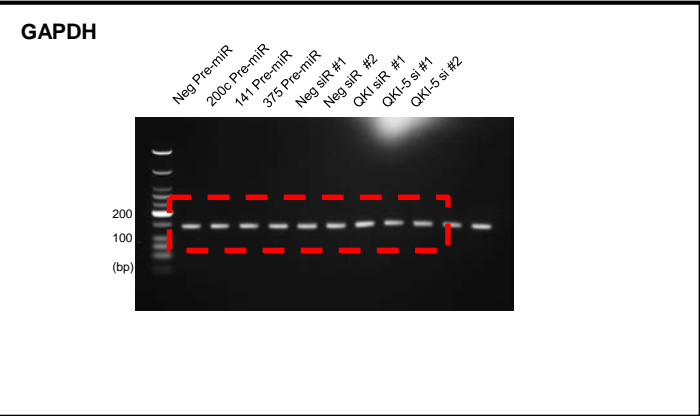

Figure EV5 D – HMLE-iQKI5

Western Blot

Splicing PCR

QKI-5

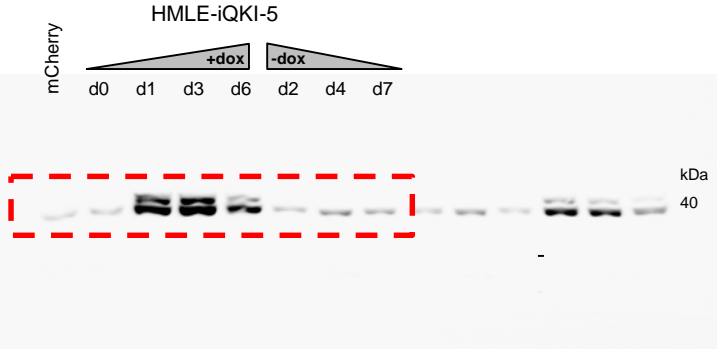

ADD3

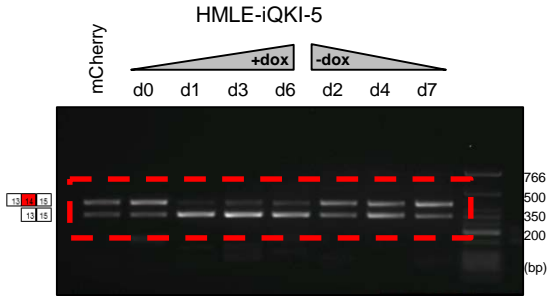

E-cadherin

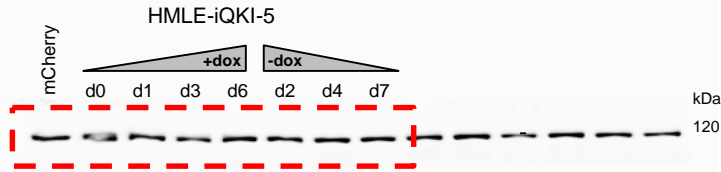

MYO18A

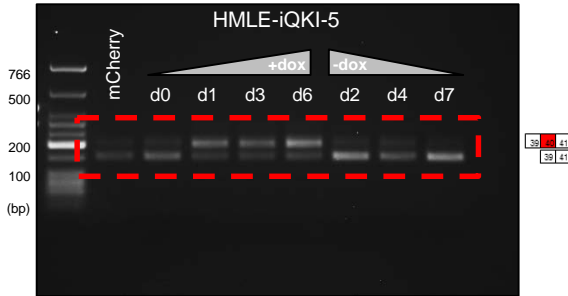

Tubulin

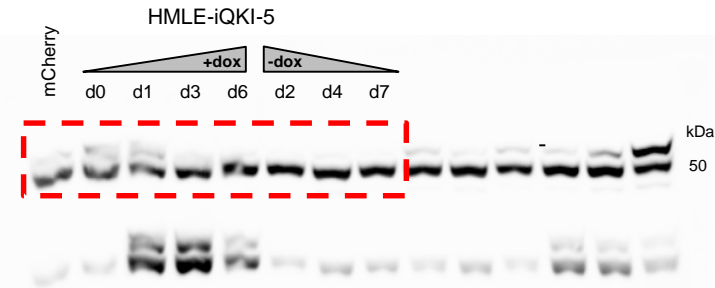

GAPDH

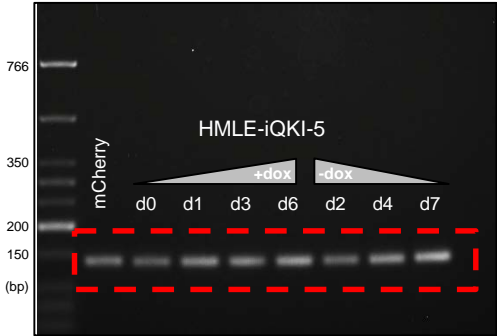

**Supplement:** Supplementary file 12 — Source Data for Expanded View

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016

Figure 3 A - MDCK

Western Blot

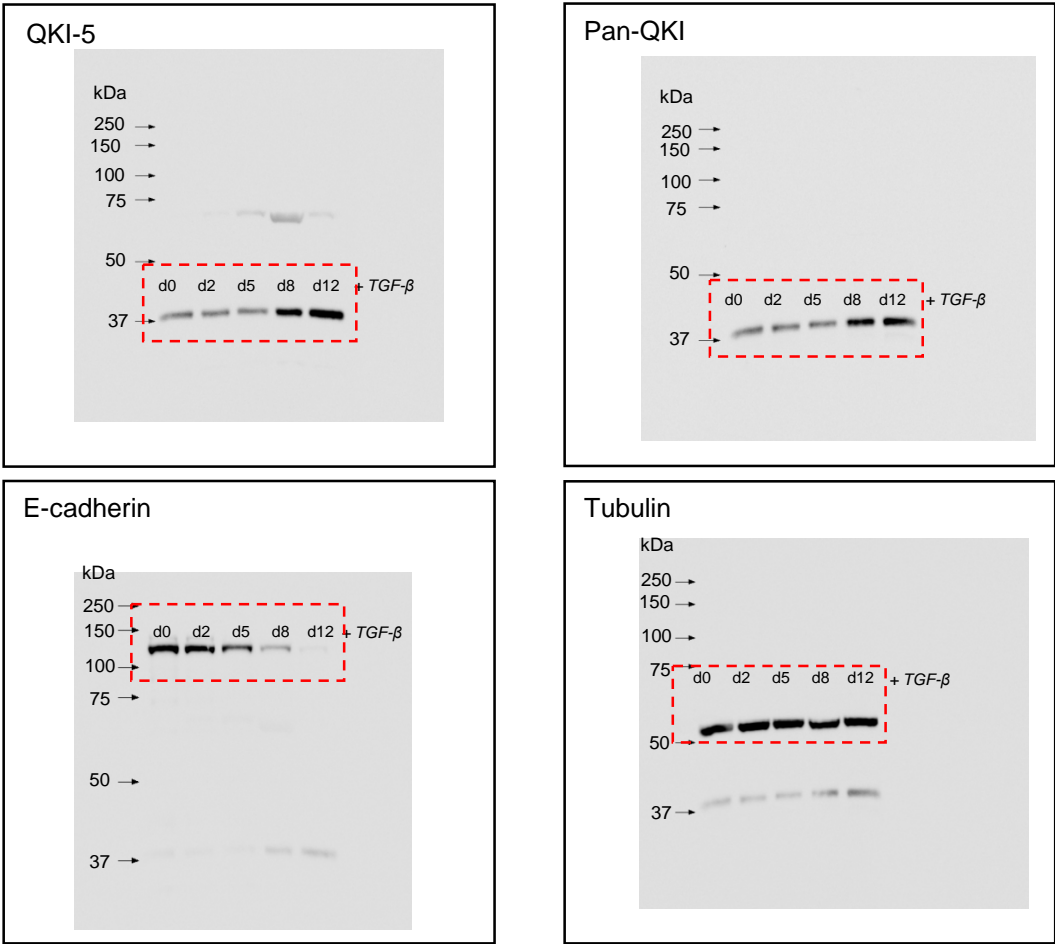

Figure 3 A - HMLE

Western Blot

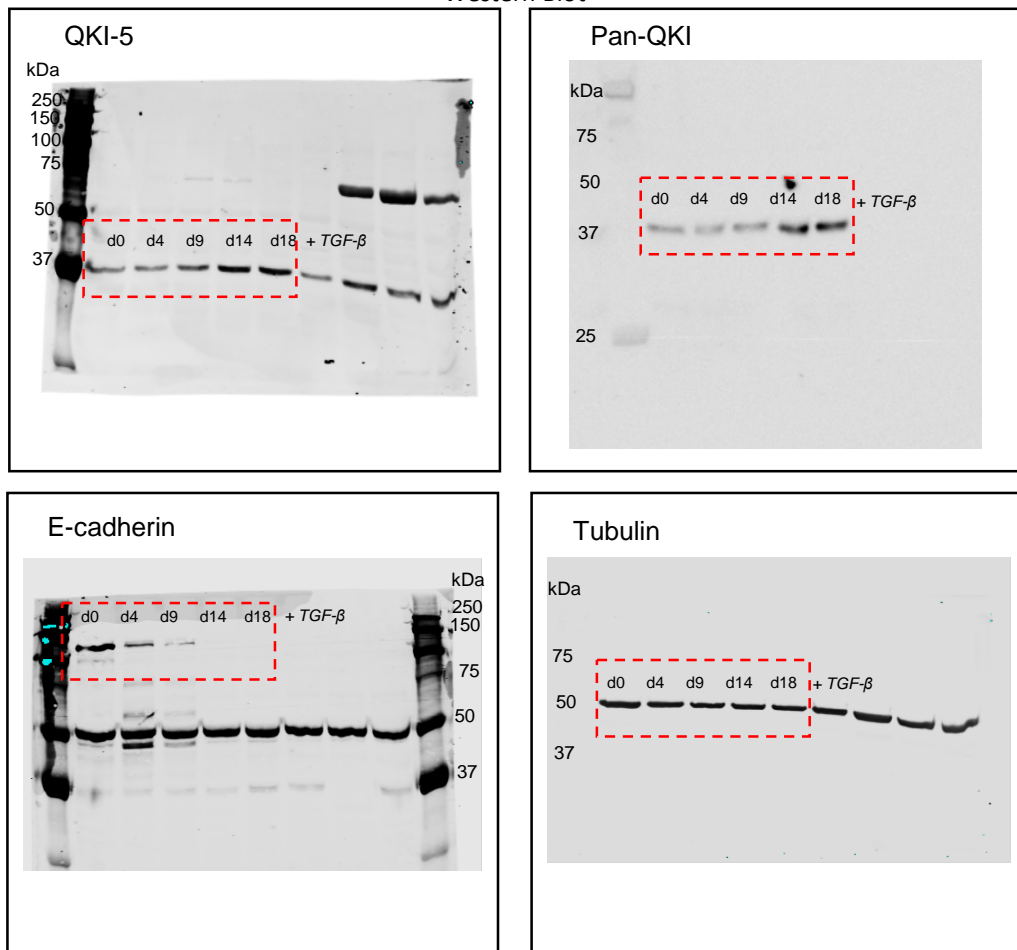

Figure 3 A - MCF10A

Western Blot

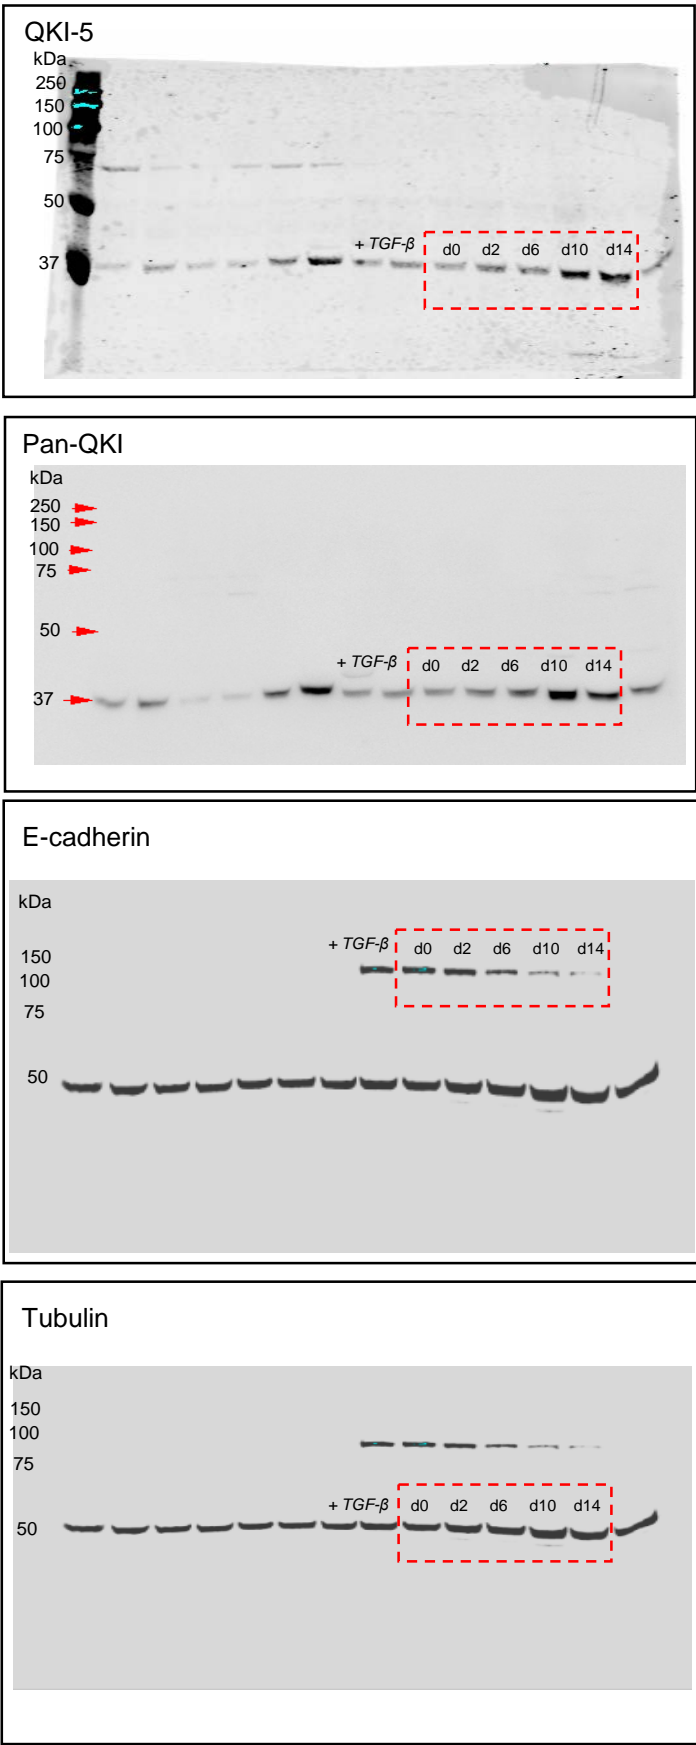

Figure 3 B - LNCaP-iZEB1

Western Blot

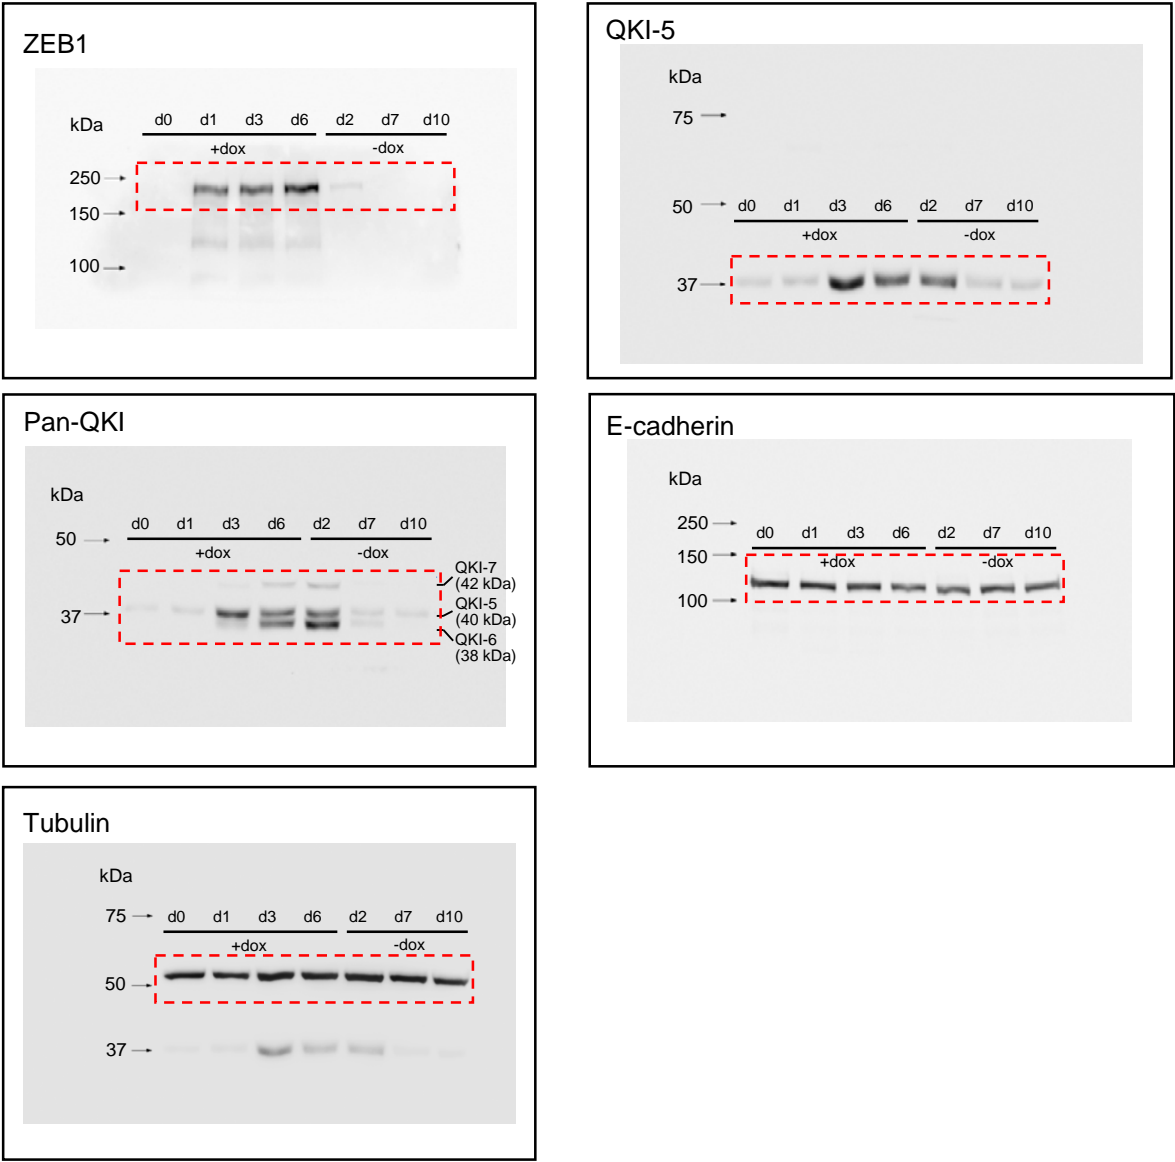

Figure 3 C - MCF7

Western Blot

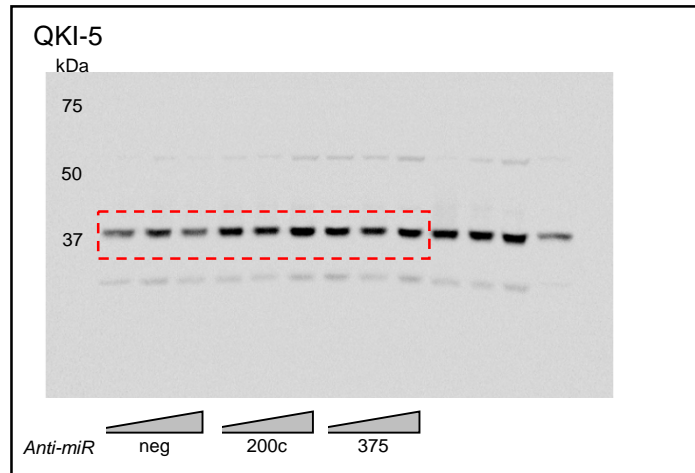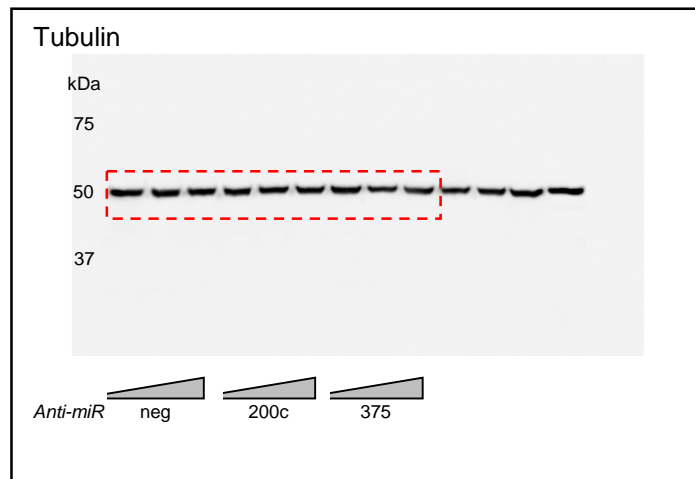

**Supplement:** Supplementary file 16 — Source Data for Figure 3

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016

Figure 4 C - SH-EP  
Western Blot

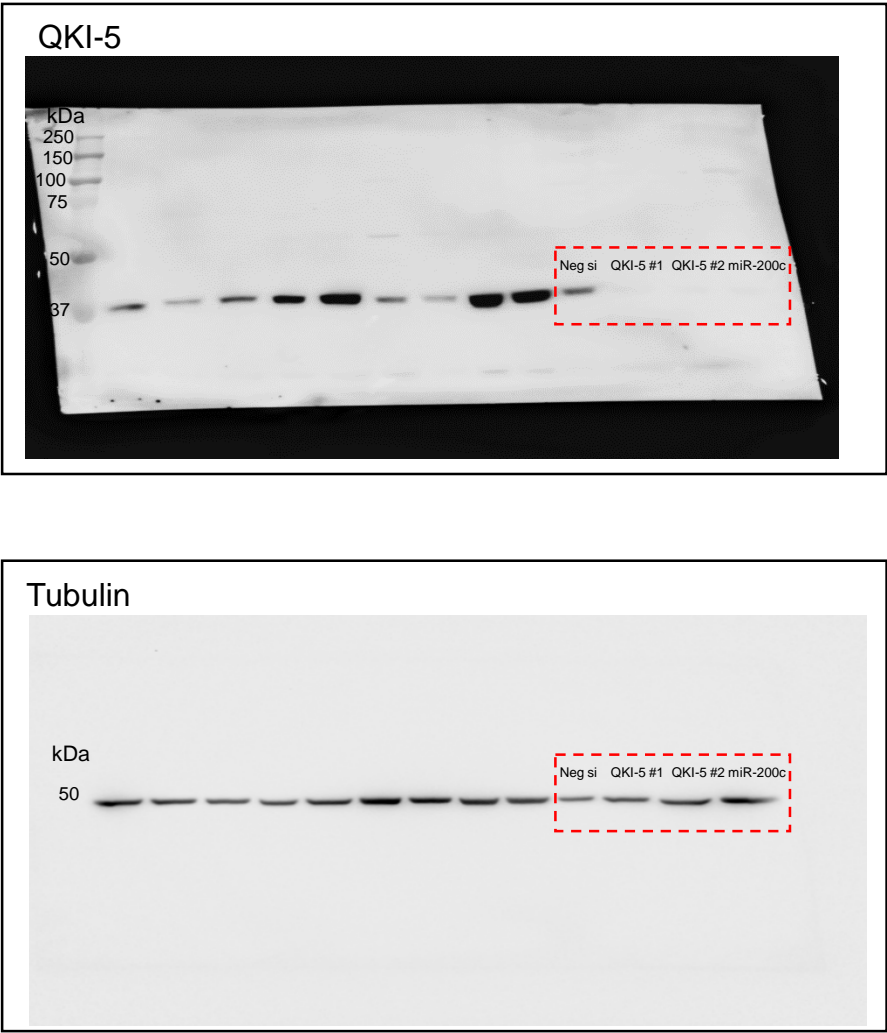

Figure 4 D - MDA-MB-231  
Western Blot

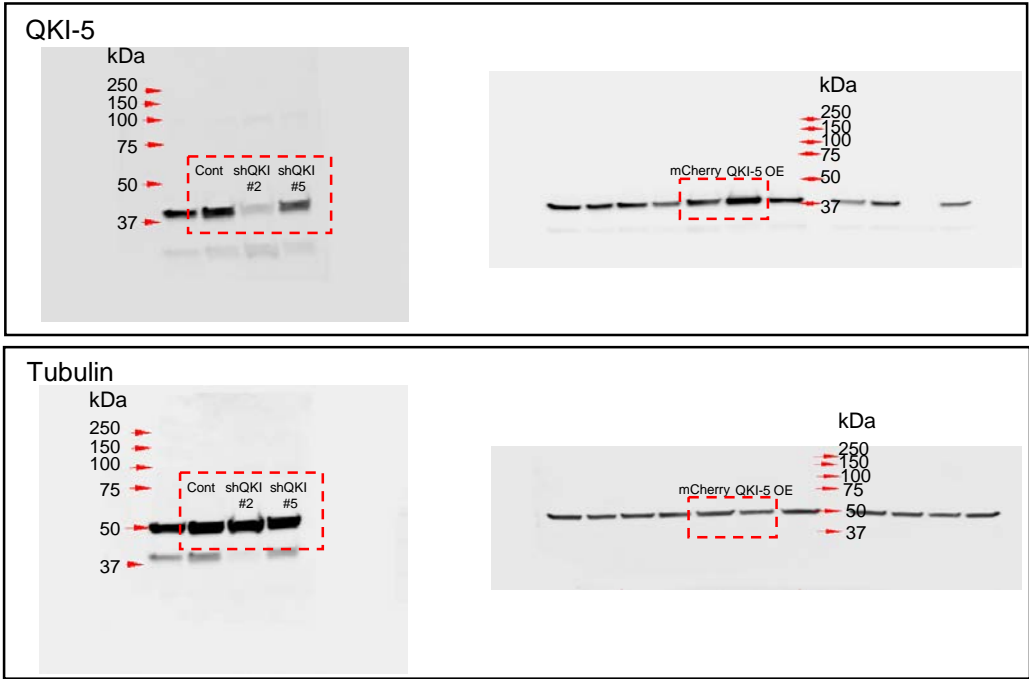

Figure 4 D - mesHMLE  
Western Blot

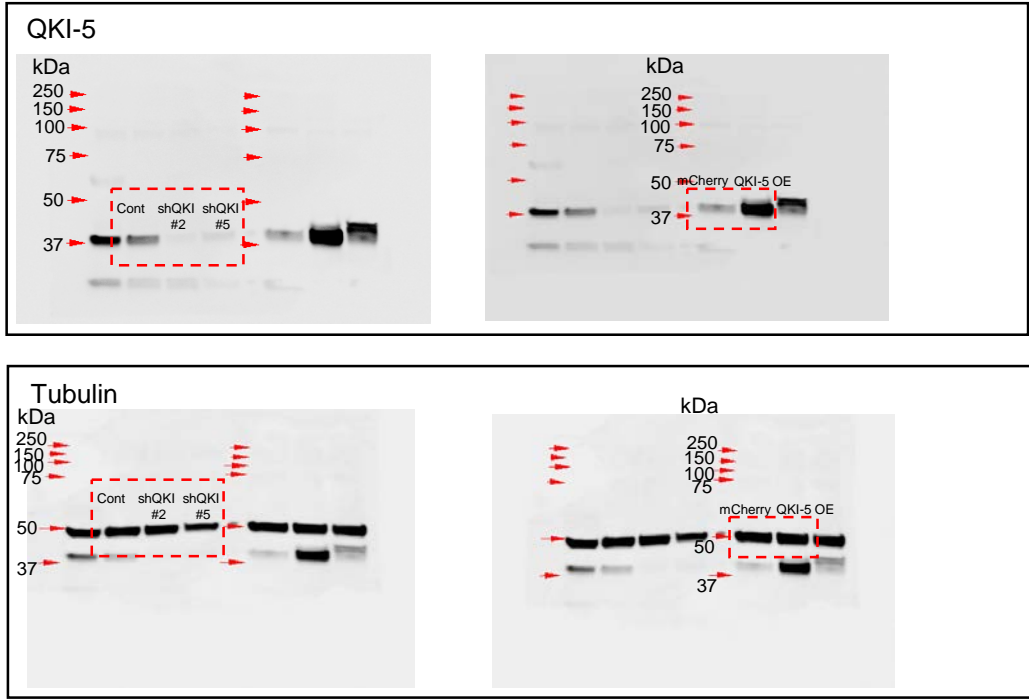

Figure 4 E – MDA-MB-231

Western Blot

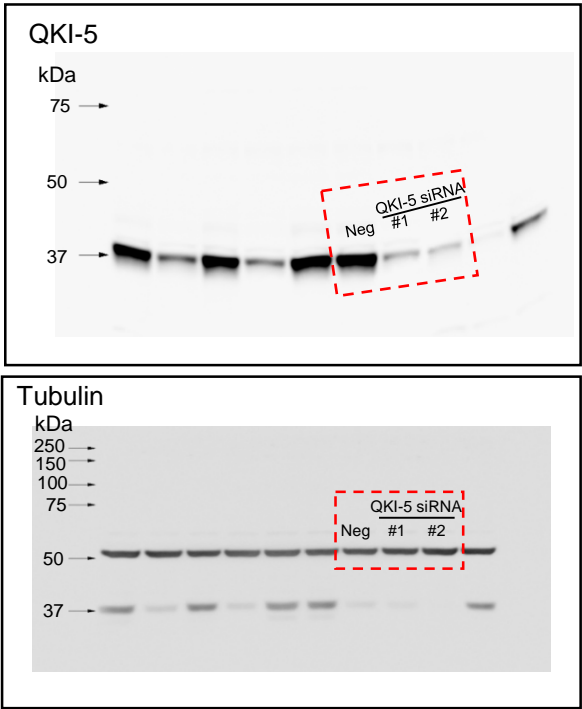

Figure 4 G – MDA-MB-231 LM2  
Western Blot

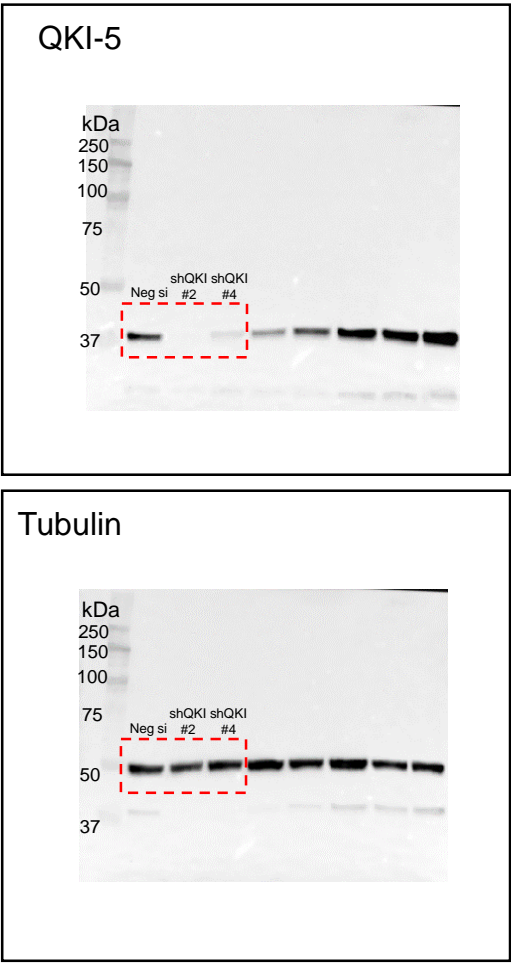

**Supplement:** Supplementary file 17 — Source Data for Figure 4

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016

Figure 5 F – HMLE/mesHMLE. Event for which QKI causes exon skipping

Splicing PCR

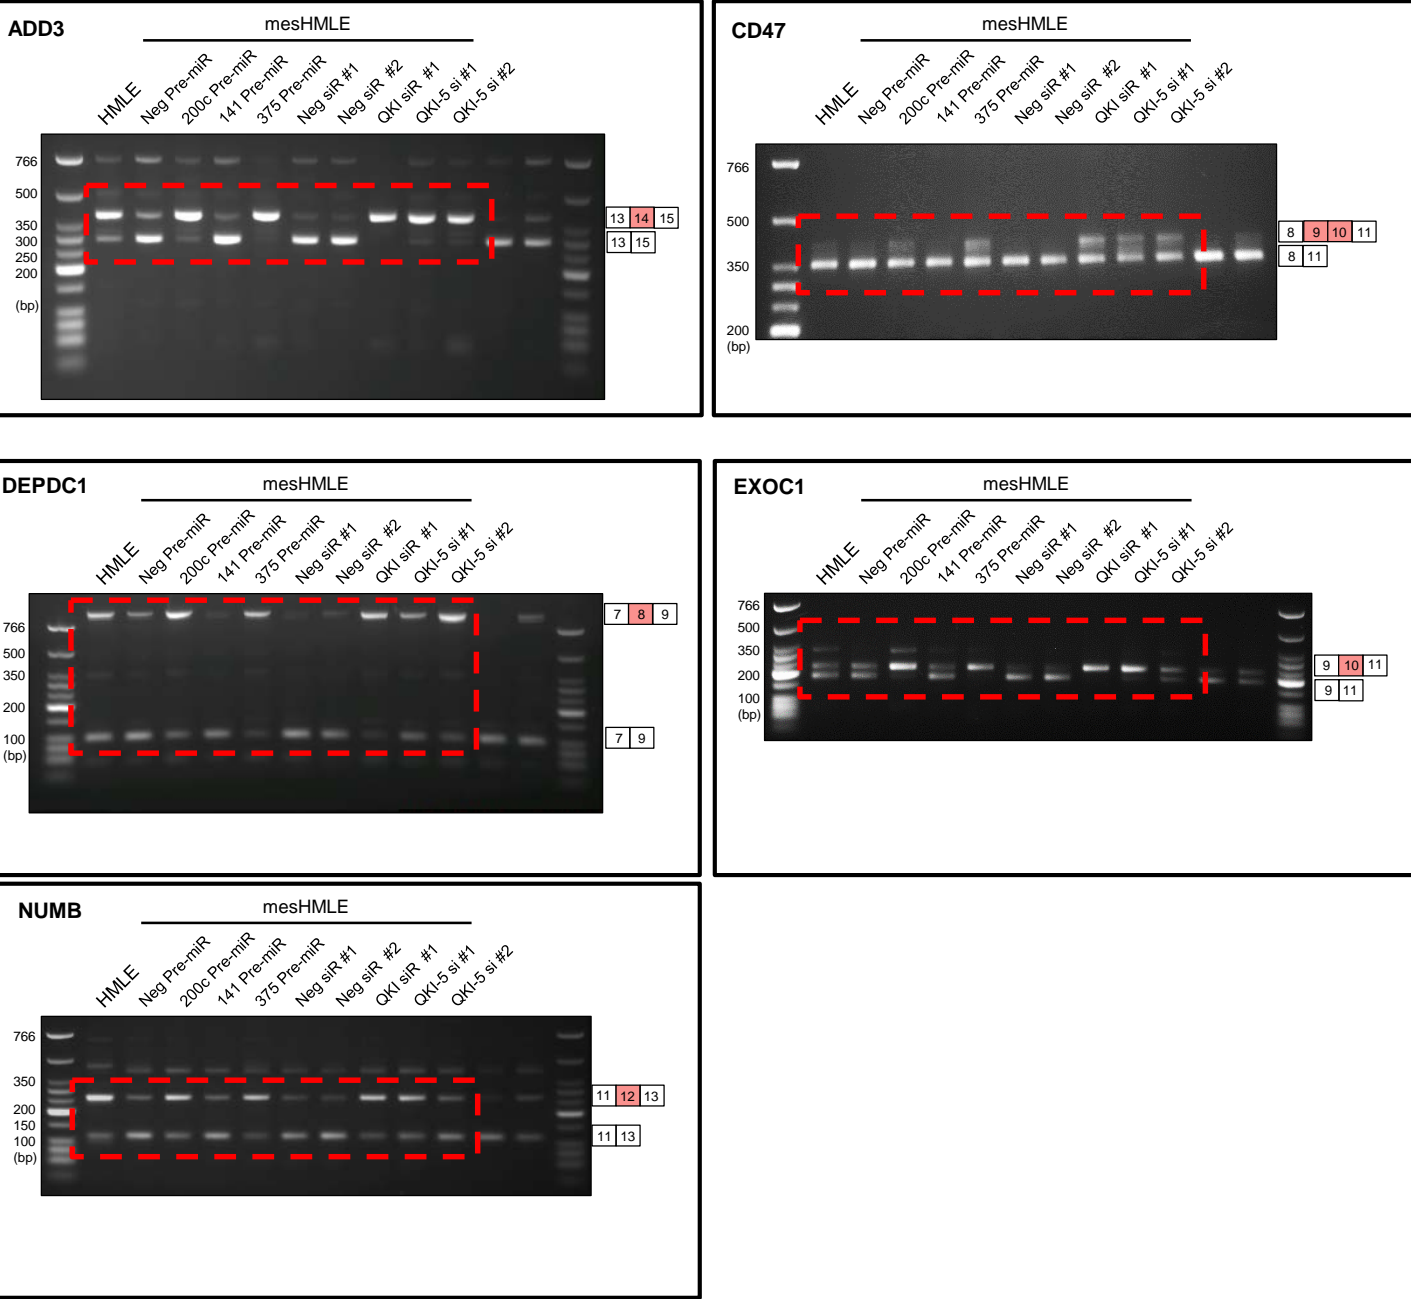

Figure 5 F – HMLE/mesHMLE. Event for which QKI causes exon inclusion:

Splicing PCR

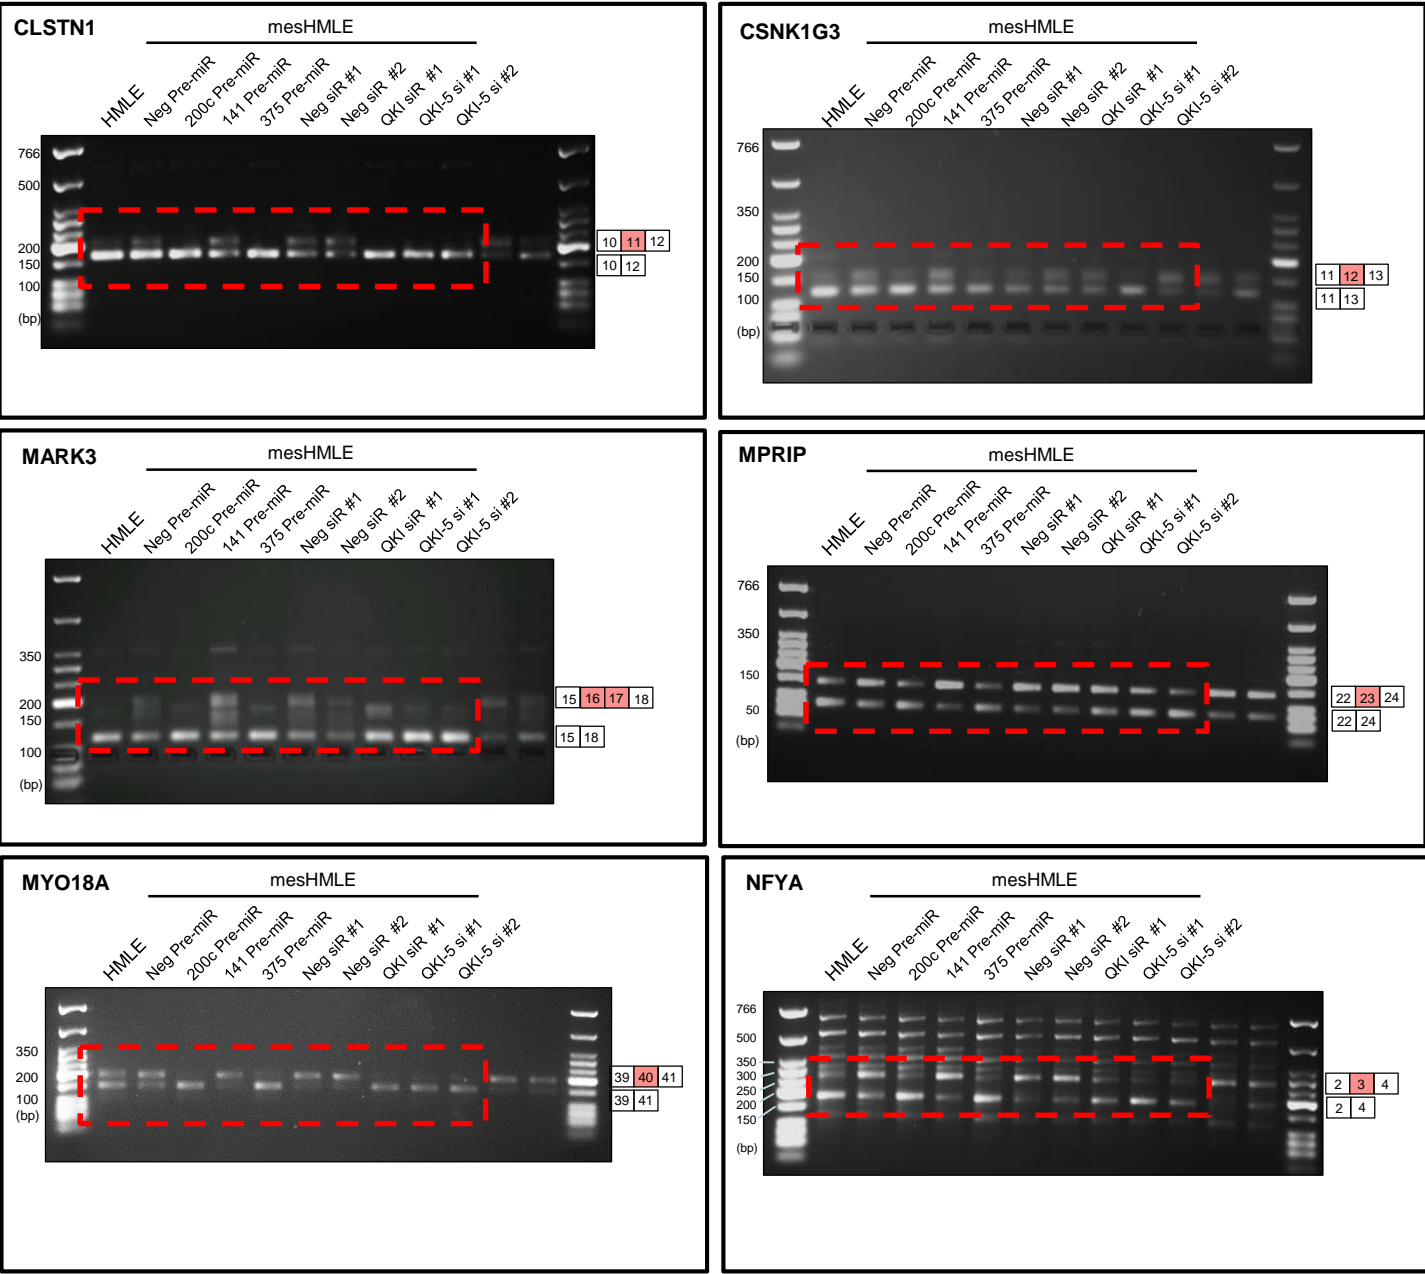

Figure 5 F – HMLE/mesHMLE. Normaliser

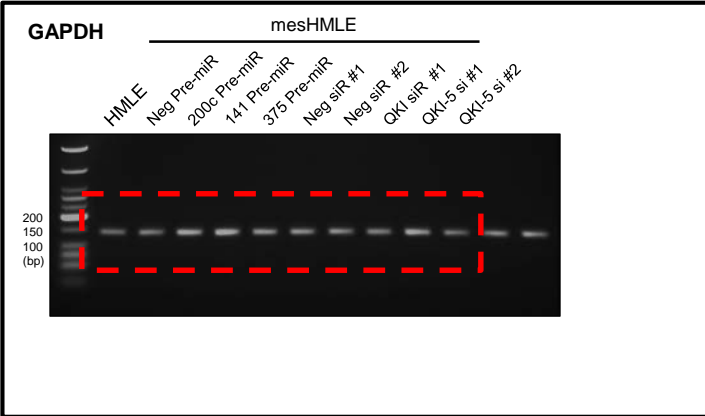

Figure 5 G – Panel of Breast Cancer Cell Lines. Events for which QKI causes exon skipping

Splicing PCR

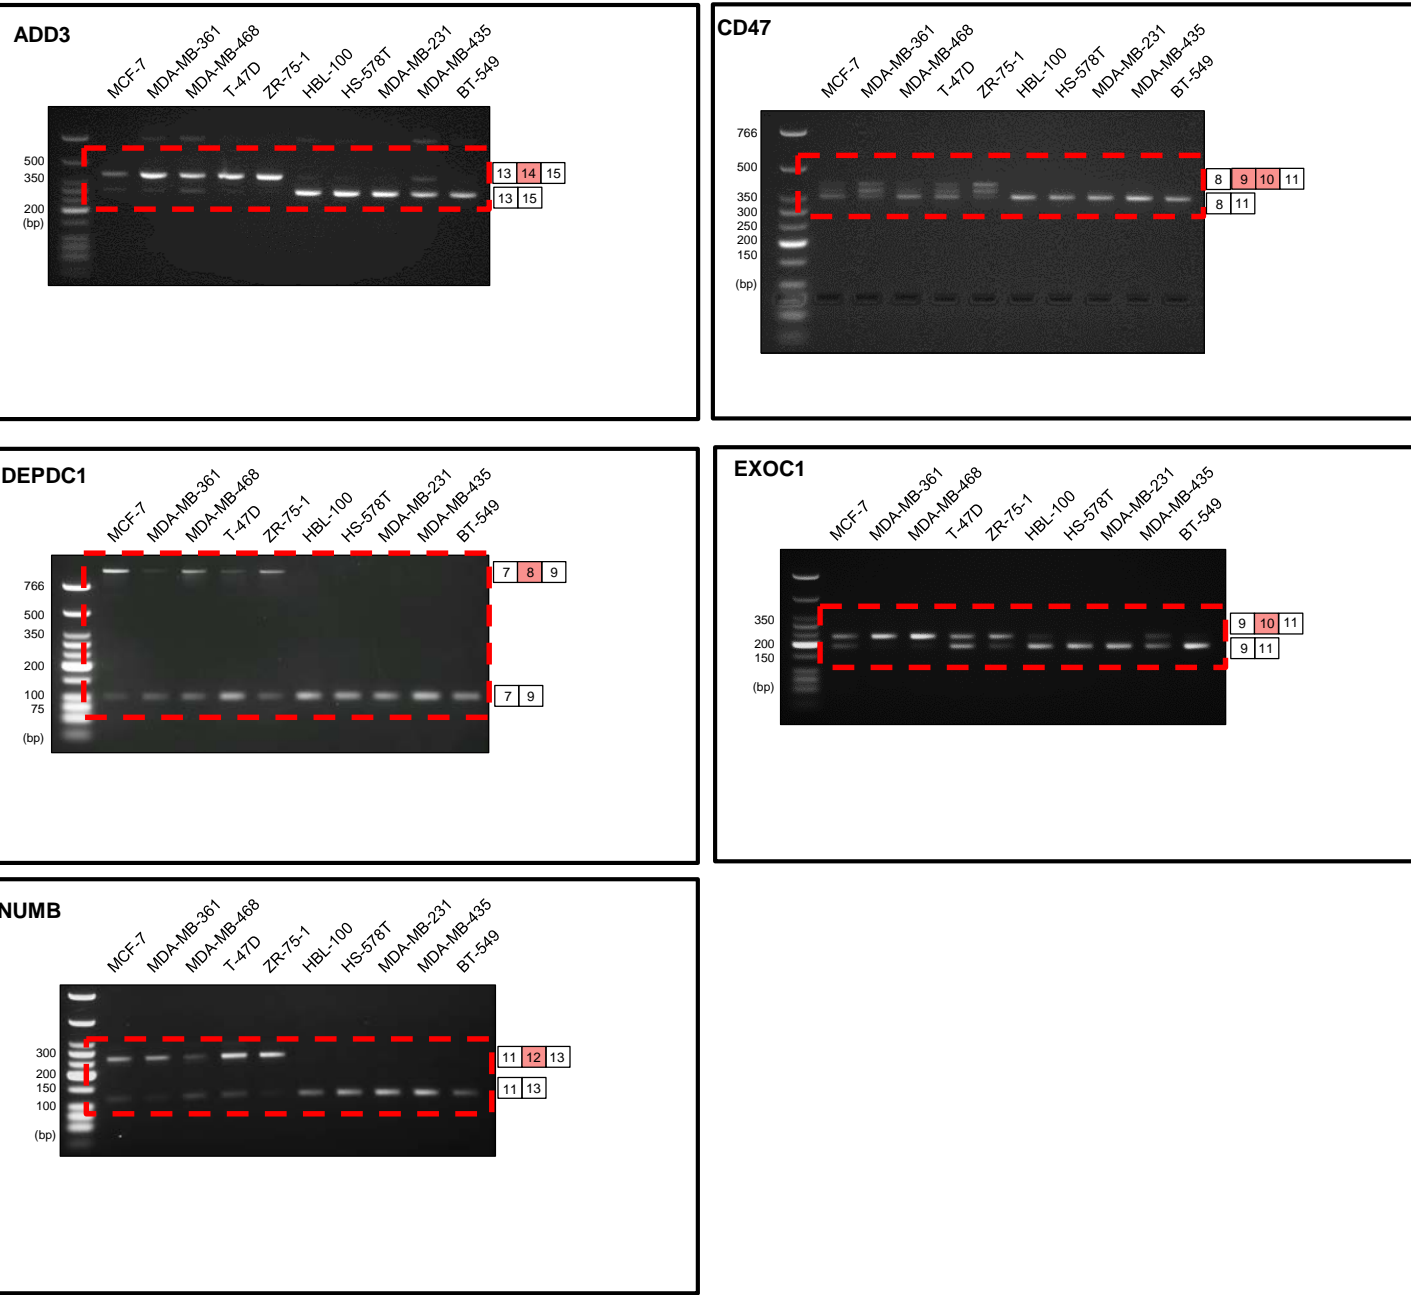

Figure 5 G – Panel of Breast Cancer Cell Lines. Events for which QKI causes exon inclusion

Splicing PCR

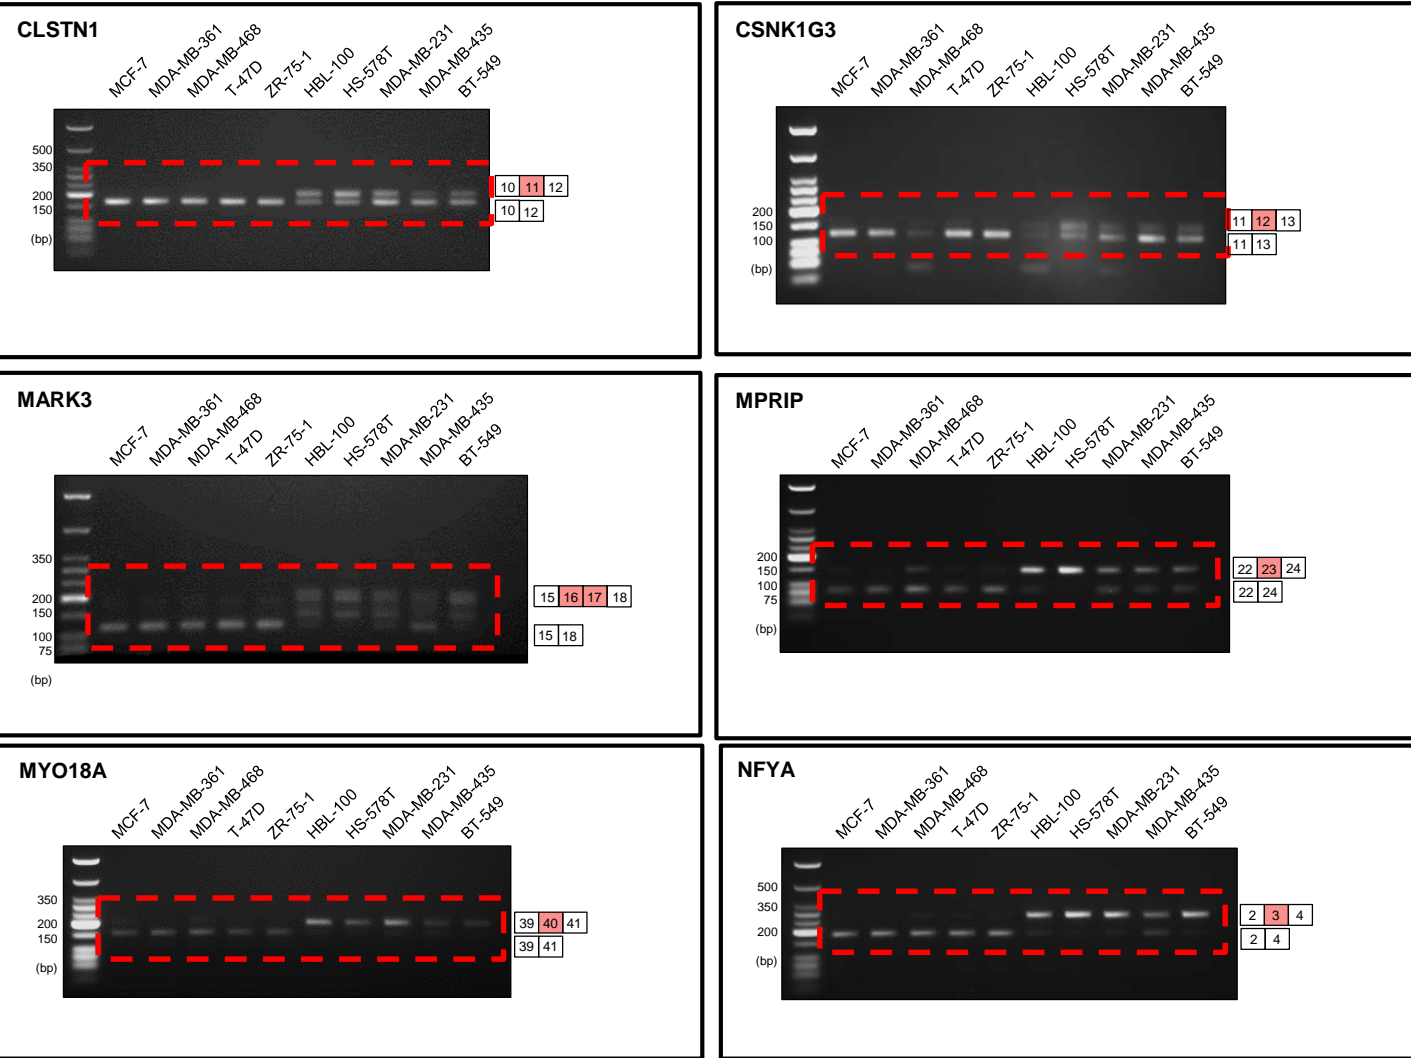

Figure 5 G – Panel of Breast Cancer Cell Lines. Normaliser

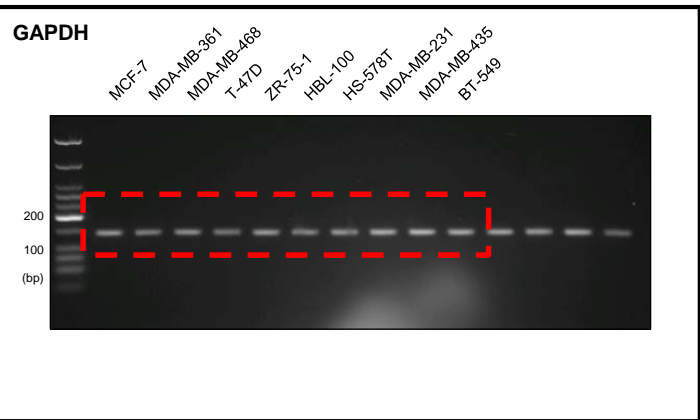

**Supplement:** Supplementary file 18 — Source Data for Figure 5

# Supplementary material for: miR‐200/375 control epithelial plasticity‐associated alternative splicing by repressing the RNA‐binding protein Quaking
**Source:** EMBO J. 2018 Jun 6;37(13):e99016. doi: 10.15252/embj.201899016

Figure 6 A

Western Blot

QKI-5

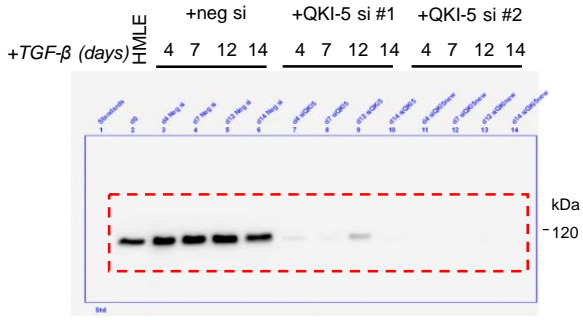

E-cadherin

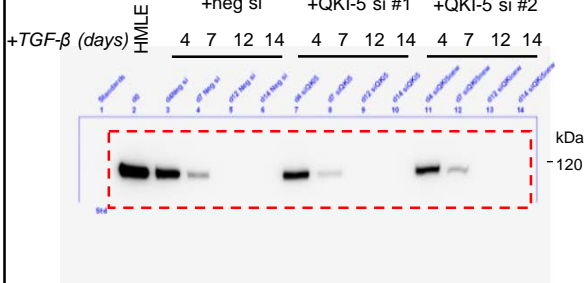

Fibronectin

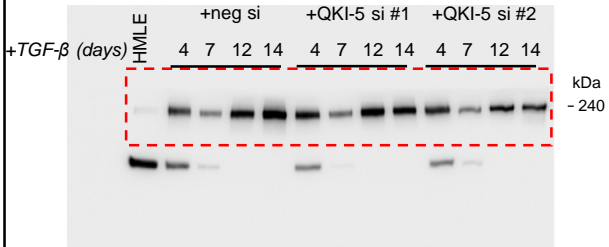

Tubulin

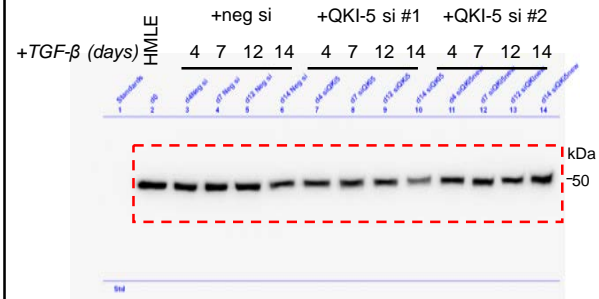

Splicing PCR

ADD3

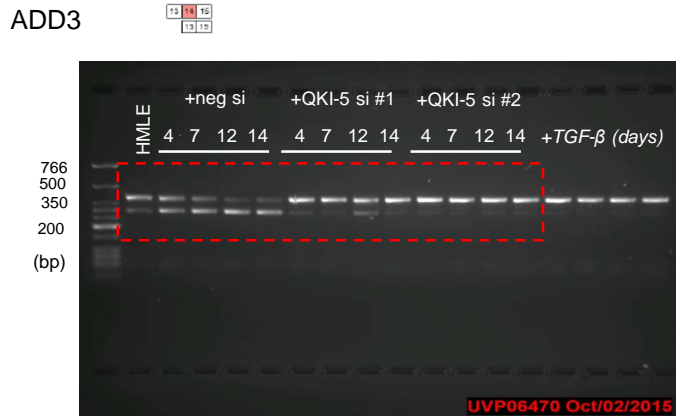

NFYA

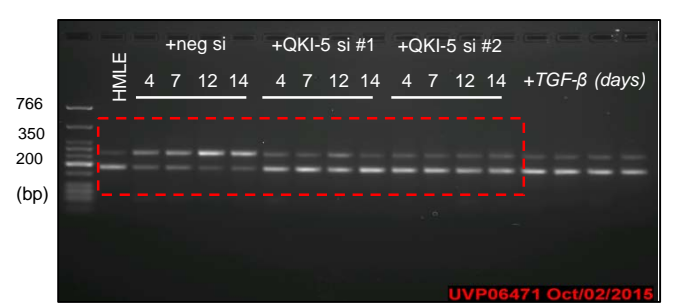

MYO18A

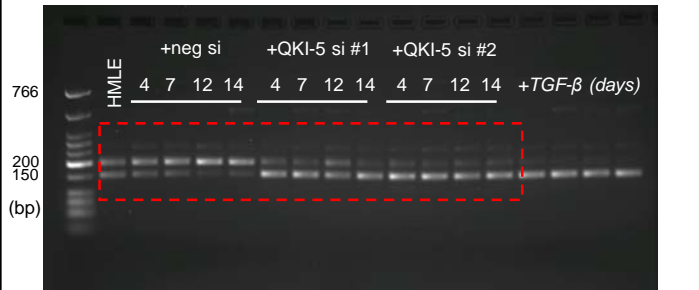

CD47

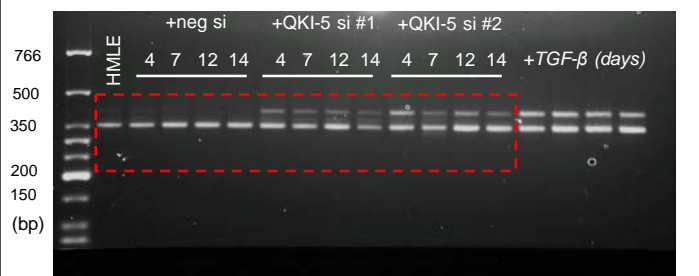

GAPDH

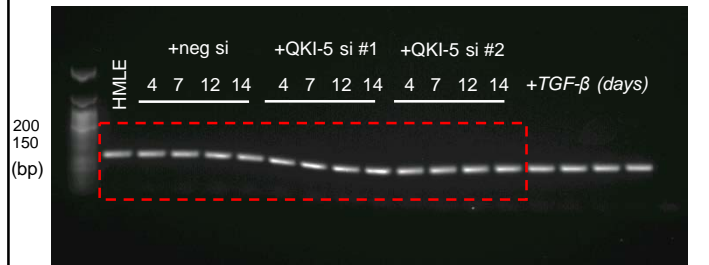

Figure 6 B

## Western Blot

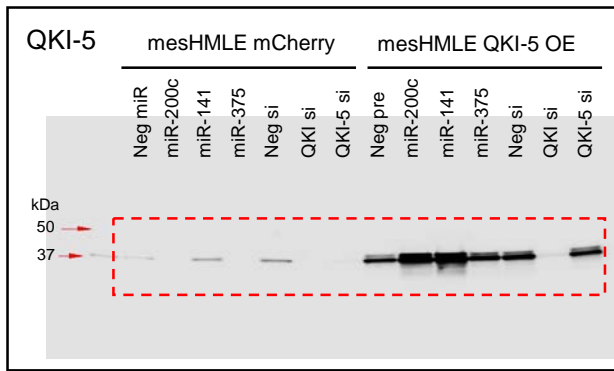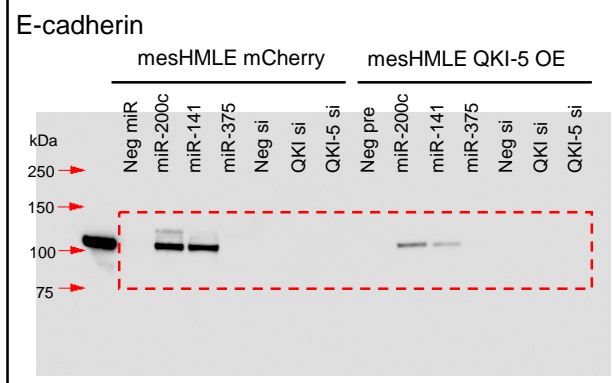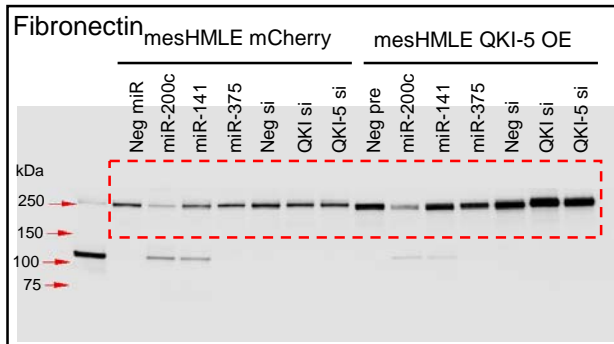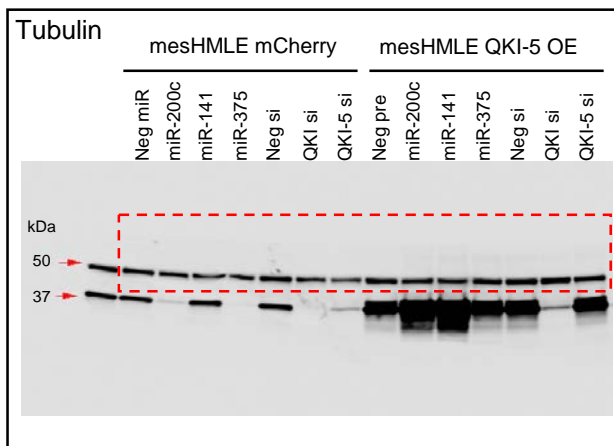

## Splicing PCR

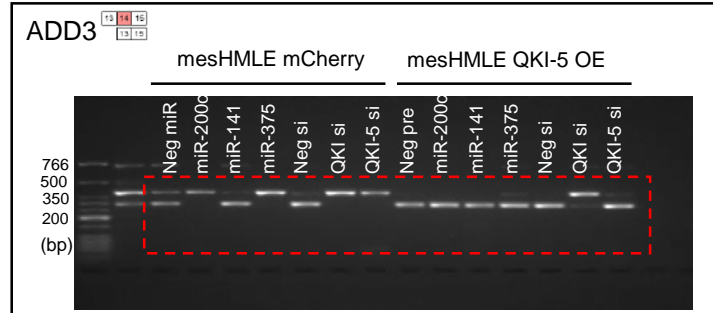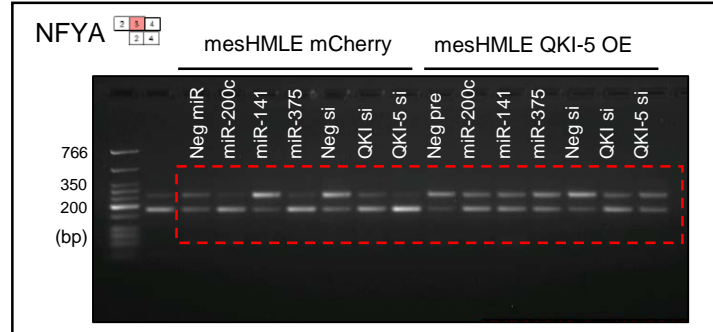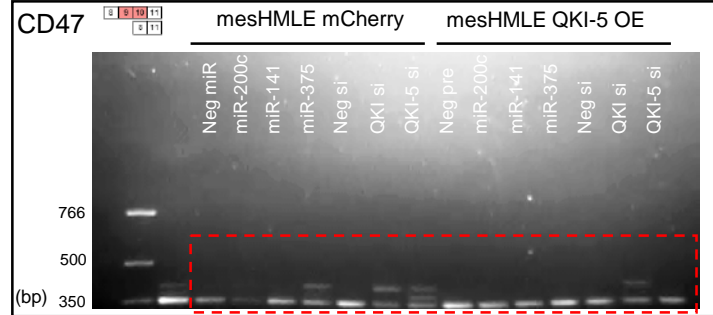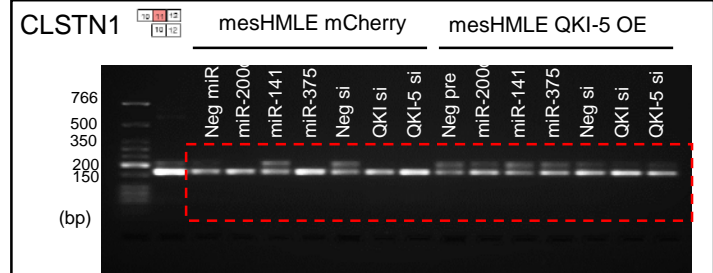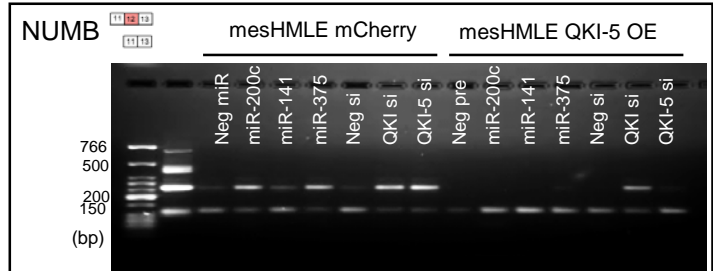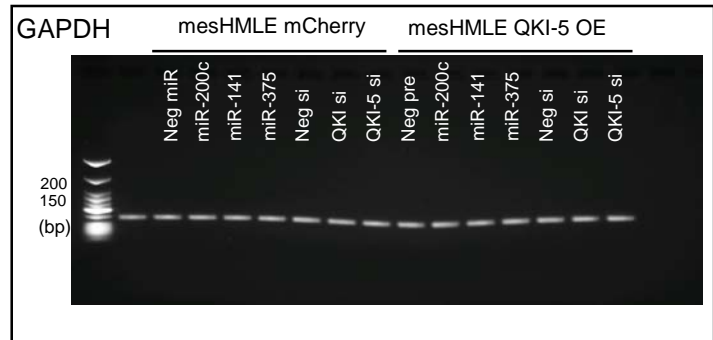

Figure 6 C

Western Blot

Splicing PCR

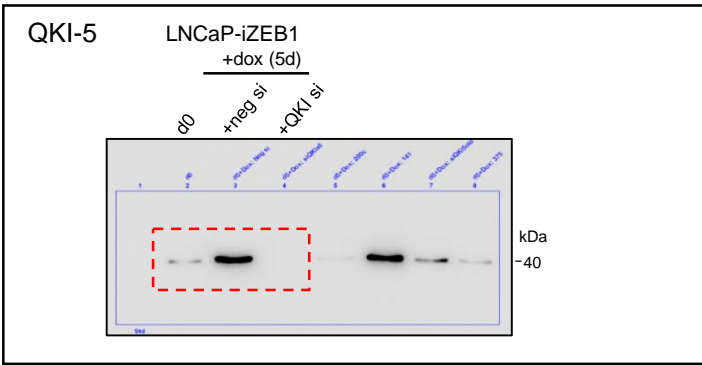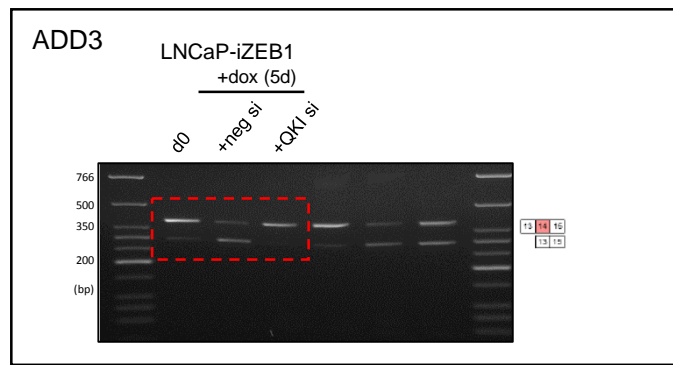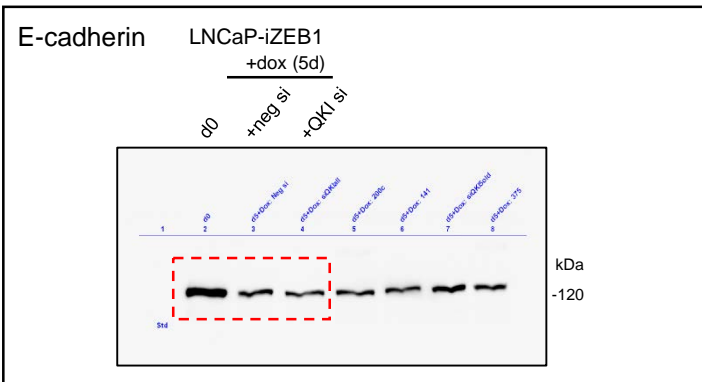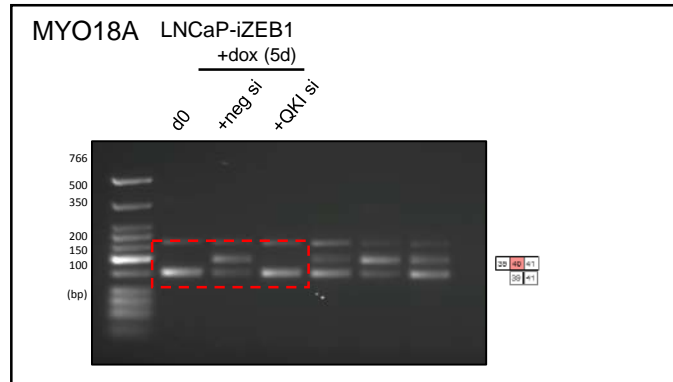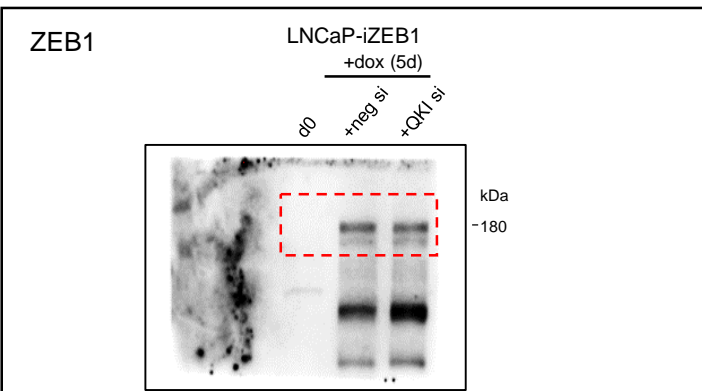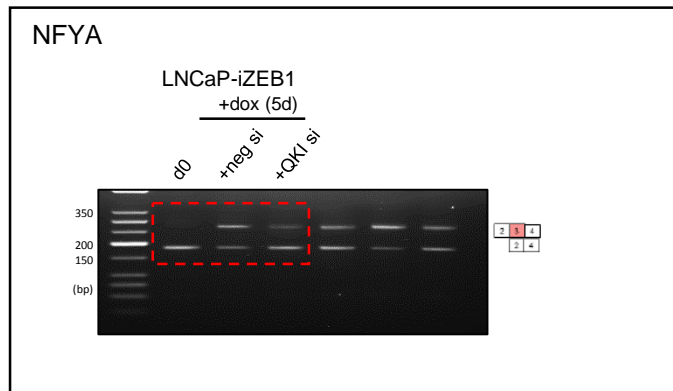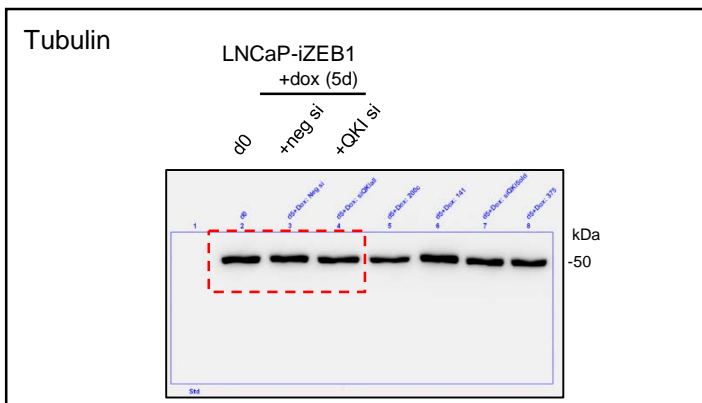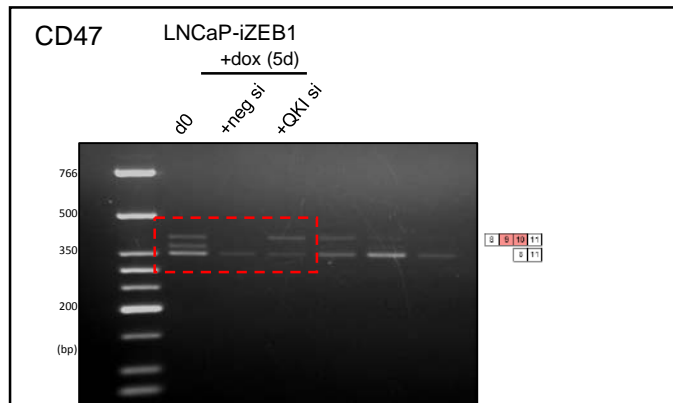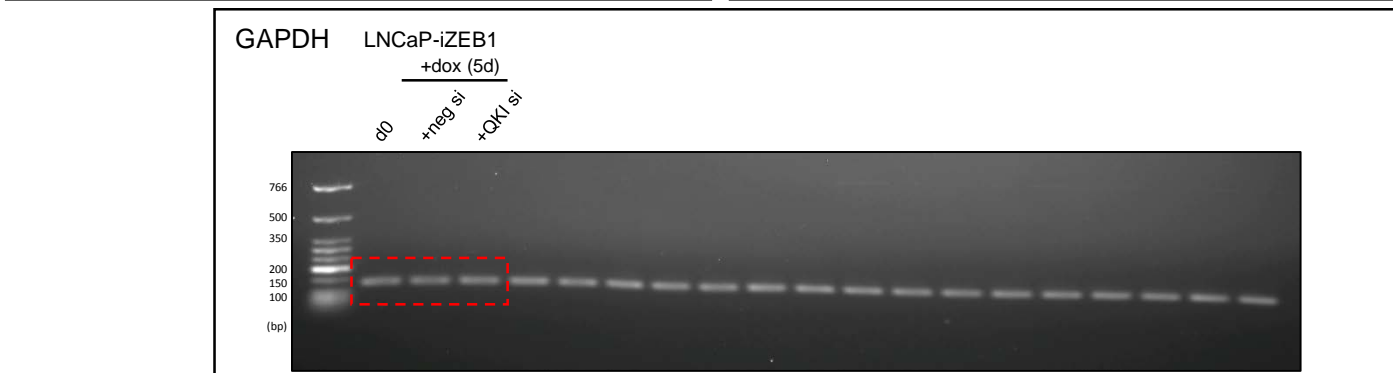

Figure 6 D

Western Blot

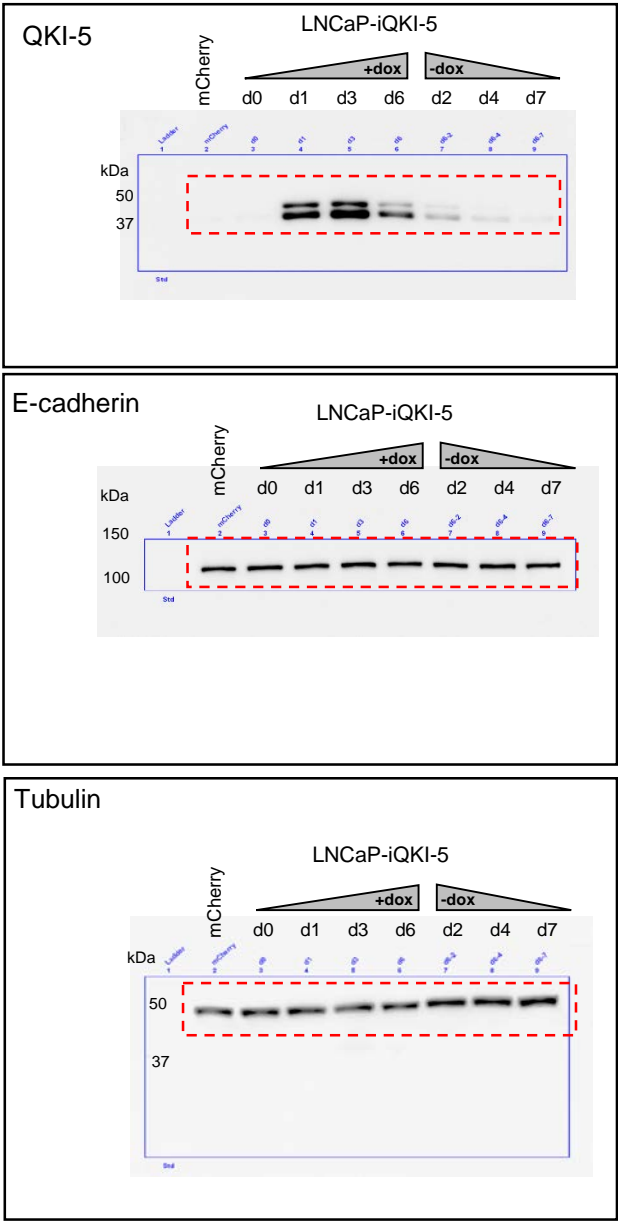

Splicing PCR

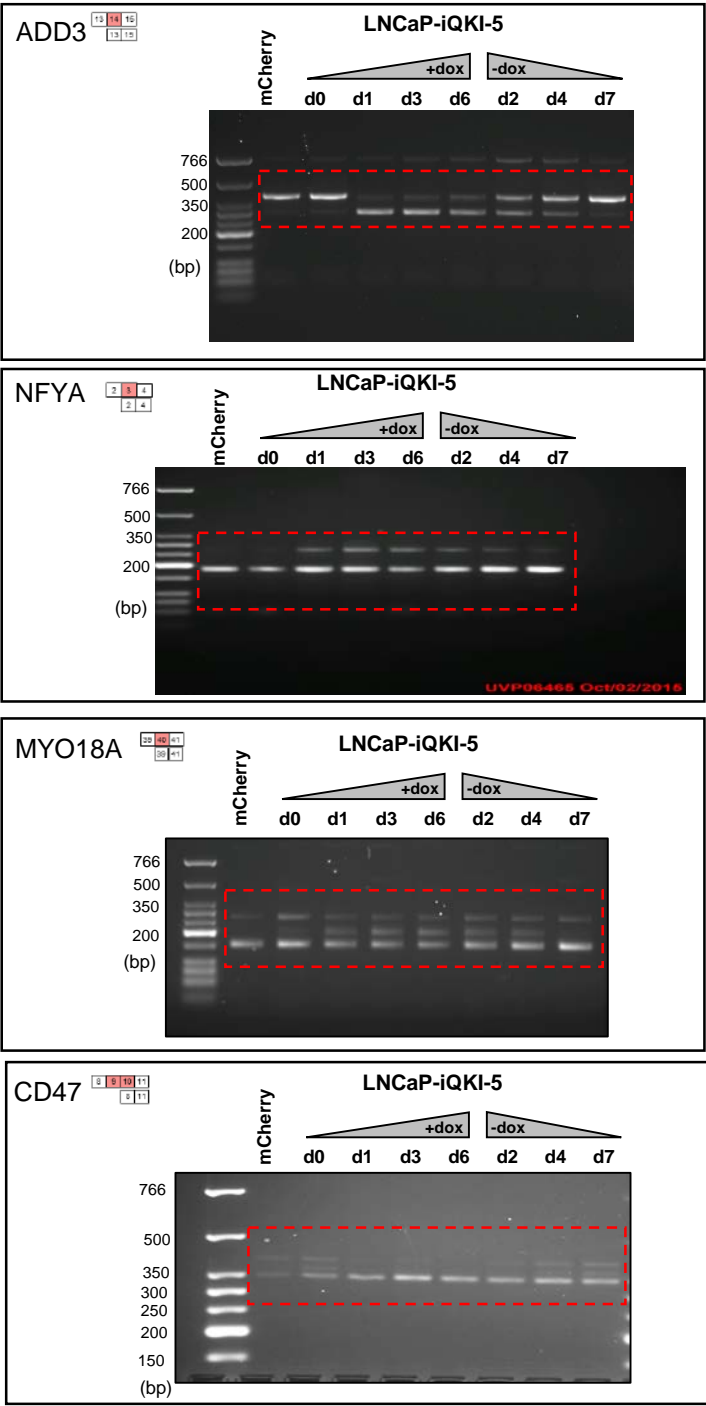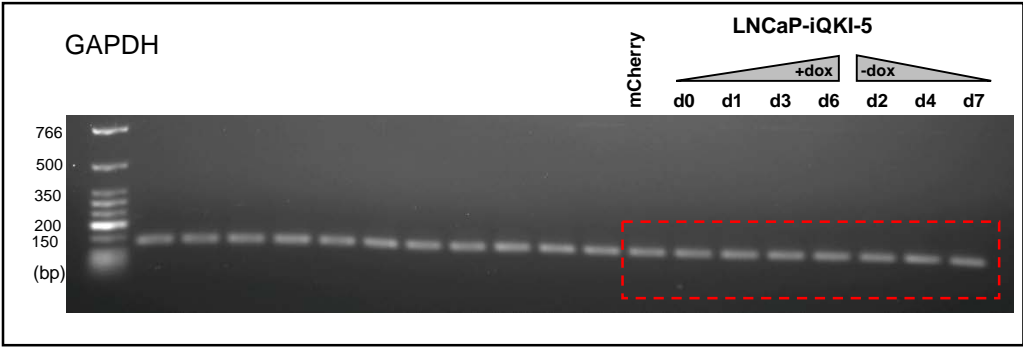

Figure 6 E

Western Blot

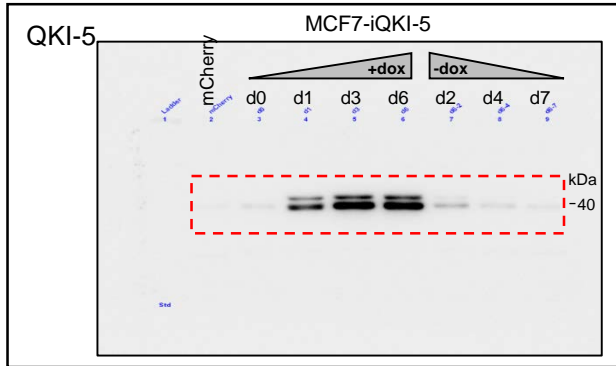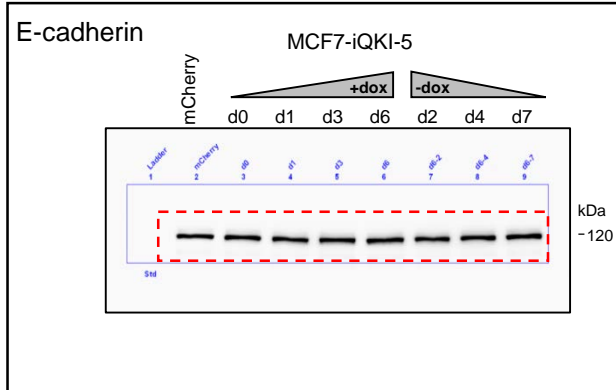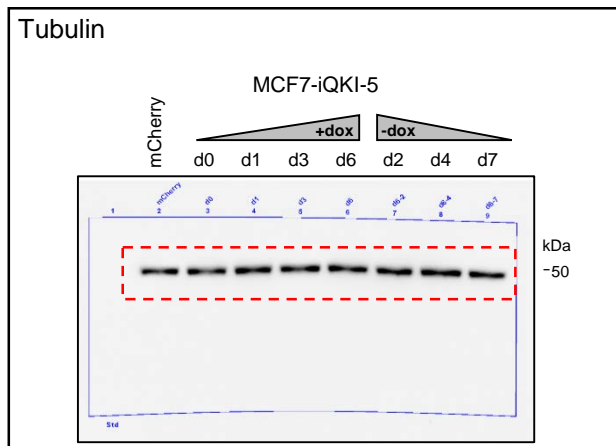

Splicing PCR

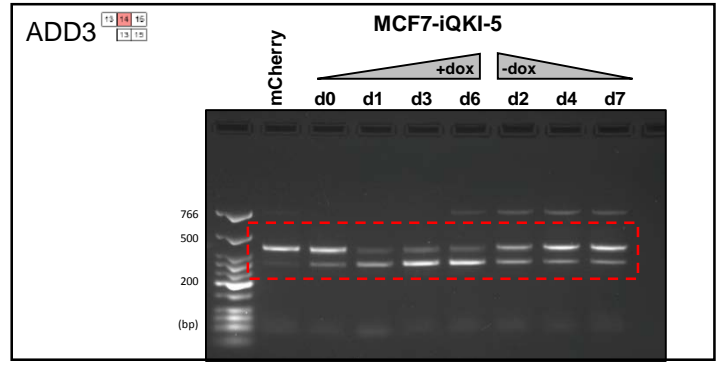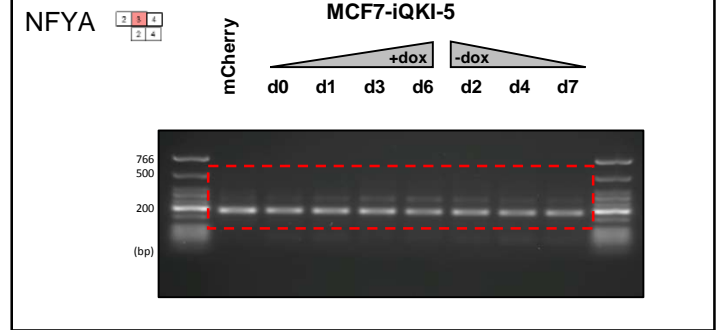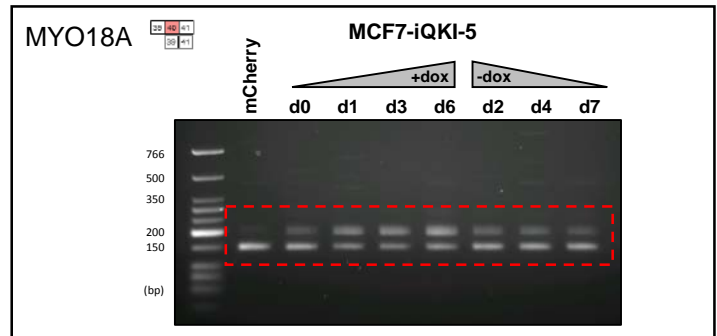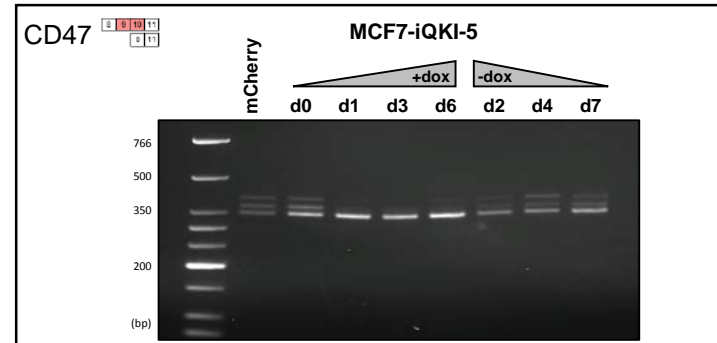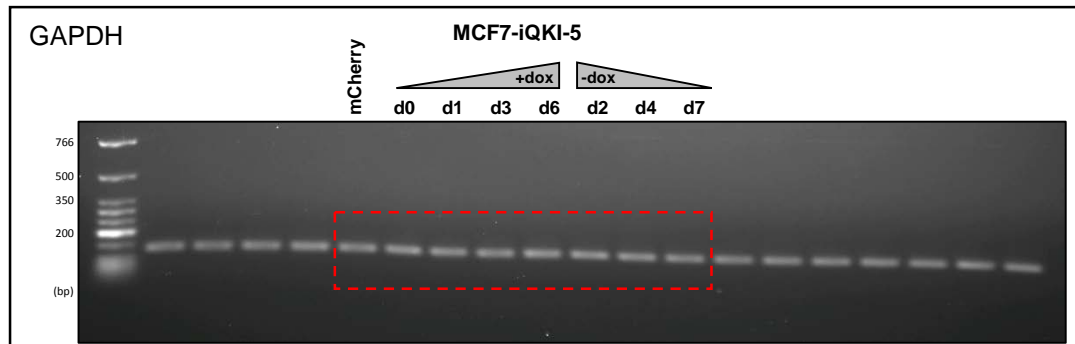

**Supplement:** Supplementary file 19 — Source Data for Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

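The data were QKI‐5 HITS‐CLIP libraries of mesHMLE cells, 7 from immunoprecipitation with an antibody to QKI‐5 and 2 from size‐matched input. The authors trimmed and mapped the reads to hg19, collapsed reads with the same position, alignment and molecular barcode, removed alignments of low mapping quality, pooled the libraries and called peaks separately on each strand with MACS2 against the input. The deposited list gives each peak's position, strand, summit and height. Its height is a signal written by the authors, a whole number per peak of the pooled libraries, not a count per sample, and it was used only within the list, to describe, rank and filter peaks and to compare peaks with and without ACTAAC. Low mapping quality was filtered before calling, so peaks in repeated sequence are those that the remaining reads allow. Pooling leaves no replicate error, and the list gives no depth per library. Precision is therefore stated as 95% Wilson intervals of shares of peaks or events, which cover counting error only.

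Positions are those of the authors' list, given with the first base counted as 1, on hg19. Sequence came from GRCh37 and gene models from GENCODE release 44 placed on that build, whereas the authors mapped with the iGenomes UCSC annotation. The 18 mitochondrial peaks were left out of the sequence and annotation work. Peaks were classed by their centre, in the order promoter, 5′UTR, 3′UTR, exon, intron, intergenic, with a promoter of 1000 nt before to 100 nt after a transcript start. Motif shares were compared with windows of the same length 500 nt to either side in an exact McNemar test, and the larger of the p-values of both sides was kept. The paper tested motifs with Homer against introns around constitutive exons, which was not repeated here. Motif positions were tested with a binomial test over pairs of peak and site, and heights with 100000 permutations of the median. Where a p-value was too small to be written as a number, its log10 is given.

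Splicing events came from Tables EV4, EV5 and EV7. The column headings of the knockdown and control PSI values in Table EV5 appear to be exchanged, because the column with 3 values per event equals the mesHMLE column of Table EV4 at all 356 events, and the values were read in that way. The full set of exons of Fig 5E was not analysed here, and the 356 events of Table EV5 and the EMT events of Table EV4 took their place. A region counted as bound when a peak on the gene's strand overlapped it by at least 1 nt. Shares were compared with Fisher's exact test (two‐sided), with odds ratios after adding 0.5 to each cell, and Benjamini-Hochberg adjustment over the 15 comparisons of the regions. The logistic regression had log2 junction reads and log2 intron length as covariates.

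The genes and peaks named were set by a rule: the genes of the RT–PCR events, the genes of Fig 7F (1 of them is not reported here), QKI, the 5 tallest peaks and the 5 events of Table EV5 with the largest change in PSI among those with a peak. The alternatives were a height filter at the median, merged peaks, other chromosome sets, other ways to class peaks, other motifs and windows, regions of 100 and 500 nt, the peak centre in place of overlap, 1 event per gene, and the logistic regression. The comparisons of regions in the wording of the text, the annotation limited to protein-coding genes and the alternatives for included against skipped exons and for the far ends of the introns were added after the data were seen, as were the models with peak width. Scripts were tested on simulated data. The planted region was found, 9 of 200 comparisons without a difference had a p-value under 0.05, and 0 of 1000 interval lookups differed from a direct search. A motif planted in 400 of 2000 random sequences gave a p-value of 2.0e-91 in the exact McNemar test. That test did not cover the reading of sequence from the genome. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome.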

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

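The tests of the Alu sequence and of NEAT1 against the other peaks were chosen only after the result was seen, and the tests of the U6 copy and of the NEAT1 tiles after the peaks themselves had been noticed. The peaks described here lie outside those the paper discusses. Peaks had been called against the size‐matched input, which is the control for all of them. The design holds a single condition, so no difference between conditions was tested for any of them. Binding through ACTAAC was tested for the NEAT1 peaks and those with the Alu sequence, and no biological explanation was tested for the U6, mitochondrial and QKI peaks.

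The tallest peak, with a height of 42903 and 4.84% of the summed height of the list, lies on chromosome 1 from 27651706 to 27651816 on the plus strand. It coincides with RNU6-48P, an annotated copy of the U6 snRNA gene, overlaps TMEM222 and was classed as promoter. Of its 92 words of 20 nt, 81 (88.0%) also occur in other annotated copies of U6, so reads of U6 snRNA from elsewhere may account for it. The second tallest peak, of height 4474 on chromosome 5 from 74075133 to 74075178, also lies in a U6 copy, which overlaps NSA2, and 36 peaks of the list do. Whether U6 itself was crosslinked to QKI‐5 was not tested.

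NEAT1 held 158 peaks and MALAT1 held 11, and both are long non‐coding RNAs. The next tallest peaks were 3 in MALAT1, with heights of 3408, 3131 and 2685. The NEAT1 peaks covered 76.7% of the gene. ACTAAC was in 5 of the 158 NEAT1 peaks (3.16%), against 10.1% of the other peaks (odds ratio 0.319, p = 0.0020, Fisher's exact test, two‐sided). Against 18 tiles of NEAT1 outside the peaks, of which 0 had the motif, the p-value was 1, and so few tiles remained that binding of an abundant RNA without regard to the motif and binding at its motifs cannot be told apart. Across the list, the tallest 240 peaks, of which 85 were in NEAT1, held ACTAAC more often (17.1%) than the others (9.98%; odds ratio 1.88, p = 0.00073, exact test). They were also wider, with a median of 109 nt against 61 nt, and with log2 width in a logistic regression, chosen after seeing the data, the odds ratio was 0.937 (p = 0.72, n = 240 and n = 23779 peaks). The regression was not repeated without NEAT1, whose peaks held ACTAAC less often, so it does not show whether the other tallest peaks were richer in the motif. The paper measured gene expression in mesHMLE cells by RNA‐seq, but transcript abundance was not compared with peak height here. The values above do not decide whether height follows abundance more than the motif.

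The mitochondrial chromosome held 18 peaks, all on the plus strand, with a median height of 231.5 and a highest of 1328. Neither their sequence nor a carry‐over of mitochondrial RNA was tested.

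QKI itself had 15 peaks on its strand, 6 in introns and 9 in 3′UTRs. The tallest, of height 125, lies on chromosome 6 from 163995027 to 163995089 in a 3′UTR. ACTAAC was in 1 of the 15, a 3′UTR peak from 163994888 to 163994968. Whether these peaks bear on QKI levels was not tested.

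The sequence CCCAGGCTGGAG, part of the Alu repeat read on its antisense strand, occurred in 540 peaks (2.25%, interval 2.07 to 2.44%) and in 0.645% of the windows 500 nt away (odds ratio 3.54, p = 5.5e-73, Fisher's exact test). Its reverse complement, CTCCAGCCTGGG, did not differ (0.283% of peaks, 0.350% of windows, p = 0.15, exact test). Binding through ACTAAC sites beside the Alu sequence was tested in the 432 genes with such a peak. An ACTAAC lay within 100 nt of 22 of 431 copies of the sequence inside peaks (5.10%, interval 3.39 to 7.61%) and of 44 of 6139 copies over 1000 nt from any peak (0.717%, interval 0.534 to 0.961%; odds ratio 7.53, p = 6.8e-11, exact test). Inside the 540 peaks ACTAAC was rarer, in 3 of them (0.556%) against 10.3% of the other peaks (odds ratio 0.0569, p = 6.4e-21, exact test), but these peaks were chosen for holding the Alu sequence, so their own sequence does not decide about sites beside it. The sequence without an ACTAAC within 100 nt was still in 517 peaks (2.15%) and 0.639% of the windows (odds ratio 3.42, p = 3.5e-67, exact test), which argues against such sites as the whole source of the excess. They may account for a small part of it, and what gave the rest stays open. Reads that map to several copies of the repeat were not examined.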

How the results depend on the processing

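The alternatives were set before the data were examined, except the protein-coding annotation, the alternatives for included against skipped exons, those for the far ends of the introns and the regions in the wording of the text, which were chosen after seeing the data. No paired analysis was possible because the libraries were pooled before peaks were called and the list has no value per replicate, which also rules out leaving out a replicate.

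The motif results, the events with a peak and, of the 6 comparisons with background in the exon and in the introns beside it, 5 kept their direction and their side of the threshold under every alternative run. So did included exons against background at the far end of the downstream intron. The ratio for ACTAAC against windows ranged from 4.47 to 16.6, that for its position from 2.40 to 3.31, and the log2 difference in height was 0.23 in each. The odds ratio in the downstream intron of included exons ranged from 7.63 to 19.5, in the upstream intron of skipped exons from 5.66 to 31.2 and in the skipped exon itself from 9.21 to 34.9. For regulated against background events it ranged from 1.82 to 4.88, and it was 2.30 with junction reads and intron length in the model.

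The upstream intron of included exons no longer passed with all 356 events (odds ratio 2.08, adjusted p = 0.076, Fisher's exact test) or with 1 event per gene (2.89, adjusted p = 0.084), where its alternatives ranged from 0.00016 to 0.084, and the cause was not tested. Included against skipped exons no longer passed for the upstream intron with regions of 100 nt (odds ratio 0.362, adjusted p = 0.063, exact test) or with the peak centre (0.355, adjusted p = 0.078), within a range of 0.0012 to 0.078. For the exon they no longer passed with peaks at or above the median height (0.411, adjusted p = 0.075, exact test), within a range of 0.0019 to 0.075. The same height filter brought skipped against included exons, for a peak in the exon or within 100 nt upstream, to 2.44 (adjusted p = 0.080, exact test). The smaller region, the peak centre and the height filter leave fewer overlaps by construction. The downstream intron beside the exon did not separate included from skipped exons under any of the 7 alternatives, with odds ratios from 1.23 to 2.37.

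The far ends of the introns changed more often. Included against skipped exons at the far end of the downstream intron passed with all 356 events (odds ratio 4.89), 500 nt (3.38), the peak centre (4.52) and peaks at or above the median height (6.02), with adjusted p from 0.0061 to 0.029 (Fisher's exact test), and did not pass with 100 nt (1.45), 1 event per gene (2.63) or the logistic regression (3.15), with adjusted p from 0.11 to 0.75. Skipped exons against background there passed with 100 nt (odds ratio 7.01), 500 nt (4.42), 1 event per gene (6.05) and the logistic regression (4.72), and not with the other 3 alternatives, with adjusted p from 0.028 to 0.72 over the 7 (exact tests and the regression). At the far end of the upstream intron, skipped exons no longer passed with all 356 events (odds ratio 2.48), 100 nt (4.90) or the height filter (5.66), with adjusted p from 0.00075 to 0.15 over the 7, and included exons passed with 500 nt only (2.77), with adjusted p from 0.038 to 0.67 (exact tests and the regression). The cause was not tested for any of these.

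Reversed against not reversed events changed direction with a change in PSI over 20% (odds ratio 1.38, p = 0.58, exact test), while neither value passed the threshold; only 35 events were not reversed, and the cause was not tested.

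At or above the median height there were 12845 peaks, of which 65.0% were intronic, 13.3% had a neighbour within 100 nt and 50.3% within 1000 nt; fewer peaks lie further apart by construction. The intronic share was 68.5% with genes of the peak's own strand, 90.9% with introns first and 75.2% with basic transcripts of protein-coding genes. The number of Table EV7 rows was 217 by the peak centre.

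On the opposite strand 0 events had a peak in any region, so no odds ratio was computed; over the whole events 1 of 356 regulated and 5 of 765 background events had one. With 47 skipped exons, the interval of each of their shares is wide, which limits the comparisons between skipped and included exons.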

Differences from the paper's values

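In Fig EV4E, read by eye, the paper's share of peaks in promoters was about 2%, against 12.6% here, and in exons about 3%, against 8.08% here. None of the alternatives set before the data were examined closed either gap; with introns given first place the promoter share was 1.12% and the exon share 1.47%. For intergenic peaks the paper's share was about 6% in Fig EV4E, read by eye, against 1.94% here, and with genes of the peak's own strand only it was 5.32%, within the paper's; the other alternatives did not close the gap. In 5′UTRs the paper's share was about 1% in Fig EV4E, read by eye, against 0.558% here, and none of the alternatives closed the gap. With basic transcripts of protein-coding genes, chosen after seeing the values, the shares were 2.29% in promoters and 2.11% in exons, which closed these gaps, but 10.3% intergenic and 0.662% in 5′UTRs, which did not. The intronic and 3′UTR shares were within a factor of 1.5 of the paper's, about 77% and about 7% in Fig EV4E, read by eye, against 67.1% and 9.80% here, and the intronic share was 75.2% with those basic transcripts.

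The paper places binding at skipped exons in the exon or just upstream, and at included exons in the downstream intron, from a larger set of exons whose table is cut short in the copy used, so 82 included and 47 skipped EMT exons stand in for it here. Among these, included exons had a peak less often than skipped exons in the exon (odds ratio 0.309, adjusted p = 0.013, Fisher's exact test) and in the upstream intron (odds ratio 0.335, adjusted p = 0.028), and more often than background in the downstream intron (odds ratio 16.9, adjusted p = 2.2e-14), all in the paper's direction; of 7 alternatives chosen after seeing the data, the exon no longer passed in 1 and the upstream intron in 2. The paper does not state that skipped exons had less binding downstream than included exons. That comparison was made here in addition. The downstream intron beside the exon held a peak at 29.3% of included and 21.3% of skipped exons, which did not differ (odds ratio 1.50, adjusted p = 0.44, Fisher's exact test), under any alternative run. The whole downstream intron, a region chosen after seeing the values, did not separate them either (skipped against included, odds ratio 0.579, adjusted p = 0.19, exact test). At its far end, included exons had a peak more often than skipped exons, without passing the threshold (19.5% and 6.38%, odds ratio 3.15, adjusted p = 0.079, exact test). Of 7 alternatives chosen after seeing the data, that difference passed in 4, with all 356 events, 500 nt, the peak centre and peaks at or above the median height (odds ratios 4.89, 3.38, 4.52 and 6.02), and not in the other 3, with adjusted p from 0.0061 to 0.75 over the 7 (exact tests and the regression). The paper describes the events chosen for RT–PCR as predicted to be bound directly, and cites tracks of QKI‐5 read coverage, which were not examined here. The list of called peaks had 0 peaks at the EXOC1 and NFYA exons and in their adjacent introns. Coverage that was not called as a peak would not appear in it.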

Other observations

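The test of exon length was chosen only after the result was seen; the others were not.

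Skipped exons had a median length of 127 nt and included exons of 66 nt, and a longer exon offers more room for a peak. With log2 exon length in a logistic regression, the odds ratio of a peak in the exon, skipped against included, was 4.02 (p = 0.0044, n = 47 skipped and n = 82 included exons), so length alone is an unlikely source of the difference.

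EMT events that respond to QKI‐5 knockdown could have more peaks because they are better covered or have longer introns. The odds ratio stayed at 2.30 (p = 6.7e-08, n = 356 and n = 765 events) in a logistic regression with log2 junction reads and log2 intron length, which argues against that.

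A hypothesis was that QKI‐5 binds ACTAAC together with a TAAY site within 20 nt. Inside peaks 1125 of 2653 ACTAAC sites (42.4%, interval 40.5 to 44.3%) had one, against 345 of 882 in the windows 500 nt away (39.1%, interval 35.9 to 42.4%). The difference did not pass the threshold (odds ratio 1.15, p = 0.090, Fisher's exact test, two‐sided), and the intervals leave a small effect open.

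Among Table EV5 events with a peak, the largest changes in PSI (mesHMLE minus knockdown) were at MYOF (80.9 points, 6 peaks), MYO18A (77.0 points, 23 peaks), ADD3 (-66.8 points, 1 peak), SPAG9 (63.4 points, 2 peaks) and CLSTN1 (61.1 points, 8 peaks, at the exon from 9797556 to 9797612 of chromosome 1). The tallest peak at each of these events had no ACTAAC. Besides ACTAAC and its overlapping words, the hexamers most raised in peaks over windows were rich in G, such as GGAGGG, in 7.02% of peaks and 2.39% of windows, a ratio of 2.93.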
